# lncRNA Helf promotes hepatic inflammation and fibrosis by interacting with PTBP1 to facilitate PIK3R5 mRNA stabilization

**DOI:** 10.1186/s11658-023-00492-3

**Published:** 2023-10-07

**Authors:** Xiaohui Han, Beichen Guo, Sicong Zhao, Yehua Li, Jing Zhu, Yifan He, Jiajun Wang, Qingbin Yao, Shuai Shao, Lina Zheng, Zhemin Shi, Tao Han, Wei Hong, Kun Zhang

**Keywords:** lncRNA Helf, Hepatic fibrosis, Inflammation, PTBP1, PI3K/AKT pathway

## Abstract

**Background:**

Hepatic fibrosis is a common consequence of chronic liver diseases without approved antifibrotic therapies. Long noncoding RNAs (lncRNAs) play an important role in various pathophysiological processes. However, the functions of certain lncRNAs involved in mediating the antifibrotic role remain largely unclear.

**Methods:**

The RNA level of lnc-High Expressed in Liver Fibrosis (Helf) was detected in both mouse and human fibrotic livers. Furthermore, lnc-Helf-silenced mice were treated with carbon tetrachloride (CCl_4_) or bile duct ligation (BDL) to investigate the function of lnc-Helf in liver fibrosis.

**Results:**

We found that lnc-Helf has significantly higher expression in human and mouse fibrotic livers as well as M1 polarized hepatic macrophages (HMs) and activated hepatic stellate cells (HSCs). In vivo studies showed that silencing lnc-Helf by AAV8 vector alleviates CCl_4_- and BDL-induced hepatic inflammation and fibrosis. Furthermore, in vitro experiments revealed that lnc-Helf promotes HSCs activation and proliferation, as well as HMs M1 polarization and proliferation in the absence or presence of cytokine stimulation. Mechanistically, our data illustrated that lnc-Helf interacts with RNA binding protein PTBP1 to promote its interaction with PIK3R5 mRNA, resulting in increased stability and activating the AKT pathway, thus promoting HSCs and HMs activation and proliferation, which augments hepatic inflammation and fibrosis.

**Conclusion:**

Our results unveil a lnc-Helf/PTBP1/PIK3R5/AKT feedforward, amplifying signaling that exacerbates the process of hepatic inflammation and fibrosis, thus providing a possible therapeutic strategy for hepatic fibrosis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s11658-023-00492-3.

## Background

Hepatic fibrosis is a common consequence of chronic liver diseases caused by various etiologies, such as chronic viral hepatitis B and C, cholestasis, or alcohol abuse [1, 2]. If not resolved, the fibrotic process leads to cirrhosis and liver failure, which causes more than 1 million deaths annually worldwide [1, 2]. Liver transplantation, the definitive and sole treatment option for end-stage hepatic fibrosis, is limited by the shortage of available donors [1, 2]. Therefore, a more detailed understanding of the pathophysiological mechanism of hepatic fibrosis is needed to develop antifibrotic therapeutic strategies.

Fibrosis is characterized by the excessive deposition of extracellular matrix (ECM) components [1, 2]. Activated hepatic stellate cells (HSCs), the primary ECM-producing cells in the liver, respond to and secrete multifarious profibrotic cytokines, such as transforming growth factor beta (TGF-β) and platelet-derived growth factor (PDGF), all of which are the powerful cytokines resulting in hepatic fibrosis [3, 4]. Besides HSCs, accumulating evidences also demonstrate that hepatic macrophages (HMs), which consist of liver-resident Kupffer cells and bone marrow monocyte-derived macrophages (BMMs) that are recruited from the circulation upon liver injury, are crucial to the progression of liver fibrosis [5, 6]. It is known that HMs release various factors, including TGF-β, tumor necrosis factor alpha (TNF-α), and interleukin 1 beta (IL-1β), and subsequently cause direct damage to hepatocyte (HC), facilitating inflammatory cell infiltration and activation of HSCs [5]. Thus, a more in-depth understanding of the molecular mechanism involved in HM-orchestrated hepatic inflammation and subsequent interplay with HSCs is vital to develop effective therapeutic strategies.

The enormous transcripts transcribed from the mammalian genome are non-coding RNAs (ncRNAs) [7]. Although some of these ncRNAs, including snoRNA, miRNA, rRNA, and tRNA, have been intensely studied, only a minority of long non-coding RNAs (lncRNAs) have confident annotations and very few have mechanistic information [7, 8]. Current researches indicate that lncRNAs participate in various biological processes and human diseases through regulating the expression of targeted genes at the transcriptional, epigenetic, and post-transcriptional levels [9–13]. Recently, we and others have demonstrated that some of lncRNAs play a major role in HSCs activation, hepatocyte apoptosis and hepatic fibrosis [14–18]. For instance, we have identified that the liver-enriched lnc-Lfar1 without human orthologs promotes HSCs activation and HC apoptosis through activating the TGF-β and Notch pathways [14]. Further investigation demonstrated that silencing lnc-Lfar1 alleviates carbon tetrachloride (CCl_4_) or bile duct ligation (BDL)-induced proinflammatory M1 macrophage polarization and pyroptosis [15]. Moreover, we found that nuclear-retained lncRNA SCARNA10, which has human and mouse homology, is upregulated in serum of patients with liver fibrosis and functions as a positive regulator of liver fibrosis by suppressing polycomb repressive complex 2 (PRC2) and interacts with the promoters of ECM genes [16]. In addition, we also identified that hepatocyte-specifically expressed lnc-Hser inhibits HC apoptosis through the C5AR1-YAP signaling and suppresses HC epithelial–mesenchymal transition via the Notch pathway [17]. Despite this knowledge, the functions of certain lncRNAs involved in mediating the antifibrotic role have yet to be clarified.

In this study, we identified a novel lnc-High Expressed in Liver Fibrosis (Helf) that is increased in mouse and human fibrotic livers and systemically investigated its regulatory and functional role in hepatic inflammation and fibrosis.

## Materials and methods

### Clinical specimens

Study population analysis was conducted as previously reported [17]. Briefly, 6 normal livers and 28 human fibrotic livers were obtained from Tianjin Third Central Hospital (Tianjin, China).

Three pathologists blinded to the study protocol scored liver fibrosis according to the meta-analysis of histological data in viral hepatitis (METAVIR) fibrosis staging system. The clinical characteristics were summarized in Additional file 1: Table S1. The research methods were accorded with the standards in the Helsinki Declaration. Written informed consents were acquired from each patient and the study has been approved by the local Ethical Committee of Tianjin Third Central Hospital (Tianjin, China).

### Animal in vivo study

All animal work was conducted according to the guidelines approved by the Animal Care and Use Committee of Tianjin Medical University. Eight-week-old Balb/c male mice were purchased from Beijing HFK bioscience (Beijing, China). For hepatic fibrosis model induced by CCl_4_, 60 mice were randomly separated into six groups: AAV8-negative control (NC), NC + CCl_4_, AAV-lnc-Helf-shRNA-1#, AAV-lnc-Helf-shRNA-1# + CCl_4_, AAV-lnc-Helf-shRNA-2#, and AAV-lnc-Helf-shRNA-2# + CCl_4_ (*n* = 10). The adeno-associated virus was injected 2 weeks after the first injection of CCl_4_ via the tail vein (2 × 10^11^ pfu/mouse). NC + CCl_4_ group, lnc-Helf-sh1# + CCl_4_, and lnc-Helf-sh2# + CCl_4_ group mice were treated with CCl_4_ (0.2 ml/kg) twice per week for additional 6 weeks after the virus was injected. AAV8-NC, AAV-lnc-Helf-shRNA-1# and AAV-lnc-Helf-shRNA-2# group mice were injected with an equivalent amount of olive oil. For hepatic fibrosis model induced by BDL, 90 Balb/c mice were randomly separated into six groups: AAV8-NC, NC + BDL, lnc-Helf-sh1#, lnc-Helf-sh1# + BDL, lnc-Helf-sh2#, and lnc-Helf-sh2# + BDL (*n* = 15). Mice were injected with AAV8-NC or AAV8-lnc-Helf-shRNAs virus (2 × 10^11^ pfu/mouse) via tail vein 2 days before sham operation or bile duct ligate operation. A total of 21 days after the operation, serum and liver specimens were collected for further analyses.

### RNA-Seq and computational analysis

RNA harvested from liver tissues of mice treated with NC + CCl_4_, AAV-lnc-Helf-shRNA-1# + CCl_4_, and AAV-lnc-Helf-shRNA-2# + CCl_4_ (*n* = 3) was qualified by Agilent 2100 bioanalyzer (Thermo, USA) and subsequently screened on the BGIseq500 platform (BGI-Shenzhen, China). The threshold was fold change > 2 and *p*_adj_ < 0.05. The sequencing data have been deposited in NCBI GEO database: GSE182485 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182485).

### Primary HSCs and HMs isolation

Mouse primary HSCs were isolated from 40-week-old male Balb/c mice by in situ ethylene glycol tetra-acetic acid (EGTA)/Hank’s balanced salt solution (HBSS) solution, pronase, collagenase perfusion, further digestion, and Histodenz gradient centrifugation as previously reported [14, 19]. Moreover, the purity of HSCs was detected by alpha-smooth muscle actin (α-SMA) staining and perinuclear lipid droplets. Mouse primary HMs were isolated from the 10-week-old male Balb/c mice by in situ EGTA/HBSS solution, collagenase perfusion, further digestion, and Histodenz gradient centrifugation as previously reported [15]. Selective adhesion or magnetic-activated cell sorting (MACS)-based positive selection using a F4/80 antibody (eBioscience) was used to purify HMs. Cell viability was measured by Trypan blue exclusion assay. Primary HSCs and HMs were cultured in high-glucose Dulbecco’s modified Eagle medium (DMEM) containing 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin.

### Biotinylated RNA pull-down assay

For biotinylated RNA pull-down assay, lnc-Helf was transcribed in vitro with T7 RNA polymerase (Thermo, #k0441). Then, T4 RNA ligase was used to attach a single biotinylated nucleotide to the 3′ terminus of an RNA strand at 16 °C for 16 h (Thermo, 20163). The labeled RNA was bound to the Streptavidin Magnetic Beads at 25 °C incubating for 30 min. The mixture was washed with 20 mM Tris (pH 7.5) two times. Liver single cell suspensions of mice were prepared and total of 2 × 10^7^ cells were lysed. RNA-bound beads were mixed to the lysates and incubated for 1 h at 4 °C. Followed by washing with wash buffer, we added elution buffer to the beads, mixed and incubated at 37 °C with agitation for 30 min. Supernatant was removed for downstream analysis (Thermo, 20164).

### RNA immunoprecipitation (RIP)

RIP was performed using the Magna RIP RNA-Binding Protein Immunoprecipitation Kit (Millipore, No.17-700, Bedford, MA, USA) according to the manufacturer’s instructions. Briefly, mouse liver single cell suspensions and RAW 264.7 cells were lysed by RIP lysis buffer and stored at −80 °C. A total of 5 µg of the antibody (anti-PTBP1 and control IgG) was added to magnetic beads and incubated with rotation for 30 min. Then, the RIP lysate was centrifuged at 14,000 rpm for 10 min at 4 °C. The beads were added to the lysates and RIP immunoprecipitation buffer and incubated at 4 °C for overnight. Next, RIP buffer was briefly centrifuged to remove the supernatant. The purified RNAs were used for cDNA synthesis and evaluated by quantitative reverse transcription polymerase chain reaction (qRT–PCR).

### Statistical analysis

Data were expressed as mean ± standard error of the mean (SEM) with at least three independent experiments. All statistical analyses were conducted using SPSS 23.0 (IBM, Armonk, NY, USA). Statistical analysis was conducted using either one-way analysis of variance (more than two groups) or Student’s *t*-test (two group comparison), and *p* < 0.05 indicated a significant difference.

Details on other materials and methods are provided in the Additional file 1.

## Results

### lnc-Helf is increased in mouse and human hepatic fibrosis

We previously identified differentially expressed lncRNAs between mouse normal and fibrotic livers [14]. From that study, we noted that lncRNA ENSMUST00000147617 (lnc-Helf) was increased in fibrotic liver (Additional file 1: Fig. S1A). To confirm this result by qRT–PCR, the RNA level of lnc-Helf was detected in fibrotic livers of mice treated with BDL or CCl_4_ for various time periods, and the data revealed that the level of lnc-Helf was markedly increased with persistent injury (Fig. 1A, B). Subsequently, 5′- and 3′-RACE assay in mouse liver demonstrated that lnc-Helf was a 680 nt transcript, consistent with the ensemble database (Fig. 1C; Additional file 1: Fig. S1B). Moreover, sequence homology searches identified a clear lnc-HELF homologous transcript in the human genome with 70% sequence similarity (Additional file 1: Fig. S1C, D). Cell fractionation followed by qRT–PCR and fluorescence in situ hybridization (FISH) assays revealed that lnc-Helf was located both in the nucleus and cytoplasm of primary HSCs and single-cell suspensions from the liver (Fig. 1D; Additional file 1: Fig. S1E, F). As expected, the coding potential calculator 2 (CPC2) and coding potential assessment tool (CPAT) demonstrated that lnc-Helf had no protein coding potential. To assess the expression of lnc-Helf in various cell types of healthy and fibrotic livers, we have isolated HSCs, HCs, HMs, and liver sinusoidal endothelial cells (LSECs) from livers treated with or without CCl_4_ and found that lnc-Helf was mainly expressed in primary HSCs, followed by HMs, rather than HCs and LSECs (Fig. 1E). Notably, lnc-Helf was upregulated in HSCs and HMs of fibrotic livers compared to normal livers (Fig. 1E). However, lnc-Helf was minimally expressed in AML12 cells, LX-2 cells, RAW264.7 cells, human umbilical vein endothelial cells (HUVECs), and mouse BMMs (Additional file 1: Fig. S1G). Moreover, the expression of lnc-Helf was also significantly upregulated at day 7 and day 14 in activated HSCs, compared with day 3 HSCs (Fig. 1F). However, recombinant TGFβ did not regulate the expression of lnc-Helf in primary HSCs (Additional file 1: Fig. S1H). To correlate these findings with data from patients, we tested the RNA level of human lnc-HELF in 6 healthy livers and 28 fibrotic livers, and the data revealed that lnc-HELF was markedly increased in the livers of subjects with fibrosis than it was in individuals with normal livers (Fig. 1G). However, no correlation was found with the level of ACTA2, COL1α1, ALT, and AST (Additional file 1: Fig. S1I–L). Altogether, these data demonstrate that lnc-Helf is increased in mouse and human fibrotic livers, with activated HSCs and HMs.

**Fig. 1:**
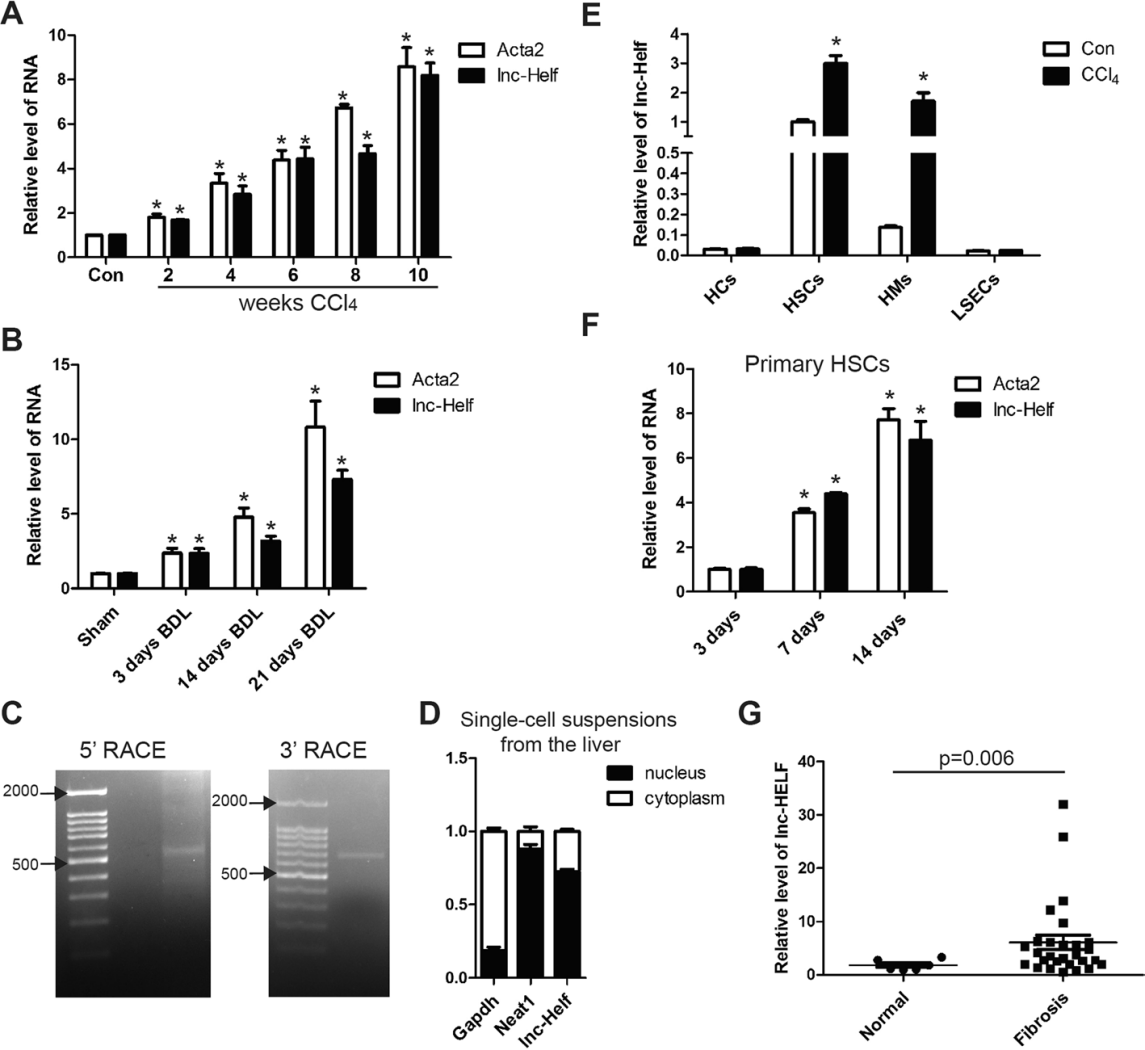
lnc-Helf is increased in mouse and human hepatic fibrosis. **A**, **B** The expression of *lnc-Helf* and *Acta2 (α-SMA)* were analyzed by qRT–PCR in livers from mice that underwent CCl_4_ treatment or mice that underwent BDL for different timepoints. **C** The PCR products from the 5'-RACE procedure and 3'-RACE procedure underwent agarose gel electrophoresis. **D** The nuclei or cytoplasm of single-cell suspensions from the normal liver were isolated, and qRT–PCR analysis detected the expression of *lnc-Helf*, *Neat1*, and *Gapdh*. **E** qRT–PCR was used to assess the expression of *lnc-Helf* in HCs, HSCs, HMs, and LSECs that were isolated from livers of mice with or without CCl_4_ treatment for 6 weeks. **F** qRT–PCR was used to assess the expression of *lnc-Helf* and *Acta2* in the HSCs after culture-induced activation for indicated times. **G** qRT–PCR was used to assess the expression of *lnc-HELF* in liver samples from fibrotic patients (*n* = 28) and healthy people (*n* = 6). Data are presented as mean ± SEM. *p < 0.05, unpaired Student’s *t* test (**A**, **B**, and **E**–**G**)

### Knockdown of lnc-Helf alleviates hepatic fibrosis induced by CCl_4_ and BDL

To investigate the role of lnc-Helf during liver fibrogenesis in vivo, AAV8-lnc-Helf-shRNA1#, AAV8-lnc-Helf-shRNA2#, or AAV8-NC was injected 2 weeks after the first injection of CCl_4_ via the tail vein. Mice were then treated with CCl_4_ or oil twice per week for an additional 6 weeks. qRT–PCR analysis confirmed that lnc-Helf was knocked down in liver tissues (Fig. 2A). Moreover, we performed RNA-seq to explore the influence of lnc-Helf deficiency on CCl_4_-induced hepatic fibrosis. 

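Fmo2, the flavin-containing monooxygenase gene that holds lnc-Helf, was lower in the livers of both shRNA groups than in the controls. The difference passed an adjusted p of 0.05 in DESeq2 but not in edgeR. Fmo2 was measured at 227, 202 and 265 CPM (read counts scaled to a common library size) in the 3 NC + CCl4 livers, at 109, 122 and 104 in the lnc-Helf-sh1# + CCl4 livers and at 174, 141 and 88.2 in the lnc-Helf-sh2# + CCl4 livers, so every shRNA library lay below every control library. Such non-overlap, in either direction, was found for 28.5% of all genes tested with shRNA1# and 32.9% with shRNA2#. The log2 fold change of Fmo2 was -1.05 with shRNA1# (standard error 0.22, adjusted p = 0.144 from edgeR's quasi-likelihood test) and -0.78 with shRNA2# (standard error 0.22, adjusted p = 0.0528 from the same test). In DESeq2 the adjusted p was 0.000979 with shRNA1# and 0.00911 with shRNA2#. The deposited table gives 1 value per gene, so this value does not measure lnc-Helf alone. Whether the authors' reference held the lnc-Helf transcript is not known, so it is open how far its reads are counted in Fmo2. Fmo2 also belongs to a list of female-biased liver genes, with median log2 fold changes of -0.65 with shRNA1# and -0.73 with shRNA2#. Its lower level thus need not be specific to a knockdown of lnc-Helf. In the GRCm38 annotation (GENCODE M21), lnc-Helf is a retained-intron transcript of Fmo2 on the minus strand of chromosome 1, from 162897681 to 162898720, with 2 exons and 680 bases. Of these bases, 179 lie inside exons of coding Fmo2 transcripts and 501 lie outside them. The target of shRNA1#, GACCTTTCTTACCTCAGAA, lies at 162898147 to 162898165, and the target of shRNA2#, GCTAACCAGGAAATGAACT, at 162898034 to 162898052. Both lie in exon 2 of lnc-Helf, outside the exons of the coding Fmo2 transcripts, and each matched 1 annotated transcript.

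The experiment used male Balb/c mice, with 3 mice in each of the NC + CCl4, lnc-Helf-sh1# + CCl4 and lnc-Helf-sh2# + CCl4 groups, and 1 library per liver. CCl4 is a hepatotoxin whose repeated injection leads to fibrosis, and AAV8 is an adeno-associated virus used to carry the shRNA into the liver. By the paper, the virus was given 2 weeks after the first CCl4 injection at 2e+11 pfu per mouse, whereas the sample labels give 4 weeks and 1e+12 pfu. Single-end reads of 50 bases were obtained on the BGIseq500 platform. The authors deposited RSEM expected counts (estimated read counts per gene), FPKM and TPM per gene, with 17046 protein-coding genes in the table. The submitters' processing notes name BWA, Bowtie2 and RSEM, and give the genome build as hg19, a human build, while the genes in the table are mouse genes. The total expected count was 15967731 to 16816431 per NC + CCl4 library (median 16340251), 16347815 to 16679400 per lnc-Helf-sh1# + CCl4 library (median 16671810) and 14265875 to 16370918 per lnc-Helf-sh2# + CCl4 library (median 15681051). The paper's text gives a threshold of fold change above 2 and adjusted p under 0.05 for the sequencing data and does not name the test behind it. Its general section on statistics names SPSS, one-way analysis of variance and Student's t-test, without mention of the sequencing. Here, the expected counts were rounded to whole numbers, normalized by TMM and tested with edgeR's quasi-likelihood test, with all 9 libraries in 1 fit and the same threshold. The test covered 13059 genes kept by edgeR's filter on low counts, at a biological coefficient of variation of 19.9%. With 3 mice against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1.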

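In the lnc-Helf-sh2# + CCl4 livers, the leukocyte integrin genes Itgb2 and Itgam fell, and Manf, Creld2 and Sdf2l1, whose products act in the endoplasmic reticulum, rose. Compared with the NC + CCl4 livers, 289 of the 13059 genes tested passed the threshold, of which 75 were higher and 214 lower. At the same adjusted p without a fold threshold, 615 were higher and 508 lower. Itgb2, the integrin chain shared by leukocyte integrins, fell from 77.0 ± 32.8 to 18.2 ± 1.39 CPM (mean ± SD, n = 3 mice per group), a log2 fold change of -2.08 (standard error 0.43, adjusted p = 0.0305 from edgeR). Itgam, which encodes CD11b, had a log2 fold change of -2.44 (standard error 0.62, adjusted p = 0.0442 from edgeR). The chemokine gene Ccl6, the C-type lectin gene Clec4d, Fndc1, Itm2a, Gbp2b and Enpp6 also fell, with log2 fold changes from -1.87 for Enpp6 to -2.70 for Fndc1. Manf, which encodes a secreted protein induced by stress of the endoplasmic reticulum, rose from 71.0 ± 31.4 to 244 ± 85.6 CPM (mean ± SD, n = 3), a log2 fold change of 1.78 (standard error 0.35, adjusted p = 0.0268 from edgeR). Creld2 (2.13) and Sdf2l1 (1.86), which encode other proteins of the endoplasmic reticulum, also rose on the log2 scale, as did Hapln1 (2.31), Zfp9 (1.96), Ly6d (1.82) and Angptl8 (1.75). The genes named here were taken by size of the fold change from called genes with a mean of at least 50 normalized counts and no overlap between the lnc-Helf-sh2# + CCl4 and NC + CCl4 libraries, so called genes with fewer counts are not among them.

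In the lnc-Helf-sh1# + CCl4 livers, no gene passed the threshold in edgeR, and the lowest adjusted p was 0.0783. At an unadjusted p under 0.05 and the same fold change, 438 genes differed in edgeR, of which 43 were higher and 395 lower. DESeq2 called 159 genes at the adjusted threshold (10 higher and 149 lower), and limma-trend on log2(FPKM + 1) called 0. With shRNA1#, the log2 fold change was -1.32 for Itgb2 (adjusted p = 0.179) and 0.93 for Manf (adjusted p = 0.209). When lnc-Helf-sh2# + CCl4 replicate 2, NC + CCl4 replicate 1 or NC + CCl4 replicate 3 was left out, no gene passed an adjusted p of 0.05 in edgeR for shRNA2#, and 113 genes were called without lnc-Helf-sh2# + CCl4 replicate 3 and 484 without lnc-Helf-sh2# + CCl4 replicate 1. DESeq2 called 524 genes for shRNA2# (127 higher and 397 lower).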

A total of 556 mRNAs were dysregulated in CCl_4_-treated lnc-Helf-shRNA1# mice, and 1423 mRNAs were dysregulated in CCl_4_-treated lnc-Helf-shRNA2# mice, compared with the CCl_4_-treated AAV8-NC mice (Fig. 2B). Among these, 303 (100 mRNAs were upregulated and 203 mRNAs were downregulated) genes were also dysregulated in the CCl_4_-treated lnc-Helf-shRNAs mice (Fig. 2C; Additional file 1: Fig. S2A, B), and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and Gene Ontology (GO) analyses showed that knockdown of lnc-Helf affected a series of genes related with drug metabolism, arachidonic acid metabolism, retinol metabolism, PI3K-AKT pathway, and ECM–receptor interaction (Fig. 2D, E; Additional file 1: Fig. S2C, D), suggesting that lnc-Helf deficiency regulates CCl_4_-induced liver metabolic dysfunction and fibrosis. To confirm this, we performed hematoxylin and eosin (H&E) staining, Masson staining, Sirius red staining, and immunohistochemistry (IHC) for α-SMA, COL1α1, and TGFβ, and the data revealed that lnc-Helf silencing alleviated hepatic fibrosis induced by CCl_4_ (Fig. 2F and Additional file 1: Fig. S3A). 

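Among the pathways named in the paper, ECM-receptor interaction was lower as a set with both shRNAs and drug metabolism higher as a set with shRNA1#, at camera's preset correlation and not at an estimated one. Of 61 measured genes of ECM-receptor interaction, 5 fell with shRNA2# and none rose (5 fell when adjusted over the list alone), with the integrin gene Itga4 at a log2 fold change of -0.98 (standard error 0.19, adjusted p = 0.0268 from edgeR) and the hyaluronan receptor gene Cd44 at -1.13 (standard error 0.24, adjusted p = 0.0309 from edgeR). With shRNA1#, none of the 61 genes passed (5 lower when adjusted over the list alone), and 50 had a negative log2 fold change. As a set, the list was lower than the other genes with shRNA1# (camera adjusted p = 3.62e-06) and with shRNA2# (camera adjusted p = 0.000732). With an estimated correlation in place of the preset one, the adjusted p was 0.308 and 0.399.

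Of 76 genes of drug metabolism by cytochrome P450, the set was higher with shRNA1# (camera adjusted p = 0.00227, and adjusted p = 0.42 with an estimated correlation), although no single gene passed (12 higher and 4 lower when adjusted over the list alone). Gstm3, a glutathione transferase gene, had a log2 fold change of 2.42 with shRNA1# (standard error 0.34, adjusted p = 0.0783 from edgeR). With shRNA2#, 2 of these genes rose and 4 fell (the same numbers when adjusted over the list alone), among the latter Cyp2c37 with a log2 fold change of -1.46 (adjusted p = 0.0309 from edgeR), and the set did not pass (camera adjusted p = 0.829). The difference between the 2 shRNAs passed for this list (camera adjusted p = 8.77e-05, and adjusted p = 0.606 with an estimated correlation). Of 51 genes of arachidonic acid metabolism, 1 rose and 6 fell with shRNA2# (1 and 10 when adjusted over the list alone), including the prostacyclin synthase gene Ptgis at -1.18 (adjusted p = 0.0384 from edgeR). None of the 51 passed with shRNA1# (3 higher and 9 lower when adjusted over the list alone). The set had a camera adjusted p of 0.045 with shRNA1# (adjusted p = 0.308 with an estimated correlation) and of 0.0563 with shRNA2#, and the first was lost on leaving out any of the 6 libraries compared except NC + CCl4 replicate 2. Of 64 genes of retinol metabolism, 1 rose and 5 fell with shRNA2# (the same when adjusted over the list alone), Rdh5 at 0.64 and Retsat at -0.71 among them, and none passed with shRNA1# (3 higher and 5 lower when adjusted over the list alone). The retinol set did not pass with either shRNA (camera adjusted p = 0.226 and 0.311), and with shRNA1# its median log2 fold change of 0.26 and its mean of -0.07 had opposite signs.

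Of 101 genes of osteoclast differentiation, a list of myeloid receptors and signaling, 13 fell and 1 rose with shRNA2# (28 and 2 when adjusted over the list alone) and none passed with shRNA1# (none when adjusted over the list alone). The set was lower with both shRNAs (camera adjusted p = 9.32e-05 and 1.49e-06, and adjusted p = 0.42 and 0.399 with an estimated correlation). lnc-Helf-sh1# + CCl4 replicate 3, at -0.004 relative to the NC + CCl4 mean, lay within the range of the controls.

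No gene passed the threshold with both shRNAs in edgeR. At an unadjusted p under 0.05 and the same fold change, 251 genes did so in the same direction, 28 higher and 223 lower, and DESeq2 called 109 at the adjusted threshold (8 higher and 101 lower), whereas limma-trend on log2(FPKM + 1) called 0. Both comparisons use the same 3 control libraries. In 20 simulated data sets, all 9 libraries, controls included, were drawn without group differences, and both comparisons shared the simulated controls. The unadjusted threshold gave 19.8 shared genes on average and at most 28 there. Each gene was drawn independently, so genes that move together are not covered and the range may be too narrow. Independent lists of the observed sizes would share 0.649 higher and 17.1 lower genes. For the DESeq2 calls, independent lists would share 0.0973 higher and 4.53 lower genes. Across genes, the correlation of the log2 fold changes of the 2 comparisons was 0.757 (simulated 0.489) and their covariance 0.186 (simulated 0.0443). The 3 controls are too few to be split, so part of the excess may come from the shared controls. No gene differed between the shRNA groups at the same threshold in edgeR, 109 did so at an unadjusted p under 0.05, DESeq2 called 10 and limma-trend on log2(FPKM + 1) called 0. Among the 109 shared genes of DESeq2, 3 belonged to arachidonic acid metabolism (Alox5ap, Cyp2c37 and Ptgis, one-sided Fisher's exact test, adjusted p = 0.044 over 5 pathways), and the adjusted p was 0.064 for drug metabolism, 0.153 for ECM-receptor interaction and 0.416 for retinol metabolism and for PI3K-AKT signaling. From the genes changed by both shRNAs and their pathways, the paper proposes that lnc-Helf deficiency regulates metabolic dysfunction and fibrosis of the liver under CCl4.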

Western blotting demonstrated that lnc-Helf silencing decreased the upregulation of MMP2, α-SMA, and TIMP1 induced by CCl_4_ (Fig. 2G). 

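In the sequenced livers, the matrix metalloproteinase gene Mmp2 and the cytokine gene Tgfb1 fell with shRNA2#, and the other profibrotic genes did not pass the test with either shRNA. Mmp2 was 33.0 ± 12.3 CPM in the NC + CCl4 livers, 14.5 ± 4.43 in the lnc-Helf-sh1# + CCl4 livers and 15.9 ± 1.08 in the lnc-Helf-sh2# + CCl4 livers (mean ± SD, n = 3 mice each). Its log2 fold change was -1.05 with shRNA2# (standard error 0.28, adjusted p = 0.0483 from edgeR) and -1.18 with shRNA1# (standard error 0.28, adjusted p = 0.144 from edgeR). In DESeq2, Mmp2 passed with both shRNAs (adjusted p = 0.00713 with shRNA1# and 0.00715 with shRNA2#). Acta2, Col1a1 and Timp1 passed with neither in DESeq2, and Tgfb1 passed with shRNA2# (adjusted p = 0.0125). Tgfb1 had a log2 fold change of -0.65 with shRNA2# (standard error 0.17, adjusted p = 0.0481 from edgeR) and -0.52 with shRNA1# (adjusted p = 0.189). Acta2, which encodes α-SMA, was 6.13 ± 2.93 CPM in the NC + CCl4 livers, 2.99 ± 1.40 in the lnc-Helf-sh1# + CCl4 livers and 4.24 ± 2.20 in the lnc-Helf-sh2# + CCl4 livers (mean ± SD, n = 3), with log2 fold changes of -1.03 (adjusted p = 0.3) and -0.53 (adjusted p = 0.477) from edgeR. Col1a1, the main chain of fibrillar collagen I, had log2 fold changes of -0.74 with shRNA1# (adjusted p = 0.394) and -0.03 with shRNA2# (adjusted p = 0.972), and Timp1 of -1.07 (adjusted p = 0.257) and -0.67 (adjusted p = 0.333). All 5 genes had a negative log2 fold change with both shRNAs. When adjusted over the list alone, 2 of the 5 were lower with each shRNA. As a set they were lower with shRNA1# (camera adjusted p = 0.00227, and adjusted p = 0.308 with an estimated correlation) and did not pass with shRNA2# (camera adjusted p = 0.0587).

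Wider groups of matrix genes were lower as sets. Of 35 genes of matrix remodeling, 3 fell with shRNA2# and none rose (4 lower when adjusted over the list alone), with Dcn, the proteoglycan decorin, at -0.73 and Mmp9 at -1.37, and none passed with shRNA1#. The set was lower with shRNA1# (camera adjusted p = 1.66e-07, and adjusted p = 0.308 with an estimated correlation) and with shRNA2# (camera adjusted p = 0.000422, and adjusted p = 0.417 with an estimated correlation). Of 17 collagen genes, none passed singly with either shRNA (2 lower with shRNA1# when adjusted over the list alone, and none with shRNA2#). Their set was lower with shRNA1# (camera adjusted p = 7.64e-05, and adjusted p = 0.308 with an estimated correlation) and with shRNA2# (camera adjusted p = 0.00562, and adjusted p = 0.417 with an estimated correlation). Of 20 marker genes of hepatic stellate cells, Dcn and Pdgfra (-0.96) fell with shRNA2#, and the set was lower with both shRNAs (camera adjusted p = 0.00346 and 0.0342, and adjusted p = 0.508 and 0.595 with an estimated correlation). The stellate set no longer passed without lnc-Helf-sh1# + CCl4 replicate 3 for shRNA1#, nor without NC + CCl4 replicate 3, lnc-Helf-sh2# + CCl4 replicate 2 or lnc-Helf-sh2# + CCl4 replicate 3 for shRNA2#. lnc-Helf-sh2# + CCl4 replicate 1 lay within the range of the NC + CCl4 libraries for matrix remodeling, collagens and stellate cells (-0.234, -0.068 and 0.123 relative to the NC + CCl4 mean). For stellate cells, lnc-Helf-sh1# + CCl4 replicates 1 and 2 did so too (-0.211 and -0.147). No gene passed for shRNA2# without NC + CCl4 replicate 1, NC + CCl4 replicate 3 or lnc-Helf-sh2# + CCl4 replicate 2.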

Consistently, qRT–PCR analysis showed that lnc-Helf deficiency noticeably alleviated CCl_4_-induced upregulation of profibrotic genes (Acta2, Col1α1, Mmp2, Timp1, and Tgfβ1) (Additional file 1: Fig. S3B). The serum level of AST and hepatic hydroxyproline content in CCl_4_-treated lnc-Helf-shRNAs mice were also markedly downregulated compared with CCl_4_-treated AAV8-NC mice (Fig. 2H; Additional file 1: Fig. S3C, D). In addition, CCl_4_-treated lnc-Helf-shRNAs mice exhibited reduced inflammatory response and compensated proliferation compared with CCl_4_-treated AAV8-NC mice, as evidenced by IHC and western blot for CD11b, F4/80, LY6C, TNF-α, IL-1β, MCP1, and PCNA, together with the mRNA level of genes related with inflammation (Tnf-α, Mcp1, Il-6, and Il-1β) and proliferation (Pcna, Ki67 and Cyclin D1) in the livers (Additional file 1: Fig. S4A–D).

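As sets, genes of monocytes and monocyte-derived macrophages were lower and genes of the cell cycle higher with both shRNAs, at camera's preset correlation and not at an estimated one. Of 22 monocyte genes, 6 fell with shRNA2# and none rose (9 lower when adjusted over the list alone), among them Tlr8 at a log2 fold change of -1.31 (standard error 0.17, adjusted p = 0.0201 from edgeR), the lysozyme gene Lyz2 at -1.31 (adjusted p = 0.0303 from edgeR) and the chemokine receptor gene Ccr2 at -1.25 (adjusted p = 0.0411 from edgeR). With shRNA1# none passed (6 lower when adjusted over the list alone), and 21 of the 22 had a negative log2 fold change. The set was lower with shRNA1# (camera adjusted p = 4.96e-08, and adjusted p = 0.227 with an estimated correlation) and with shRNA2# (camera adjusted p = 0.000258, and adjusted p = 0.399 with an estimated correlation). The median log2 fold change of the set was -0.87 with shRNA1# and -0.70 with shRNA2#.

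Lists of other leukocytes were lower as well. The medians with shRNA1# and shRNA2# were -0.65 and -1.24 for B and plasma cells (camera adjusted p = 0.0101 and 0.00664, and adjusted p = 0.308 and 0.399 with an estimated correlation), -0.71 and -1.23 for dendritic cells (camera adjusted p = 0.00185 and 0.0024, and adjusted p = 0.501 and 0.46 with an estimated correlation) and -0.54 and -0.83 for neutrophils (camera adjusted p = 0.0215 and 0.00822, and adjusted p = 0.508 and 0.417 with an estimated correlation). For T and NK cells they were -0.60 and -1.21, and the set passed with shRNA2# only (camera adjusted p = 0.165 and 0.0422, and adjusted p = 0.705 and 0.595 with an estimated correlation). lnc-Helf-sh1# + CCl4 replicate 3 lay within the range of the NC + CCl4 libraries in these 4 lists, but below it for the monocyte genes. For T and NK cells, replicates 1 and 2 of both shRNA groups lay within that range too (-0.918 and -0.658 with shRNA1#, -0.456 and -0.82 with shRNA2#). For neutrophils, so did lnc-Helf-sh1# + CCl4 replicate 2 (-0.423) and lnc-Helf-sh2# + CCl4 replicate 3 (-0.579). For shRNA1#, the call of B and plasma cells was lost without NC + CCl4 replicate 2 and that of neutrophils without NC + CCl4 replicate 1, NC + CCl4 replicate 2 or lnc-Helf-sh1# + CCl4 replicate 1. For shRNA2#, that of T and NK cells was lost without NC + CCl4 replicate 1, NC + CCl4 replicate 2 or lnc-Helf-sh2# + CCl4 replicate 3.

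Of the macrophage and monocyte markers stained in the livers, Itgam (CD11b) fell with shRNA2#, whereas Adgre1, which encodes F4/80, had log2 fold changes of -1.95 with shRNA2# (adjusted p = 0.0527) and -0.52 with shRNA1# (adjusted p = 0.616) from edgeR. Without lnc-Helf-sh1# + CCl4 replicate 3 the latter was -1.527 (adjusted p = 0.0855), and without lnc-Helf-sh1# + CCl4 replicate 1, lnc-Helf-sh1# + CCl4 replicate 2 or NC + CCl4 replicate 2 it was -0.168, -0.26 and -0.224. The log2 fold changes of Ly6c1 were -1.23 (adjusted p = 0.188) and -1.32 (adjusted p = 0.0658), and those of Ly6c2 -1.32 (adjusted p = 0.375) and -1.95 (adjusted p = 0.13). In DESeq2, Itgam (adjusted p = 0.0103), Adgre1 (adjusted p = 0.022) and Ly6c1 (adjusted p = 0.0329) passed with shRNA2#, and Ly6c2 did not (adjusted p = 0.0593). None of these 4 genes passed in DESeq2 with shRNA1#. Tnf, at 2.39 ± 0.852 CPM in the NC + CCl4 livers (mean ± SD, n = 3), had log2 fold changes of -1.27 with shRNA1# (adjusted p = 0.313) and -2.01 with shRNA2# (adjusted p = 0.08). Those of Ccl2, which encodes MCP1, were -0.84 (adjusted p = 0.201) and -0.76 (adjusted p = 0.119), and those of Il1b -0.04 (adjusted p = 0.975) and -1.03 (adjusted p = 0.197). Tnf passed in DESeq2 with shRNA2# (adjusted p = 0.0309), while Ccl2 (adjusted p = 0.0957) and Il1b (adjusted p = 0.137) did not. With shRNA1# none of Tnf, Ccl2 and Il1b passed in DESeq2. For Il1b with shRNA1#, leaving out 1 library gave values from -0.98 (without lnc-Helf-sh1# + CCl4 replicate 3) to 0.267 (without lnc-Helf-sh1# + CCl4 replicate 2). The 4 genes of CD11b, F4/80 and LY6C were lower as a set with both shRNAs (camera adjusted p = 0.0203 and 0.0202, and adjusted p = 0.42 and 0.399 with an estimated correlation), as were Tnf, Ccl2 and Il1b (camera adjusted p = 0.0442 and 0.0422, and adjusted p = 0.42 and 0.399 with an estimated correlation). In lnc-Helf-sh1# + CCl4 replicate 3 both sets lay within the range of the NC + CCl4 libraries (-0.16 and 0.104 relative to the NC + CCl4 mean). They lay at -1.945 and -1.203 in replicate 1 and at -1.4 and -1.444 in replicate 2. The call of the CD11b, F4/80 and LY6C genes was lost without NC + CCl4 replicate 1 or lnc-Helf-sh1# + CCl4 replicate 1 for shRNA1# and without lnc-Helf-sh2# + CCl4 replicate 3 for shRNA2#. That of the other set was lost without NC + CCl4 replicate 1, NC + CCl4 replicate 2, lnc-Helf-sh1# + CCl4 replicate 1 or lnc-Helf-sh1# + CCl4 replicate 2 for shRNA1#, and without NC + CCl4 replicate 2, lnc-Helf-sh2# + CCl4 replicate 1 or lnc-Helf-sh2# + CCl4 replicate 3 for shRNA2#. Il6 was not tested here.

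Pcna, a DNA replication factor, was 31.8 ± 6.02 CPM in the NC + CCl4 livers, 41.5 ± 9.65 in the lnc-Helf-sh1# + CCl4 livers and 54.6 ± 27.9 in the lnc-Helf-sh2# + CCl4 livers (mean ± SD, n = 3), with log2 fold changes of 0.39 (adjusted p = 0.544) and 0.78 (adjusted p = 0.136) from edgeR. Those of Mki67 (Ki67) were 0.88 (adjusted p = 0.454) and 0.84 (adjusted p = 0.365), and those of Ccnd1 (Cyclin D1) 0.79 (adjusted p = 0.358) and 1.42 (adjusted p = 0.0657). Without lnc-Helf-sh2# + CCl4 replicate 1, the values with shRNA2# were 0.273 for Pcna, -0.061 for Mki67 and 0.586 for Ccnd1. The paper's qRT-PCR values are relative to Gapdh, which had log2 fold changes of 0.51 and 0.63 here, whereas the values here are scaled to the library. Bcl2 had log2 fold changes of -0.23 (adjusted p = 0.657) and -0.36 (adjusted p = 0.36). Of 40 cell cycle genes, the thymidylate synthase gene Tyms rose with shRNA2# (0.98, adjusted p = 0.0367 from edgeR) and no other passed with either shRNA (none when adjusted over the list alone), and 39 had a positive log2 fold change with each shRNA. The set was higher with shRNA1# (camera adjusted p = 9.24e-05, and adjusted p = 0.607 with an estimated correlation) and with shRNA2# (camera adjusted p = 9.51e-05, and adjusted p = 0.595 with an estimated correlation). Without lnc-Helf-sh2# + CCl4 replicate 1, the adjusted p of the set for shRNA2# was 0.0511. The mean log2 level of the list, relative to the NC + CCl4 mean, was 1.26 and 1.16 in lnc-Helf-sh1# + CCl4 replicates 1 and 2 and -0.28 in replicate 3, and 1.91, 0.70 and 0.01 in lnc-Helf-sh2# + CCl4 replicates 1, 2 and 3. The level of 25 acute phase genes was highest in the replicates 3, at 1.24 with shRNA1# and 1.55 with shRNA2#. Single genes named here as having fallen or risen with shRNA2# did not pass without NC + CCl4 replicate 1, NC + CCl4 replicate 3 or lnc-Helf-sh2# + CCl4 replicate 2.

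**Figure D1:**
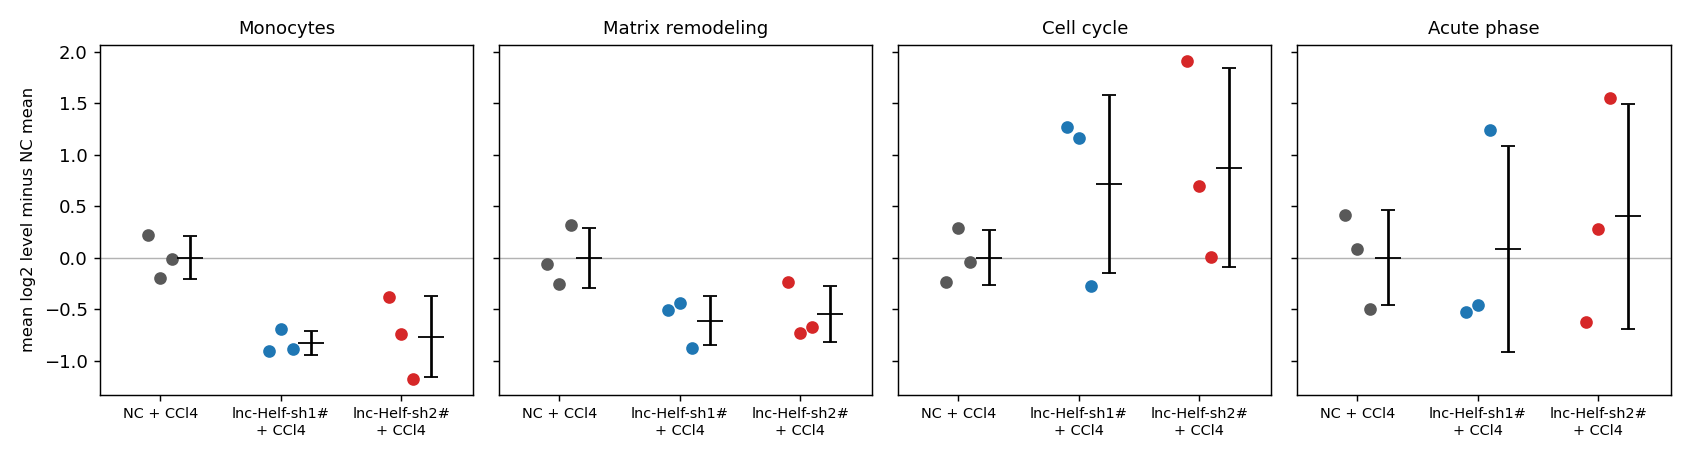
Mean log2 CPM of 4 gene lists in each liver (22 monocyte, 35 matrix remodeling, 40 cell cycle and 25 acute phase genes), minus the mean of the NC + CCl4 livers. Points are the 3 mice of each group, in the order of their replicate numbers, and bars are the group mean with the SD. The 6 shRNA libraries lie between -1.18 and -0.38 for the monocyte genes, below the 3 NC + CCl4 libraries.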

**Fig. 2:**
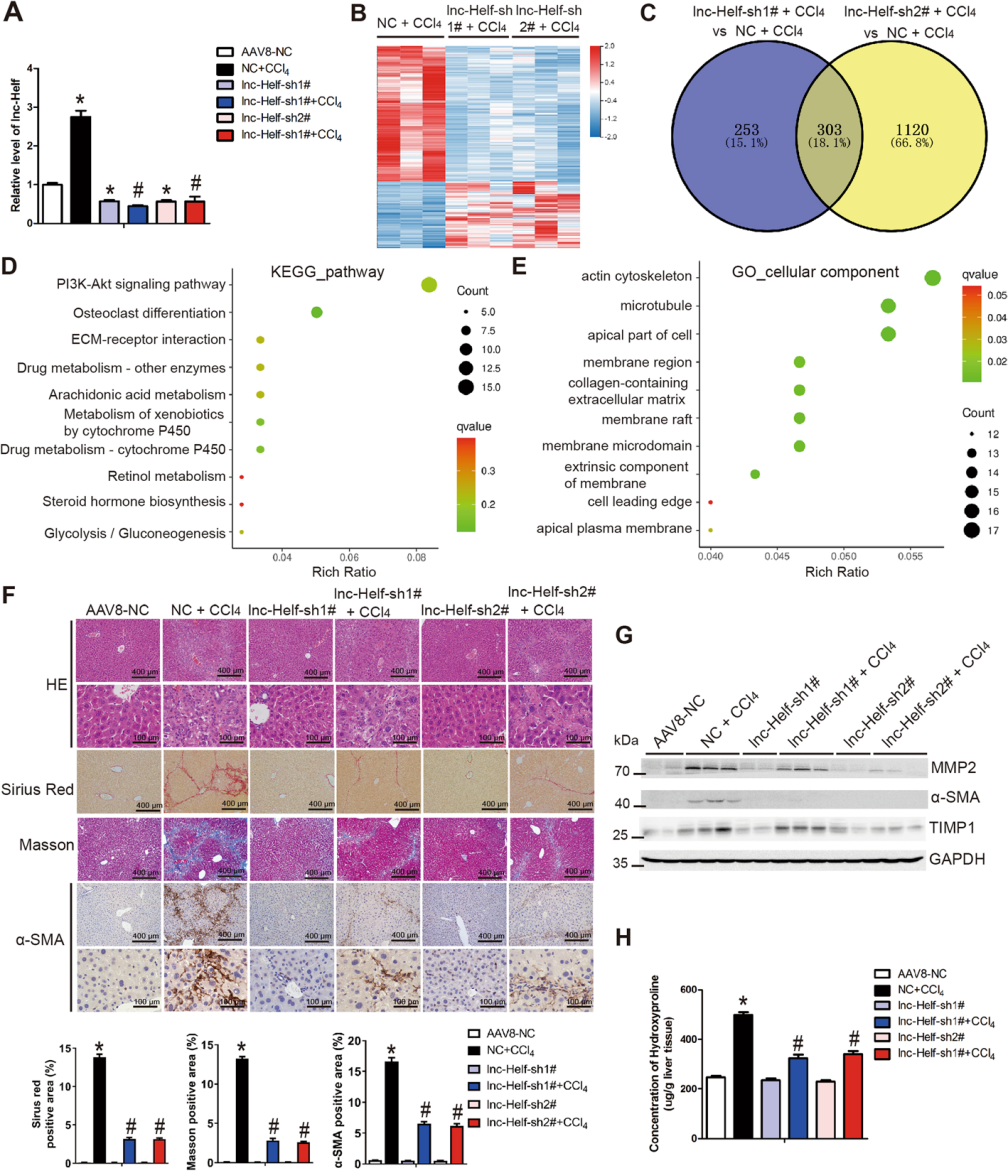
Knockdown of lnc-Helf alleviates hepatic fibrosis induced by CCl_4_. Mice were divided into six groups: AAV8-NC, NC + CCl_4_, lnc-Helf-sh1#, lnc-Helf-sh1# + CCl_4_, lnc-Helf-sh2#, and lnc-Helf-sh2# + CCl_4_. Mice were injected with AAV8-lnc-Helf-shRNAs, or AAV8-NC virus 2 weeks after the first injection of CCl_4_ via tail vein. After CCl_4_ treatment for 8 weeks. **A** qRT–PCR was used to assess the expression of *lnc-Helf* in livers of each group (*n* = 3). **B** The significantly differentially expressed mRNAs were displayed by hierarchical cluster analysis: bright red, upregulation; bright blue, downregulation (*n* = 3). **C**–**E** The Venn diagram, KEGG, and GO analyses of differentially expressed mRNAs in lnc-Helf-sh1# + CCl_4_ mice and lnc-Helf-sh2# + CCl_4_ mice, compared with NC + CCl_4_ mice. **F** The degree of liver fibrosis was evaluated by morphological detection: H&E staining, Masson staining, Sirius red staining, and IHC for α-SMA; five images of each liver and five livers from different mice were quantified for each group; scale bar is 100 μm for 40× and 400 μm for 10× magnifications . **G** Western blot was used to determine the protein level of MMP2, α-SMA, and TIMP1. GAPDH was used as an internal control. **H** The content of hepatic hydroxyproline was quantified in livers of each group (*n* = 5). The data were displayed as hydroxyproline (μg)/liver wet weight. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. *p < 0.05 for AAV8-NC. ^#^*p* < 0.05 for NC + CCl_4_, one-way ANOVA (**A**, **F**, **H**)

The results were further confirmed in BDL-induced hepatic fibrosis model. As shown in Fig. 3 and Additional file 1: Fig. S5, the BDL group mice developed serious hepatic fibrosis, while lnc-Helf silencing alleviated BDL-induced hepatic fibrosis and inflammation as demonstrated by H&E staining, Masson staining, Sirius red staining, serum ALT, AST level, liver hydroxyproline content, western blot, and qRT–PCR (Fig. 3A–E; Additional file 1: Fig. S5A–D). Altogether, these data prove that knockdown of lnc-Helf obviously alleviates hepatic inflammation and fibrosis induced by CCl_4_ and BDL.

**Fig. 3:**
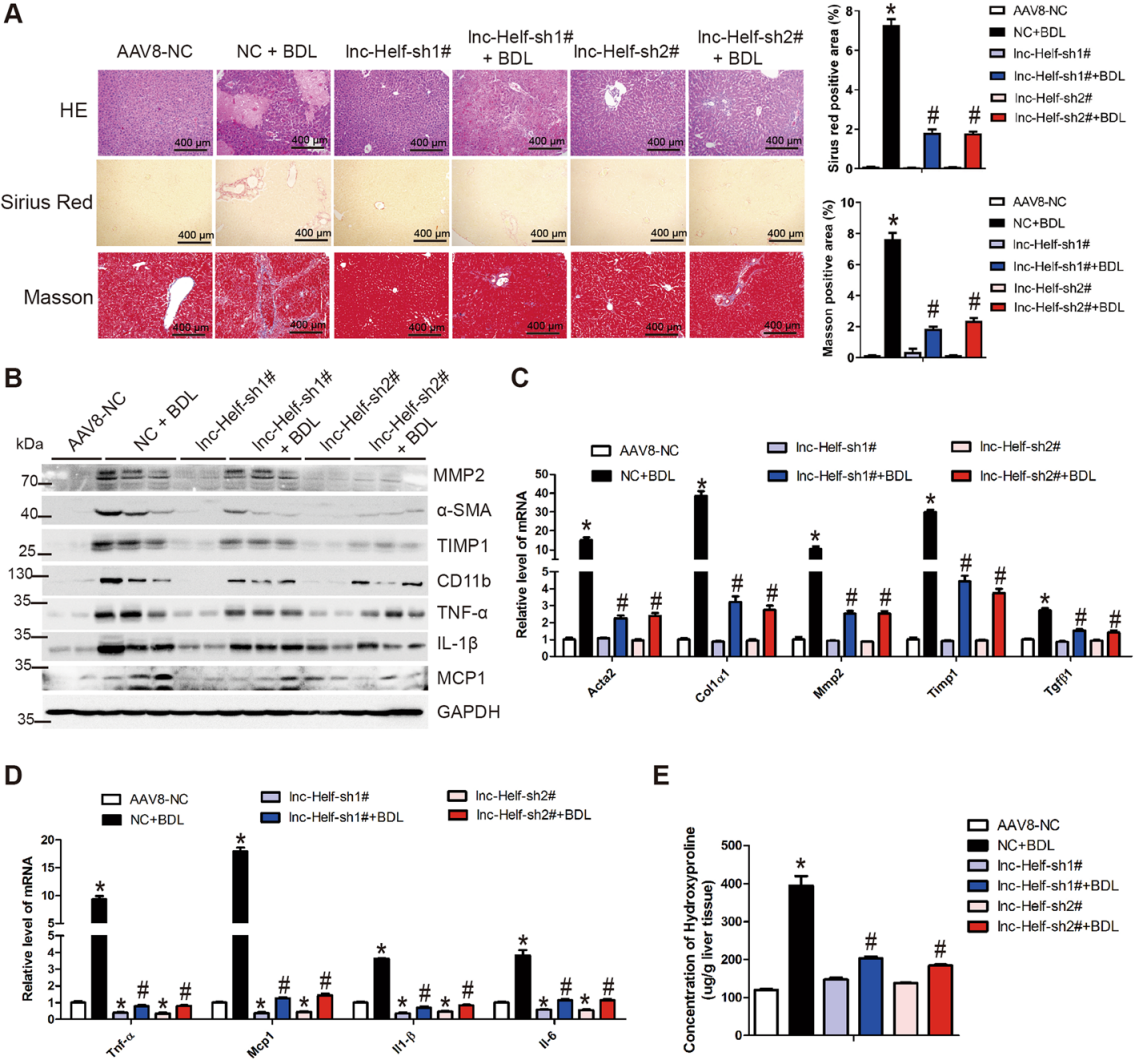
Knockdown of lnc-Helf alleviates hepatic fibrosis induced by BDL. Mice were divided into six groups: AAV8-NC, NC + BDL, lnc-Helf-sh1#, lnc-Helf-sh1# + BDL, lnc-Helf-sh2#, and lnc-Helf-sh2# + BDL. Mice were injected with AAV8-lnc-Helf-shRNAs or AAV8-NC virus 2 days before sham operation or bile duct ligation operation via tail vein. After 21 days of operation. **A** The degree of liver fibrosis was evaluated by morphological detection: H&E staining, Masson staining, and Sirius red staining. Five images of each liver and five livers from different mice were quantified for each group; Scale bar is 400 μm for 10× magnification. **B** Western blot was used to determine the protein level of MMP2, α-SMA, TIMP1, CD11b, TNF-α, IL-1β, and MCP1. GAPDH was used as an internal control. **C**, **D** qRT–PCR was used to assess the expression of profibrogenic genes (*Acta2*, *Col1α1*, *Mmp2*, *Timp1*, and *Tgfβ1*) and proinflammatory genes (*Tnf-α*, *Mcp1*, *Il-6*, and *Il-1β*) in livers of each group (*n* = 3). **E** The content of hepatic hydroxyproline was quantified in livers of each group (*n* = 5). The data were displayed as hydroxyproline (μg)/liver wet weight. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. *p < 0.05 for AAV8-NC. ^#^*p* < 0.05 for NC + BDL, one-way ANOVA (**A** and **C**–**E**)

### lnc-Helf promotes HSCs activation and proliferation

Activated HSCs are the central ECM-producing cells in the liver [3]. To investigate the effect of lnc-Helf on the activation and proliferation of HSCs, lnc-Helf was knocked down by lentivirus vector of lnc-Helf-shRNA at day 2 primary HSCs. Cells were treated with recombinant TGFβ for 24 h, and qRT–PCR analysis detected the expression of fibrosis-associated (Acta2, Col1α1, Col1α2, Timp1, and Tgf-β1) and proliferation-associated genes (Pcna, Ki67, and Cyclin E1). We found that knockdown of lnc-Helf significantly reduced the level of lnc-Helf, profibrotic, and proproliferation genes in the presence or absence of TGFβ (Fig. 4A). Consistently, western blot showed that lnc-Helf silencing downregulated the protein level of α-SMA, MMP2, CYCLIN B1, and PCNA in the presence or absence of TGFβ (Fig. 4B; Additional file 1: Fig. S6A). Similar results were also obtained by confocal microscopy (Fig. 4C; Additional file 1: Fig. S6B). On the other hand, forced expression of lnc-Helf increased the level of the profibrotic and proproliferation genes evaluated by western blot, qRT–PCR, and confocal microscopy (Fig. 4D–F and Additional file 1: Fig. S6C, D). To further confirm the results in LX-2 cells, lnc-HELF was overexpressed in the cells by lentivirus vector of lnc-HELF (LV-lnc-HELF), as the level of lnc-HELF in LX-2 cells was quite low. qRT–PCR and western blot analysis revealed that overexpression of lnc-HELF enhanced the level of the profibrotic and proproliferation genes (Additional file 1: Fig. S6E, F). In addition, CCK8 assays demonstrated that overexpression of lnc-HELF promoted LX-2 cells and primary HSCs proliferation (Additional file 1: Fig. S6G, H). Altogether, these data suggest that lnc-Helf accelerates HSCs activation and proliferation.

**Fig. 4:**
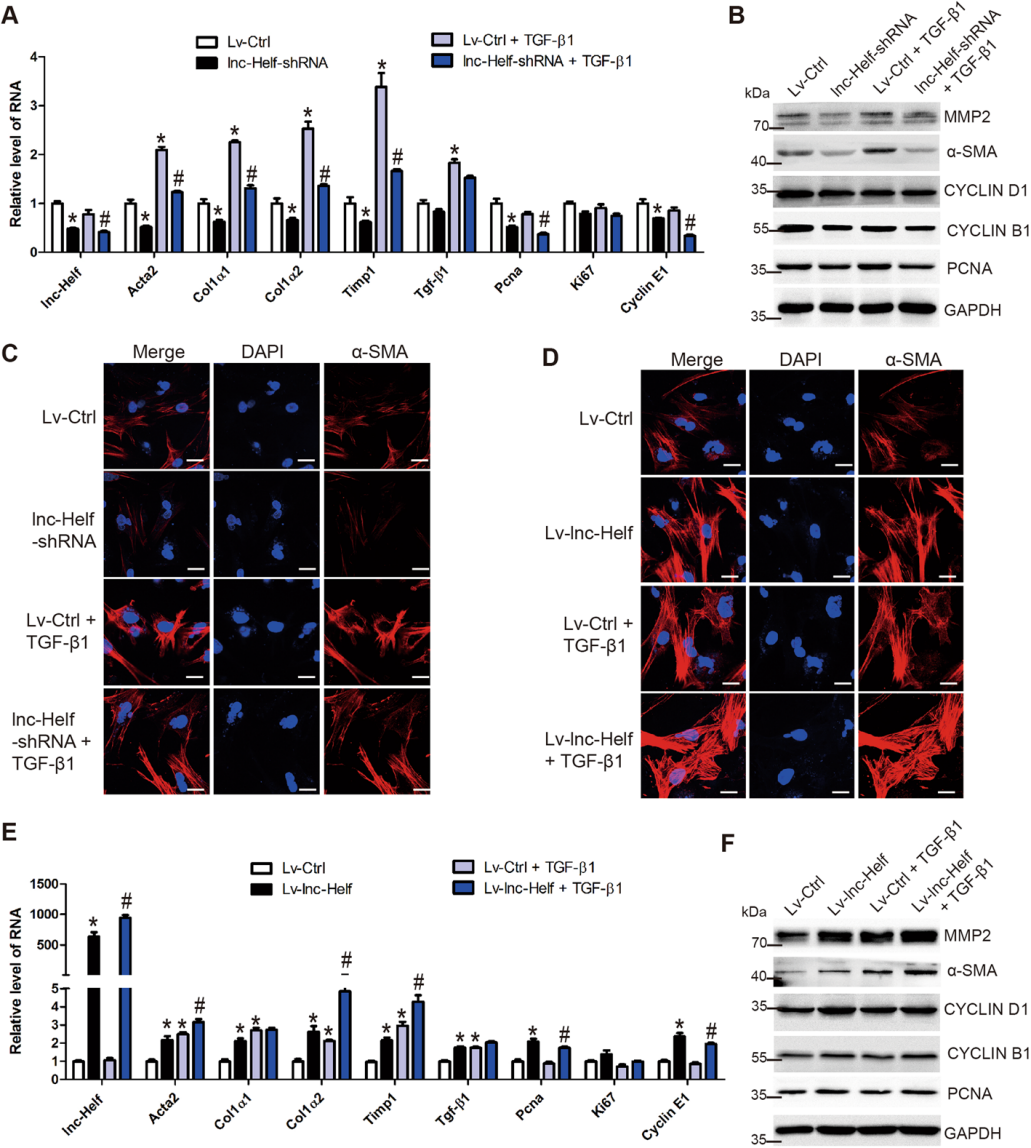
lnc-Helf promotes HSCs activation and proliferation. **A**–**C** Primary HSCs were isolated and infected with lnc-Helf-shRNA or lenti-control at day 2 for 48 h, following the treatment with 10 ng/ml TGF-β1 for 24 h. qRT-PCR was used to assess the RNA level of *lnc-Helf*, *Acta2*, *Col1α1*, *Col1α2*, *Timp1*, *Tgf-β1*, *Pcna*, *Ki67*, and *Cyclin E1* (**A**); western blot was used to determine the expression of α-SMA, MMP2, CYCLIN D1, CYCLIN B1, and PCNA (**B**). GAPDH was used as an internal control; the expression and location of α-SMA was assessed by confocal microscopy (**C**). Scale bar is 20 μm. **D**–**F** Primary HSCs were isolated and infected with lenti-lnc-Helf or lenti-control at day 2 for 48 h, following the treatment with 10 ng/ml TGF-β1 for 24 h. The expression and location of α-SMA was assessed by confocal microscopy (**D**). Scale bar is 20 μm. qRT–PCR was used to detect the RNA level of *lnc-Helf*, *Acta2*, *Col1α1*, *Col1α2*, *Timp1*, *Tgf-β1*, *Pcna*, *Ki67*, and *Cyclin E1* (**E**); western blot was used to determine the expression of α-SMA, MMP2, CYCLIN D1, CYCLIN B1, and PCNA (**F**). GAPDH was used as an internal control. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. *p < 0.05 for LV-control. ^#^*p* < 0.05 for LV-control + TGF-β1, one-way ANOVA (**A**, **E**)

### lnc-Helf induces HMs M1 polarization and proliferation

Given the evidences that lnc-Helf was upregulated in HMs from the fibrotic livers and lnc-Helf silencing ameliorated CCl_4_- and BDL- induced hepatic inflammation in vivo, we investigated the role of lnc-Helf on the polarization and proliferation of macrophage in vitro. Mouse HMs were transfected with lnc-Helf siRNA following a treatment with 20 ng/ml IFN-γ. qRT–PCR analysis showed that lnc-Helf silencing decreased the expression of lnc-Helf, proinflammatory genes including Ly6c, Tnf-α, Il-6, Mcp-1, and Il-1β, as well as proproliferation genes including Pcna, Cyclin D1, and Cyclin E1 in the absence or presence of IFN-γ (Fig. 5A). Moreover, mature IL-1β level in the supernatant was also assessed by enzyme-linked immunosorbent assay (ELISA), and the data indicated that IL-1β level was downregulated in the supernatant of lnc-Helf-silenced HMs compared with the control (Fig. 5B). Similarly, confocal microscopy revealed that lnc-Helf silencing decreased the expression of TNF-α (Fig. 5C). On the other hand, qRT–PCR analysis revealed that lnc-Helf silencing promoted, while forced expression of lnc-Helf decreased the expression of anti-inflammatory genes including Mrc1, Cd163, and Il10 (Additional file 1: Fig. S7A, B). In addition, forced expression of lnc-Helf increased the level of proinflammatory and proproliferation genes evaluated by qRT–PCR, ELISA, and confocal microscopy (Fig. 5D–F). Consistently, similar results were also obtained in RAW264.7 cells (Additional file 1: Fig. S7C, D). In addition, CCK8 assay demonstrated that overexpression of lnc-Helf markedly promoted RAW264.7 cells proliferation (Fig. 5G). Altogether, these data demonstrate that lnc-Helf induces the M1 polarization and proliferation of macrophages.

**Fig. 5:**
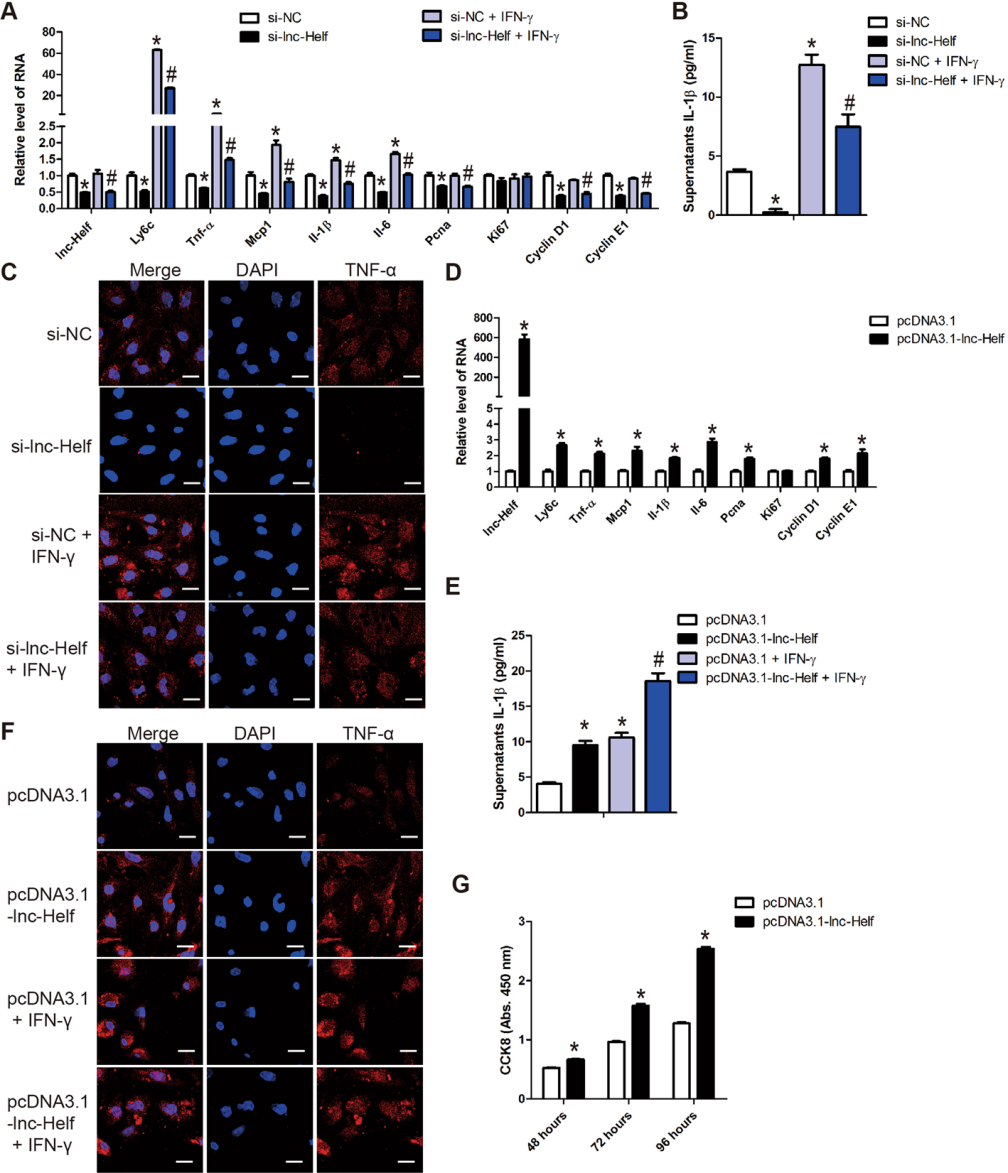
lnc-Helf promotes HMs M1 polarization and proliferation. **A**–**C** Mouse primary HMs transfected with siRNA for 24 h, following treatment with 20 ng/ml IFN-γ for 24 h. qRT–PCR analysis was used to detect the RNA level of *lnc-Helf*, *Ly6c*, *Tnf-α*, *Mcp-1*, *Il-1β*, *Il-6*, *Pcna*, *Cyclin D1*, and *Cyclin E1* (**A**); mature supernatant IL-1β level was detected by ELISA (**B**); the expression and location of TNF-α was assessed by confocal microscopy (**C**). Scale bar is 20 μm. **D** HMs were transfected with pcDNA3.1-lnc-Helf or pcDNA3.1 for 48 h; qRT–PCR was used to assess the expression of *lnc-Helf*, *Ly6c*, *Tnf-α*, *Mcp-1*, *Il-1β*, *Il-6*, *Pcna*, *Cyclin D1*, and *Cyclin E1*. **E**, **F** HMs were transfected with pcDNA3.1-lnc-Helf or pcDNA3.1 for 48 h, following treatment with 20 ng/ml IFN-γ for 24 h. Mature supernatant IL-1β level was detected by ELISA (**E**); the expression and location of TNF-α was assessed by confocal microscopy (**F**). Scale bar is 20 μm. **G** RAW264.7 cells were transfected with pcDNA3.1-lnc-Helf or pcDNA3.1 for the indicated times, cell proliferation was detected by CCK8. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. *p < 0.05 for si-NC or pcDNA3.1. ^#^*p* < 0.05 for si-NC + IFN-γ or pcDNA3.1 + IFN-γ, one-way ANOVA (**A**, **B**, **E**) and unpaired Student’s *t* test (**D**, **G**)

### lnc-Helf promotes hepatic inflammation and fibrosis through activating AKT pathway

Since the KEGG pathway and GO analyses indicated that knockdown of lnc-Helf affected a serial of genes related with the PI3K-AKT pathway (Fig. 2D), we measured the level of phos-AKT (Thr308), phos-c-Raf1 (Ser259), phos-GSK-3β (Ser9), and AKT in liver tissues from lnc-Helf-silenced or control mice treated with or without CCl_4_/BDL. 

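Among genes of PI3K-AKT signaling, more fell than rose in the lnc-Helf-sh2# + CCl4 livers. Of 259 measured genes of the pathway, 20 fell and 5 rose with shRNA2# (22 and 5 when adjusted over the list alone), and none passed with shRNA1# (5 lower and 1 higher when adjusted over the list alone). The macrophage growth factor receptor gene Csf1r had a log2 fold change of -0.82 with shRNA2# (standard error 0.13, adjusted p = 0.0201 from edgeR), the retinoblastoma-like gene Rbl2 of -0.90 (adjusted p = 0.0201) and Tsc1, an inhibitor of mTOR signaling, of -0.64 (adjusted p = 0.0201). The median log2 fold change of the 259 genes was -0.08 with shRNA1# and -0.16 with shRNA2#. The set was lower with shRNA1# (camera adjusted p = 0.0154, and adjusted p = 0.308 with an estimated correlation) and with shRNA2# (camera adjusted p = 0.0232, and adjusted p = 0.399 with an estimated correlation). The first call was lost without NC + CCl4 replicate 3, and the second without NC + CCl4 replicate 3, lnc-Helf-sh2# + CCl4 replicate 2 or lnc-Helf-sh2# + CCl4 replicate 3. A core list of 144 of these genes did not pass with either shRNA (camera adjusted p = 0.878 and 0.49), with 5 higher and 12 lower for shRNA2#.

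Of 14 genes for class I PI3K and AKT subunits and their regulators, Pik3r5, Pik3cb and Pik3cg fell with shRNA2# and none rose (7 lower and 1 higher when adjusted over the list alone). Pik3cg, the catalytic subunit that pairs with the Pik3r5 product, had a log2 fold change of -1.46 (standard error 0.39, adjusted p = 0.049 from edgeR), and Pik3cb of -0.52 (standard error 0.12, adjusted p = 0.0384 from edgeR). Akt1 had log2 fold changes of -0.11 with shRNA1# (adjusted p = 0.522) and -0.03 with shRNA2# (adjusted p = 0.849), and Akt2 of 0.22 (adjusted p = 0.308) and 0.18 (adjusted p = 0.278). The set was lower with shRNA2# (camera adjusted p = 0.0284, and adjusted p = 0.399 with an estimated correlation), but not without NC + CCl4 replicate 2 or lnc-Helf-sh2# + CCl4 replicate 1, and did not pass with shRNA1# (camera adjusted p = 0.162). Csf1r, Pik3cg and Pik3r5 are expressed in leukocytes, whose genes Itgb2 (-2.08) and Lyz2 (-1.31) also fell with shRNA2#. RNA of whole liver does not separate fewer leukocytes from lower expression within them. The sequencing measured mRNA only, not phosphorylation. Each of the genes that fell did not pass without NC + CCl4 replicate 1, NC + CCl4 replicate 3 or lnc-Helf-sh2# + CCl4 replicate 2.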

Western blot analysis revealed that knockdown of lnc-Helf suppressed CCl_4_- and BDL-induced phosphorylation of AKT and GSK-3β (Fig. 6A and Additional file 1: Fig. S8A). Moreover, knockdown of lnc-Helf reduced, while overexpression of lnc-Helf promoted, the phosphorylation of AKT in HSCs and LX-2 cells (Fig. 6B, C; and Additional file 1: Fig. S8B), suggesting that lnc-Helf silencing alleviated hepatic inflammation and fibrosis through the AKT pathway. Subsequently, MK2206, the specific inhibitor of AKT, was applied in lnc-Helf-upregulated HSCs and RAW264.7 cells. qRT–PCR analysis showed that MK2206 abrogated lnc-Helf overexpression and increased the expression of profibrotic, proinflammatory, and proproliferation genes (Fig. 6D; Additional file 1: Fig. S8C). Consistently, ELISA and CCK8 assays demonstrated that the increased supernatant IL-1β levels and cell proliferation by lnc-Helf overexpression was abrogated by MK2206 (Fig. 6E, F). Altogether, these data indicate that lnc-Helf promotes hepatic inflammation and fibrosis through activating AKT pathway.

**Fig. 6:**
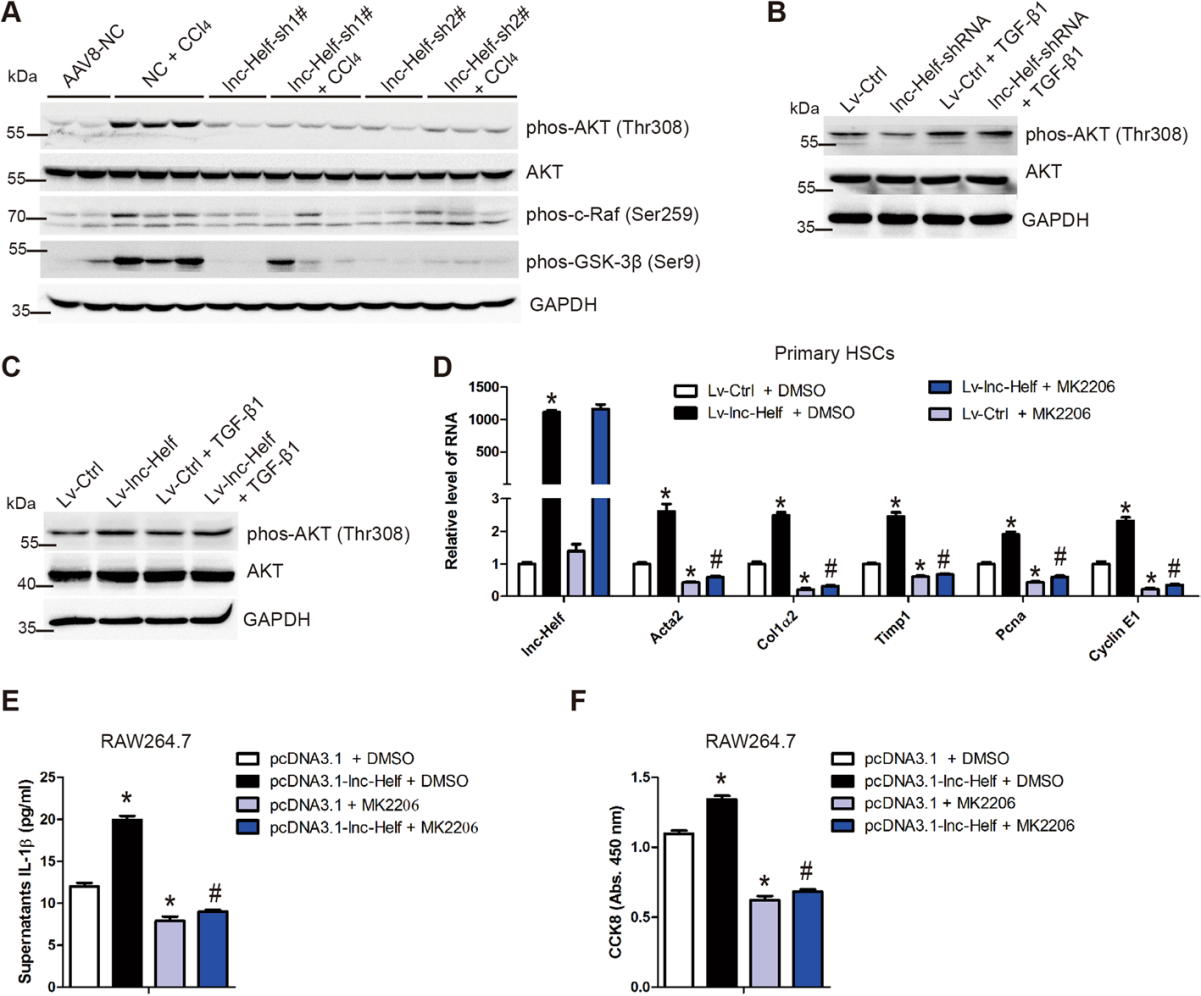
lnc-Helf promotes hepatic inflammation and fibrosis through activating AKT pathway. **A** Mice were divided into six groups: AAV8-NC, NC + CCl_4_, lnc-Helf-sh1#, lnc-Helf-sh1# + CCl_4_, lnc-Helf-sh2#, and lnc-Helf-sh2# + CCl_4_. Western blot was used to determine the protein level of phos-AKT (Thr308), phos-c-Raf1 (Ser259), phos-GSK-3β (Ser9), and AKT in liver tissues of each group. **B**, **C** Primary HSCs at day 2 were infected with lenti-control, lnc-Helf-shRNA, or lenti-lnc-Helf for 48 h, following treatment with 10 ng/ml TGF-β1 for 24 h. Western blot was used to determine the protein level of phos-AKT (Thr308) and AKT. GAPDH was used as an internal control. **D** Primary HSCs treated with or without the AKT inhibitor MK2206 at day 2 were infected with lenti-control or lenti-lnc-Helf for 72 h. qRT–PCR was used to detect the RNA level of *lnc-Helf*, *Acta2*, *Col1α2*, *Timp1*, *Pcna*, and *Cyclin E1*. **E**, **F** RAW264.7 cells treated with or without the AKT inhibitor MK2206 were transfected with pcDNA3.1-lnc-Helf or pcDNA3.1 for 72 h. Mature supernatant IL-1β level was detected by ELISA (**E**); cell proliferation was detected by CCK8 (**F**). Data are presented as mean ± SEM. ^*/#^*p* < 0.05. *p < 0.05 for LV-control + DMSO or pcDNA3.1 + DMSO. ^#^*p* < 0.05 for LV-lnc-Helf + DMSO or pcDNA3.1-lnc-Helf + DMSO, one-way ANOVA (**D**–**F**)

### lnc-Helf promotes hepatic inflammation and fibrosis by interacting with PTBP1 to facilitate PIK3R5 mRNA stabilization

To further explore the molecular mechanism of lnc-Helf during hepatic fibrogenesis, we performed RNA pulldown–mass spectrometry (MS) assay to identify the proteins binding with lnc-Helf (Fig. 7A; Additional file 1: Table S2). Among the lnc-Helf-bound proteins, PTBP1, which is an RNA-binding protein and regulates pre-mRNA splicing and mRNA stability, caught our attention. Western blot further confirmed that lnc-Helf interacted with PTBP1 (Fig. 7B). Moreover, lnc-Helf was detected in the immunoprecipitates of PTBP1 by RIP assay (Fig. 7C, D), further demonstrating the binding of lnc-Helf to PTBP1. Subsequently, specific siRNAs targeting PTBP1 were transfected into lnc-Helf-overexpressed RAW264.7 cells, and the data of the qRT–PCR, ELISA and CCK8 demonstrated that PTBP1 silencing blocked lnc-Helf overexpression-induced inflammation response and proliferation (Fig. 7E–G). Consistently, these data were also confirmed in HSCs (Fig. 7H; Additional file 1: Fig. S9). All these data suggest that lnc-Helf aggravates hepatic inflammation and fibrosis via binding with PTBP1.

**Fig. 7:**
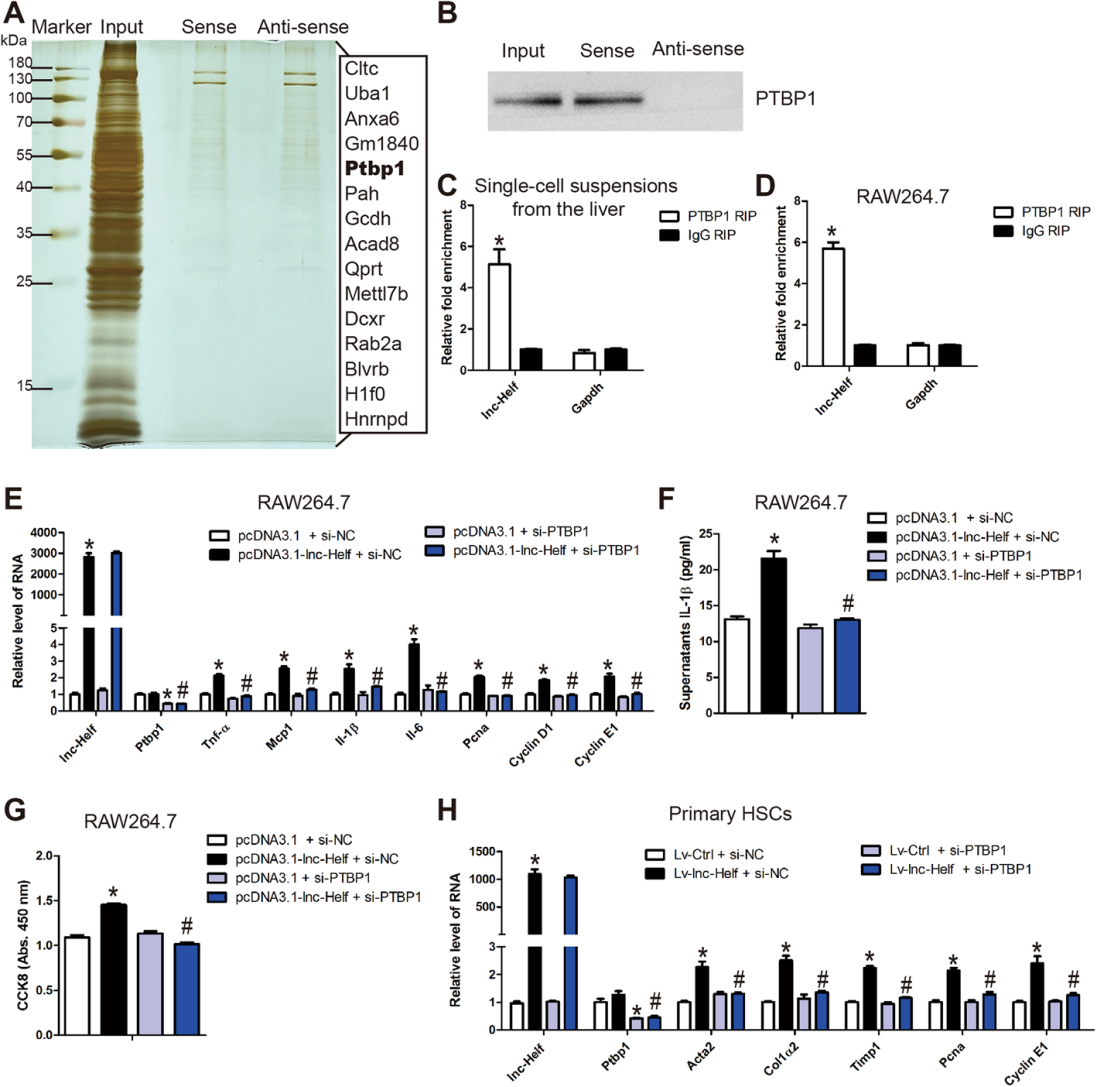
lnc-Helf promotes hepatic inflammation and fibrosis by interacting with PTBP1. **A** In vitro RNA pulldown–mass spectrometry assay in single liver cell lysates. **B** The specific interaction of sense lnc-Helf RNA with PTBP1 protein was determined by western blot. **C**, **D** RIP–qRT–PCR assay in single-cell suspensions from the liver (**C**) and RAW264.7 cells (**D**). **E** qRT–PCR was used to detect the expression of *lnc-Helf*, *Ptbp1*, *Tnf-α*, *Mcp-1*, *Il-1β*, *Il-6*, *Pcna*, *Cyclin D1*, and *Cyclin E1* in lnc-Helf-overexpressed RAW264.7 cells simultaneously transfected with siPTBP1. **F** Mature supernatant IL-1β levels in lnc-Helf-overexpressed RAW264.7 cells simultaneously transfected with siPTBP1 was detected by ELISA. **G** Cell proliferation of lnc-Helf-overexpressed RAW264.7 cells simultaneously transfected with siPTBP1 was detected by CCK8. **H** The expression of *lnc-Helf*, *Ptbp1*, *Acta2*, *Col1α2*, *Timp1*, *Pcna*, and *Cyclin E* in lnc-Helf-upregulated primary HSCs, simultaneously transfected with siPTBP1, was detected by qRT–PCR. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. *p < 0.05 for IgG RIP or pcDNA3.1 + si-NC or LV-control + si-NC. ^#^*p* < 0.05 for pcDNA3.1-lnc-Helf + si-NC or LV-lnc-Helf + si-NC, unpaired Student’s *t* test (**C**, **D**) and one-way ANOVA (**E**–**H**)

PTBP1 belongs to a family of RNA-binding proteins famous for its function in regulating mRNA stability [20, 21]. Therefore, we assumed that the interaction between lnc-Helf and PTBP1 may regulate the effect of PTBP1 on its target mRNAs, thus activating the AKT pathway. The online bioinformatics analysis tools (RPIseq, RBPmap) were used to predict the target RNAs binding with PTBP1 (Additional file 1: Fig. S10A, B). 

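Pik3r5, a regulatory subunit of class IB phosphoinositide 3-kinase, fell with shRNA2# and had a negative log2 fold change that did not pass with shRNA1#. It was measured at 16.7, 9.35 and 11.9 CPM in the 3 NC + CCl4 livers, at 3.39, 3.89 and 8.15 in the lnc-Helf-sh1# + CCl4 livers and at 4.92, 4.05 and 2.70 in the lnc-Helf-sh2# + CCl4 livers. Every shRNA liver had less Pik3r5 than every NC + CCl4 liver, which gives an exact two-sided permutation p of 0.1 for each shRNA, the smallest that 3 mice against 3 allow. Such non-overlap, in either direction, is not particular to Pik3r5. It was found for 28.5% of all genes tested with shRNA1# and 32.9% with shRNA2#, against 10% expected by chance. The log2 fold change of Pik3r5 was -1.70 with shRNA2# (standard error 0.36, adjusted p = 0.0338 from edgeR) and -1.30 with shRNA1# (standard error 0.36, adjusted p = 0.167 from edgeR). In DESeq2 the adjusted p was 0.00033 with shRNA2# and 0.022 with shRNA1#. Leaving out NC + CCl4 replicate 1 (adjusted p = 0.0847), NC + CCl4 replicate 3 (0.0992), lnc-Helf-sh2# + CCl4 replicate 2 (0.0978) or lnc-Helf-sh2# + CCl4 replicate 3 (0.0689) brought the adjusted p for shRNA2# above 0.05. As Pik3r5 is expressed in leukocytes, its level in whole liver also depends on their number. Pik3r6, another regulatory subunit of this kinase, had log2 fold changes of -1.21 with shRNA1# (adjusted p = 0.166) and -1.06 with shRNA2# (adjusted p = 0.0657).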

PIK3R5, which was significantly decreased in CCl_4_-treated lnc-Helf-shRNAs mice compared with CCl_4_-treated AAV8-NC mice (Fig. 2B, C; Additional file 1: Fig. S2A, B), was predicted to comprise several PTBP1 binding sites. We first measured the expression of PIK3R5 and PTBP1 in 6 healthy liver tissues and 28 fibrotic liver tissues, and the results revealed that PIK3R5 rather than PTBP1 was increased in fibrotic livers (Fig. 8A; Additional file 1: Fig. S10C). Moreover, lnc-HELF was found to be positively correlated with PIK3R5 and PTBP1 (Fig. 8B; Additional file 1: Fig. S10D). A correlation of PTBP1 with PIK3R5 was also observed (Additional file 1: Fig. S10E). Furthermore, the expression of Pik3r5 but not Ptbp1 was upregulated in mouse fibrotic livers, induced by CCl_4_ and BDL, and deficiency of lnc-Helf abrogated this upregulation (Additional file 1: Fig. S10F–I). In addition, knockdown of lnc-Helf reduced the level of Pik3r5, while forced expression of lnc-Helf promoted the level of Pik3r5, in primary HSCs, LX-2 cells, primary HMs ,and RAW264.7 cells (Additional file 1: Fig. S11A–F). 

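Ptbp1 differed little between the groups of sequenced CCl4-treated livers. It was 144 ± 10.7 CPM in the NC + CCl4 livers, 159 ± 0.59 in the lnc-Helf-sh1# + CCl4 livers and 159 ± 5.15 in the lnc-Helf-sh2# + CCl4 livers (mean ± SD, n = 3 mice each). The log2 fold change was 0.14 with each shRNA (standard error 0.10), with an adjusted p of 0.468 for shRNA1# and of 0.358 for shRNA2# from edgeR. Oil-treated and BDL livers were not analysed here.

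**Figure D2:**
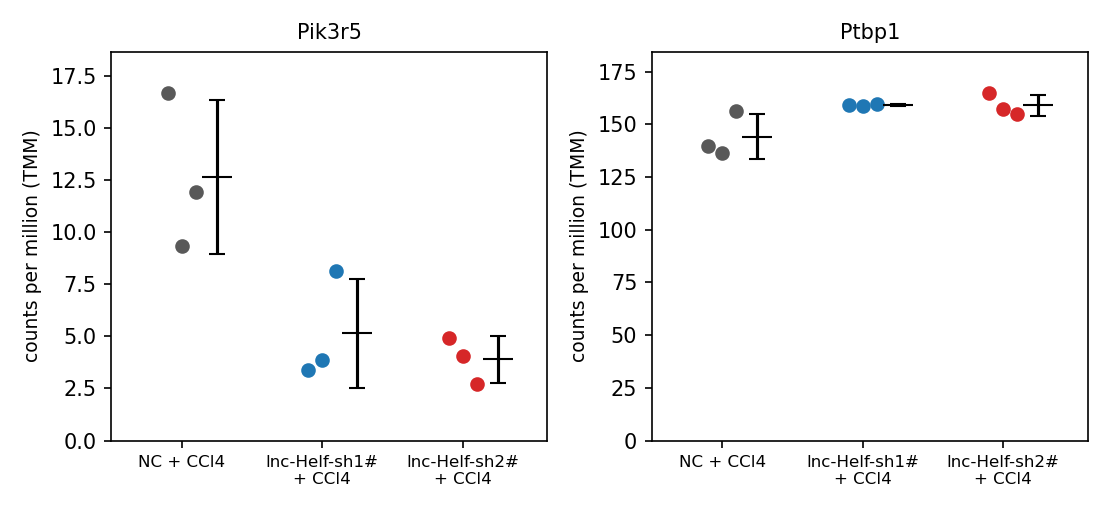
TMM-normalized CPM of Pik3r5 and Ptbp1 in each liver, on linear axes that start at 0. Points are the 3 mice of each group and bars are the group mean with the SD. The shRNA livers lie between 2.70 and 8.15 for Pik3r5, against 9.35 to 16.7 in the NC + CCl4 livers.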

Next, RIP assay demonstrated that Pik3r5 mRNA was enriched by PTBP1 in single-cell suspensions from the liver (Fig. 8C) and RAW264.7 cells, and this enrichment was markedly augmented by lnc-Helf upregulation (Fig. 8D), suggesting that interaction of lnc-Helf and PTBP1 accelerated PTBP1 binding to Pik3r5 mRNA. Interestingly, confocal microscopy demonstrated that forced expression of lnc-Helf promoted PTBP1 to translocate into the cytoplasm (Fig. 8E). Indeed, qRT–PCR analysis demonstrated that knockdown of PTBP1 blocked lnc-Helf overexpression-induced upregulation of Pik3r5 in HSCs and RAW264.7 cells (Fig. 8F; Additional file 1: Fig. S11G). Then we analyzed how PTBP1 regulates Pik3r5 expression. Actinomycin D, which blocks de novo transcription, was used in RAW264.7 cells transfected with PTBP1-siRNA or pcDNA3.1-lnc-Helf, alone or in combination. The results demonstrated that overexpression of lnc-Helf decreased Pik3r5 mRNA degradation via PTBP1 (Fig. 8G). Altogether, the data reveal that lnc-Helf aggravates hepatic inflammation and fibrosis by interacting with PTBP1 to facilitate PIK3R5 mRNA stabilization.

**Fig. 8:**
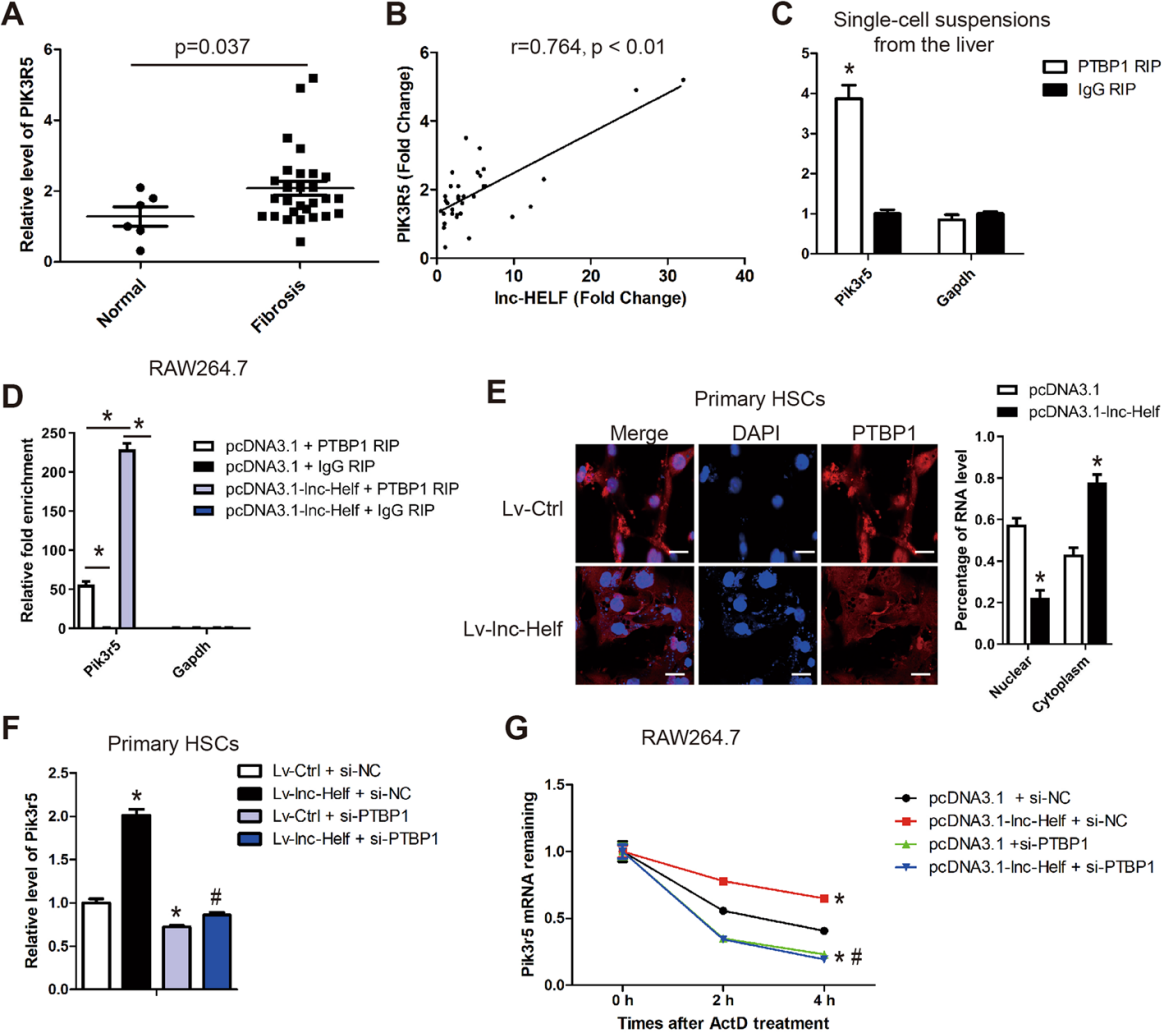
lnc-Helf promotes hepatic inflammation and fibrosis by interacting with PTBP1 to facilitate PIK3R5 mRNA stabilization. **A** The RNA level of *PIK3R5* was detected in liver samples of fibrotic patients (*n* = 28) and healthy people (*n* = 6) by qRT–PCR analysis. **B** The correlation of *lnc-HELF* and *PIK3R5* was assessed by Pearson correlation analysis, *n* = 34. **C**, **D** RIP–qRT–PCR assay in single-cell suspensions from the liver (**C**) and RAW264.7 cells transfected with pcDNA3.1-lnc-Helf or pcDNA3.1 (**D**). **E** The expression and location of PTBP1 in primary HSCs infected with lenti-control or lenti-lnc-Helf was assessed by confocal microscopy. Scale bar is 20 μm. The fluorescence intensity of nuclear and cytoplasm was quantified on the right. **F** qRT–PCR was used to detect the RNA level of *Pik3r5* in lnc-Helf-overexpressed primary HSCs simultaneously transfected with siPTBP1. **G** RAW264.7 cells transfected with pcDNA3.1 or pcDNA3.1-lnc-Helf with or without si-PTBP1 were treated with 5 μg/ml actinomycin D. RNA of each group was extracted at indicated time points (0, 2, 4 h) and the expression of *Pik3r5* mRNA was analyzed by qRT–PCR and normalized to *Gapdh*. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. *p < 0.05 for IgG RIP or LV-control + si-NC or pcDNA3.1 + si-NC. ^#^*p* < 0.05 for LV-lnc-Helf + si-NC or pcDNA3.1-lnc-Helf + si-NC, unpaired Student’s *t* test (**A**, **C**, **E**) and one-way ANOVA (**D**, **F**, **G**)

## Discussion

Cirrhosis is the progressive stage of hepatic fibrosis, which leads by the unbalanced and dynamic ECM remodeling process due to persistent liver injury induced by multiple chronic liver diseases [1, 2]. It is well accepted that the central feature of fibrogenesis is HSC activation, which is caused by multiple inducements, including cytokines, chemokines, damage-associated molecular patterns, and other mediators secreted by liver non-parenchymal cells, such as HMs [1, 3]. Upon liver injury, HMs are activated and release various cytokines and chemokines to perpetuate hepatic inflammation, which is a central point in the progression or resolution of hepatic fibrosis [5]. Continuous progress has been made during the last thirty years in exploring the cellular and molecular mechanisms of hepatic fibrosis. However, the prevalence of liver cirrhosis is still surging and no specific drugs have been approved [2]. Therefore, the further understanding of the molecular mechanisms participate in HSCs and HMs activation during liver fibrosis can provide experimental evidence in developing a promising antifibrotic approach. In our study, a novel lnc-Helf was identified that was increased in human and mouse fibrotic liver tissues, as well as in the HSCs and HMs from fibrotic livers of mice. However, lnc-Helf was barely expressed in BMMs and RAW264.7 cells, suggesting that illustrating the exact function of lnc-Helf in the liver may have the potential to elucidate a specific target for hepatic fibrosis. Furthermore, the in vivo experiments demonstrated that knockdown of lnc-Helf by AAV8 vector reduced hepatic inflammation and fibrosis induced by CCl_4_ and BDL. The in vitro data showed that lnc-Helf silencing markedly inhibited the activation and proliferation of HSCs in the presence or absence of TGFβ. Additionally, lnc-Helf promoted the M1 polarization and proliferation of macrophages, whether IFN-γ was present or absent. Unfortunately, our data revealed that lnc-Helf did not mediate TGFβ-induced HSC activation and IFN-γ-induced HM M1 polarization. All these results demonstrate that lnc-Helf plays a central role in regulating the activation and proliferation of HSCs and HMs, thus providing a possible therapeutic strategy for hepatic fibrosis.

Many molecules and pathways have been documented to induce the activation and proliferation of HSCs as well as the M1 polarization of HMs in the pathogenesis of hepatic fibrosis, including TGFβ, PI3K/AKT, NFκB, and MAPK pathways [1, 14–17]. Notably, PI3K/AKT signaling is a highly conserved pathway that regulates diverse cellular functions, including autophagy, differentiation, apoptosis, and proliferation [22]. PI3Ks, which consist of class I, class II, and class III, contain intracellular lipid kinase activity. Among these classes, class I PI3K, consisting of a catalytic p110 subunit and a regulatory subunit, played an important function in cell proliferation. p85 and p101 (PIK3R5) or p84/p87 are the regulatory subunits of class IA and class IB PI3K, respectively [22, 23]. Upon stimulation, PI3K is transferred to the cell membrane and activates numerous proteins by generating phosphatidylinositol-3,4,5-trisphosphate to recruit target proteins such as AKT, which initiates downstream substrates that regulate cellular activities [22, 23]. Cumulative evidence suggests that the PI3K/AKT pathway is highly correlated with HSC activation and proliferation [24–27]. Several studies have revealed that inhibiting PI3K reduces HSC proliferation and ECM-related gene expression through blocking downstream effectors, such as AKT [24, 27]. On the other hand, PI3K/AKT signaling related to macrophage polarization is reported to regulate tremendous pathways, including NF-κB and MAPK signaling. However, the PI3K/AKT pathway plays a promotive or inhibitive role in regulating inflammatory responses [28]. PI3K has been reported to activate NF-κB, which is downstream of AKT, thus promoting proinflammatory cytokine secretion [23, 29]. Other studies have revealed that the PI3K inhibitor stimulates macrophage M2 polarization [30]. Moreover, AKT has opposite effects in the regulation of macrophage polarization, AKT1 deletion promotes M1 macrophages, whereas AKT2 ablation prevents the M1 phenotype [31]. All these studies show that the exact functions of PI3K/AKT signaling in the regulation of inflammatory response during fibrogenesis are still not clearly clarified and need further exploration. In this study, our results revealed that silencing of lnc-Helf reduced CCl_4_- and BDL-induced phosphorylation of AKT, and the specific inhibitors of AKT abrogated lnc-Helf overexpression-induced upregulation of profibrotic, proinflammatory, and proproliferation genes, which suggest that the PI3K/AKT pathway functions as a positive effector of inflammatory response during fibrogenesis and that lnc-Helf promotes hepatic inflammation and fibrosis through activating AKT pathway.

Emerging evidence has indicated that lncRNAs play a vital role in various pathophysiological processes via controlling gene expression based on cell location [7, 32–35]. In the nucleus, lncRNAs are involved in alternative splicing, participate in transcriptional regulation, and regulate genes’ epigenetic state. In the cytoplasm, lncRNAs control gene expression via altering mRNAs stability, affecting mRNAs translation efficacy, and function as precursors of miRNAs or ceRNA [7]. In this study, our data demonstrated that lnc-Helf was located in the nucleus and cytoplasm of HSCs and single-cell suspensions from the liver. Importantly, it is now widely understood that lncRNAs may alter mRNA stability or translation efficacy via serving as scaffolds for RNA-binding proteins [20, 21, 36]. To investigate the mechanism of lnc-Helf on hepatic fibrosis, we conducted RNA pulldown–MS analysis to identify the proteins that interact with lnc-Helf (Additional file 2). Our results demonstrated that PTBP1, an RNA-binding protein that regulates almost all steps of mRNA post-transcription expression, including mRNA transport and localization, alternative splicing, translation initiation, and mRNA stability [20, 21, 36–38], bound with lnc-Helf. It has been reported that PTBP1 interacts with diverse lncRNAs and is implicated in various liver diseases [20, 21, 38]. For instance, H19 promotes the expression of let-7 via suppressing PTBP1 binding to the let-7 precursors in the process of cholestatic hepatic fibrosis [38]. Another study also demonstrated that H19 increased the interaction between PTBP1 and SREBP1c mRNA, thus facilitating stability and transcription [20]. Moreover, it has been reported that MEG3 causes cholestatic hepatic injury by promoting Shp mRNA degradation through recruiting PTBP1 to its mRNA [21]. In this study, we found that lnc-Helf bound with PTBP1 and promoted its translocation into the cytoplasm, thus facilitating its interaction with Pik3r5 mRNA, resulting in increased stability and AKT pathway activation, which is consistent with the previous study where PTBP1 promoted the progression of breast cancer via the AKT pathway [39].

## Conclusion

Our data unveils a lnc-Helf/PTBP1/PIK3R5/AKT feedforward amplifying signaling to exacerbate the process of hepatic fibrosis and inflammation, thus providing a possible therapeutic strategy for hepatic fibrosis (Additional file 1: Fig. S12).

### Supplementary Information

**Additional file 1: Fig. S1, related to Fig. S1.** (A) The fold change of *lnc-Helf* was shown according to the microarray data. (B, C) The nucleotide sequence of mouse *lnc-Helf* and human *lnc-HELF*. (D) The comparison between human and mouse *lnc-Helf* sequences. (E) The nuclei or cytoplasm of primary HSCs was isolated, and qRT–PCR analysis detected the expression of *lnc-Helf*, *Neat1*, and *Gapdh*. (F) The intracellular localization of *lnc-Helf* in primary HSCs was measured by RNA-FISH assays; scale bar is 10 μm. (G) qRT–PCR analysis of *lnc-Helf* in AML12 cells, LX-2 cells, RAW264.7 cells, BMMs, and HUVECs (H) qRT–PCR was used to assess the expression of *lnc-Helf* and *Acta2* in primary HSCs cultured at day 2 treated with 10 ng/ml TGF-β for 24 h. (I–L) The correlations of lnc-HELF, ACTA2, COL1α1, ALT, and AST were assessed by Pearson correlation analysis, *n* = 34. *p < 0.05, unpaired Student’s *t* test (H). **Fig. S2, related to Fig. S2.** Mice were divided into six groups: AAV8-NC, NC + CCl_4_, lnc-Helf-sh1#, lnc-Helf-sh1# + CCl_4_, lnc-Helf-sh2#, and lnc-Helf-sh2# + CCl_4_. Mice were injected with AAV8-lnc-Helf-shRNAs or AAV8-NC virus 2 weeks after the first injection of CCl_4_ via tail vein. After CCl_4_ treatment for 8 weeks, (A–D) the volcano map and GO analysis of differentially expressed mRNAs in lnc-Helf-sh1# + CCl_4_ mice and lnc-Helf-sh2# + CCl_4_ mice are shown, compared with NC + CCl_4_ mice. **Fig. S3, related to Fig. S2.** Mice were divided into six groups: AAV8-NC, NC + CCl_4_, lnc-Helf-sh1#, lnc-Helf-sh1# + CCl_4_, lnc-Helf-sh2# and lnc-Helf-sh2# + CCl_4_. Mice were injected with AAV8-lnc-Helf-shRNAs or AAV8-NC virus 2 weeks after the first injection of CCl_4_ via tail vein. After CCl_4_ treatment for 8 weeks (A), IHC for COL1α1 and TGFβ are shown; scale bar is 100 μm for 40× and 400 μm for 10× magnifications . (B) qRT–PCR was used to assess the expression of *Acta2*, *Col1α1*, *Mmp2*, *Timp1*, and *Tgfβ1*. (C, D) Serum ALT and AST was examined. Data are presented as mean ± SEM.^*/#^*p* < 0.05. *p < 0.05 for AAV8-NC. ^#^*p* < 0.05 for NC + CCl_4_, one-way ANOVA (B-D). **Fig. S4, related to Fig. S2.** Mice were divided into six groups: AAV8-NC, NC + CCl_4_, lnc-Helf-sh1#, lnc-Helf-sh1# + CCl_4_, lnc-Helf-sh2#, and lnc-Helf-sh2# + CCl_4_. Mice were injected with AAV8-lnc-Helf-shRNAs or AAV8-NC virus 2 weeks after the first injection of CCl_4_ via tail vein. After CCl_4_ treatment for 8 weeks, (A) western blot was used to determine the expression of CD11b, TNF-α, IL-1β, and MCP1. GAPDH was used as an internal control. (B, C) qRT–PCR was used to assess the RNA level of proinflammatory genes (*Tnf-α*, *Mcp1*, *Il-1β*, and *Il-6*) and proliferation-related genes (*Pcna*, *Ki67*, *Cyclin D1*, and *Bcl-2*) in livers of each group. (D) IHC for CD11b, F4/80, TNF-α, IL-1β, LY6C, and PCNA; scale bar is 100 μm for 40× and 400 μm for 10× magnifications. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. *p < 0.05 for AAV8-NC. ^#^*p* < 0.05 for NC + CCl_4_, one-way ANOVA (B and C). **Fig. S5, related to Fig. S3**. Mice were divided into six groups: AAV8-NC, NC + BDL, lnc-Helf-sh1#, lnc-Helf-sh1# + BDL, lnc-Helf-sh2# and lnc-Helf-sh2# + BDL. Mice were injected with AAV8-lnc-Helf-shRNAs or AAV8-NC virus 2 days before sham operation or bile duct ligate operation via tail vein. After 21 days of operation, (A) qRT–PCR was used to examine the RNA level of *lnc-Helf* in livers of each group. (B, C) Serum AST and ALT was examined. (D) qRT–PCR was used to assess the RNA level of *Pcna*, *Ki67*, *Cyclin D1*, and *Bcl-2* in livers of each group. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. *p < 0.05 for AAV8-NC. ^#^*p* < 0.05 for NC + BDL, one-way ANOVA (A-D). **Fig. S6, related to Fig. S4.** (A) Quantitative analysis of western blot of Fig. S4B. (B) Primary HSCs at day 2 were infected with lenti-control and lnc-Helf-shRNA or lenti-lnc-Helf for 48 h, following the treatment with 10 ng/ml TGF-β1. The expression and location of COL1α1 was assessed by confocal microscopy. Scale bar is 20 μm. (C) Quantitative analysis of western blot of Fig. S4F. (D) Primary HSCs at day 2 were infected with lenti-control and lenti-lnc-Helf for 48 h, following the treatment with 10 ng/ml TGF-β1. The expression and location of COL1α1 was assessed by confocal microscopy. Scale bar is 20 μm. (E–G) LX-2 cells were infected with lenti-control or lenti-lnc-HELF for 48 h, following the treatment with TGF-β1 for 24 h. qRT–PCR was used to assess the expression of *lnc-HELF*, *ACTA2*, *COL1α1*, *COL1α2*, *TIMP1*, *TGF-β1*, *PCNA*, *KI67*, and *CYCLIN D1* (E); western blot was used to determine the expression of the protein level of α-SMA, MMP2, CYCLIN D1, CYCLIN B1, and PCNA (F). GAPDH was used as an internal control. Cell proliferation was detected by CCK8 (G). (H) Primary HSCs at day 3 were infected with lenti-control and lenti-lnc-Helf for 96 h, cell proliferation was detected by CCK8. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. *p < 0.05 for LV-control. ^#^*p* < 0.05 for LV-control + TGF-β1, one-way ANOVA (A, C, and E) and unpaired Student’s *t* test (G and H). **Fig. S7, related to Fig. S5.** (A) Mouse primary HMs transfected with siRNA for 24 h, qRT–PCR analysis was used to detect the RNA level of *Mrc1*, *Arg1*, *Cd163*, and *Il10*. (B) HMs were transfected with pcDNA3.1-lnc-Helf or pcDNA3.1 for 48 h, qRT–PCR was used to assess the expression of *Mrc1*, *Arg1*, *Cd163*, and *Il10*. (C) RAW264.7 cells were transfected with pcDNA3.1 or pcDNA3.1-lnc-Helf for 48 h, qRT–PCR was used to assess the expression of *lnc-Helf*, *Tnf-α*, *Mcp-1*,* Il-1β*, *Il-6*, *Pcna*, *Ki67*, *Cyclin D1*, *Cyclin E1*, *Mrc1*, *Arg1*, and *Il10*. (D) RAW264.7 cells were transfected with pcDNA3.1 or pcDNA3.1-lnc-Helf for 48 h following treatment with 20 ng/ml IFN-γ for 24 h. Mature supernatant IL-1β level was detected by ELISA. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. *p < 0.05 for pcDNA3.1. ^#^*p* < 0.05 for pcDNA3.1 + IFN-γ, unpaired Student’s *t* test (A–C) and one-way ANOVA (D). **Fig. S8, related to Fig. S6.** (A) Mice were divided into six groups: AAV8-NC, NC + BDL, lnc-Helf-sh1#, lnc-Helf-sh1# + BDL, lnc-Helf-sh2#, and lnc-Helf-sh2# + BDL. Western blot was used to determine the protein level of phos-AKT (Thr308), phos-c-Raf1 (Ser259), phos-GSK-3β (Ser9), and AKT in liver tissues of each group. (B) LX-2 cells were infected with lenti-control or lenti-lnc-HELF for 48 h following treatment with 10 ng/ml TGF-β1 for 24 h. Western blot was used to determine the protein level of phos-AKT (Thr308) and AKT. GAPDH was used as an internal control. (C) RAW264.7 cells treated with or without the AKT inhibitor MK2206 were transfected with pcDNA3.1 or pcDNA3.1-lnc-Helf for 72 h. qRT–PCR was used to detect the expression of *lnc-Helf*, *Tnf-α*, *Mcp-1*, *Il-1β*, *Il-6*, *Pcna*, *Cyclin D1*, and *Cyclin E1*. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. *p < 0.05 for pcDNA3.1 + DMSO. ^#^*p* < 0.05 for pcDNA3.1-lnc-Helf + DMSO, one-way ANOVA (C). **Fig. S9, related to Fig. S7.** The expression and location of α-SMA in lnc-Helf-increased HSCs simultaneously transfected with siPTBP1 was assessed by confocal microscopy. Scale bar is 20 μm. **Fig. S10, related to Fig. S8.** (A, B) Prediction of the interaction probabilities between lnc-Helf and PTBP1 using the RPIseq and prediction of lncRNA–protein interactions database. (C) qRT–PCR was used to detect the RNA level of *PTBP1* in livers of healthy people (*n* = 6) and fibrotic patients (*n* = 28). (D, E) The correlation of *PTBP1*, *lnc-HELF*, and *PIK3R5* was assessed by Pearson correlation analysis, *n* = 34. (F–I) Mice were divided into six groups: AAV8-NC, NC + CCl_4_/BDL, lnc-Helf-sh1#, lnc-Helf-sh1# + CCl_4_/BDL, lnc-Helf-sh2#, and lnc-Helf-sh2# + CCl_4_/BDL. qRT–PCR was used to detect the RNA level of *Pik3r5* and *Ptbp1* in livers of each group. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. *p < 0.05 for AAV8-NC. ^#^*p* < 0.05 for NC + CCl_4_/BDL, one-way ANOVA (F–I). **Fig. S11, related to Fig. S8.** (A, B) Primary HSCs at day 2 were infected with lenti-control or lnc-Helf-shRNA or lenti-lnc-Helf for 48 h, following the treatment with TGF-β1 for 24 h. qRT–PCR was used to detect the RNA level of *Pik3r5*. (C) LX-2 cells were infected with lenti-control or lenti-lnc-HELF for 48 h, following the treatment of TGF-β1 for 24 h. qRT–PCR was used to assess the expression of *PIK3R5*. (D) Mouse primary HMs were transfected with lnc-Helf siRNA for 24 h following treatment of 20 ng/ml IFN-γ for 24 h. qRT–PCR was used to assess the expression of *Pik3r5*. (E, F) Mouse primary HMs and RAW264.7 cells were transfected with pcDNA3.1 or pcDNA3.1-lnc-Helf for 48 h, qRT–PCR was used to assess the expression of *Pik3r5*. (G) qRT–PCR was used to assess the expression of *Pik3r5* in lnc-Helf-overexpressed RAW264.7 cells simultaneously transfected with siPTBP1. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. *p < 0.05 for LV-control or si-NC or pcDNA3.1or pcDNA3.1 + si-NC. ^#^*p* < 0.05 for LV-control + TGF-β1/IFN-γ or pcDNA3.1-lnc-Helf + si-NC, one-way ANOVA (A–D, and G) and unpaired Student’s *t* test (E and F). **Fig. S12.** Schematic diagram shows the function and mechanism of lnc-Helf in the progression of hepatic inflammation and fibrosis. Upon liver injury, increased lnc-Helf binds with PTBP1 to promote its interaction with PIK3R5 mRNA, resulting in increased stability and activating the AKT pathway, thus promotes HSCs and HMs activation and proliferation, which augments hepatic inflammation and fibrosis. **Table S1**. Clinical characteristics of patients. **Table S2**. The results of mass spectrometry from proteins pulled down by the sense and antisense of lnc-Helf. **Table S3**. Cloning primers for lnc-Helf. **Table S4** siRNA sequences. **Table S5** qRT–PCR primers. **Table S6** RACE primers for lnc-Helf.

**Additional file 2:** The results of mass spectrometry from proteins pulled down by the sense and antisense of lnc-Helf.

## Data Availability

All the data used and analyzed during this study are available from the corresponding author upon reasonable request.

## Abbreviations

LncRNA: Long noncoding RNA
CCl_4_: Carbon tetrachloride
BDL: Bile duct ligation
HC: Hepatocyte
HSC: Hepatic stellate cell
LSEC: Liver sinusoidal endothelial cell
HM: Hepatic macrophages
KC: Kupffer cell
PTBP1: Polypyrimidine tract-binding protein 1
ECM: Extracellular matrix
RACE: Rapid amplification of cDNA ends

# Supplementary material for: lncRNA Helf promotes hepatic inflammation and fibrosis by interacting with PTBP1 to facilitate PIK3R5 mRNA stabilization
**Source:** Cell Mol Biol Lett. 2023 Oct 7;28:77. doi: 10.1186/s11658-023-00492-3
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1, related to Fig. S1. (A) The fold change of lnc-Helf was shown according to the microarray data. (B, C) The nucleotide sequence of mouse lnc-Helf and human lnc-HELF. (D) The comparison between human and mouse lnc-Helf sequences. (E) The nuclei or cytoplasm of primary HSCs was isolated, and qRT–PCR analysis detected the expression of lnc-Helf, Neat1, and Gapdh. (F) The intracellular localization of lnc-Helf in primary HSCs was measured by RNA-FISH assays; scale bar is 10 μm. (G) qRT–PCR analysis of lnc-Helf in AML12 cells, LX-2 cells, RAW264.7 cells, BMMs, and HUVECs (H) qRT–PCR was used to assess the expression of lnc-Helf and Acta2 in primary HSCs cultured at day 2 treated with 10 ng/ml TGF-β for 24 h. (I–L) The correlations of lnc-HELF, ACTA2, COL1α1, ALT, and AST were assessed by Pearson correlation analysis, n = 34. *p < 0.05, unpaired Student’s t test (H). Fig. S2, related to Fig. S2. Mice were divided into six groups: AAV8-NC, NC + CCl4, lnc-Helf-sh1#, lnc-Helf-sh1# + CCl4, lnc-Helf-sh2#, and lnc-Helf-sh2# + CCl4. Mice were injected with AAV8-lnc-Helf-shRNAs or AAV8-NC virus 2 weeks after the first injection of CCl4 via tail vein. After CCl4 treatment for 8 weeks, (A–D) the volcano map and GO analysis of differentially expressed mRNAs in lnc-Helf-sh1# + CCl4 mice and lnc-Helf-sh2# + CCl4 mice are shown, compared with NC + CCl4 mice. Fig. S3, related to Fig. S2. Mice were divided into six groups: AAV8-NC, NC + CCl4, lnc-Helf-sh1#, lnc-Helf-sh1# + CCl4, lnc-Helf-sh2# and lnc-Helf-sh2# + CCl4. Mice were injected with AAV8-lnc-Helf-shRNAs or AAV8-NC virus 2 weeks after the first injection of CCl4 via tail vein. After CCl4 treatment for 8 weeks (A), IHC for COL1α1 and TGFβ are shown; scale bar is 100 μm for 40× and 400 μm for 10× magnifications . (B) qRT–PCR was used to assess the expression of Acta2, Col1α1, Mmp2, Timp1, and Tgfβ1. (C, D) Serum ALT and AST was examined. Data are presented as mean ± SEM.*/#p < 0.05. *p < 0.05 for AAV8-NC.

**Supplementary Information**

**Supplementary materials** **and methods**

**Cell culture**

The murine immortalized macrophages RAW264.7 cells, human hepatic stellate cell line LX-2, HUVECs, AAV293 and HEK293T cells were cultured in DMEM supplemented with 10% fetal bovine serum (FBS), penicillin (100 U/ml) and streptomycin (100 μg/ml). BMMs, which were isolated from the femur, were cultured in α-MEM (Gibco, Gaithersburg, MD, USA) containing 10% FBS, penicillin (100 U/ml) and streptomycin (100 μg/ml) and 10 ng/mL murine macrophage colony stimulating factor (M-CSF) (PeproTech, Rocky Hill, USA) for 6 days. Medium was changed every 2 days. The non-tumorigenic mouse hepatocyte cell line AML12 was maintained in DMEM/F-12 (Gibco, Gaithersburg, MD, USA) supplemented with 10% FBS, 1×insulin-transferrin-sodium selenite media supplement (ITS; Sigma-Aldrich), dexamethasone (40ng/ml), penicillin (100U/ml) and streptomycin (100μg/ml). All cells were cultured at 37 °C in an atmosphere containing 5% CO_2_.

**Plasmid construction**

The full-length lnc-Helf cDNA were sequentially amplified by PCR and ligated into the lentiviral shuttle pCCL.PPT.hPGK.IRES.eGFP/pre or pcDNA3.1(+) to generate the over-expression plasmid (Lv-lnc-Helf or pcDNA3.1-lnc-Helf). The empty plasmid was used as control. Oligos encoding shRNAs specific for lnc-Helf and the negative control shRNA were ligated into the lentiviral shuttle pCCL.PPT.hPGK.GFP.Wpre (lenti-lnc-Helf-shRNA and lenti-Ctrl) or p-AAV-sh[control] (addgene, #75438). These plasmids were used to produce lentivirus in HEK-293T cells with the packaging plasmids pMD2.BSBG, pMDLg/pRRE and pRSV-REV. AAV8 virus were produced by transfecting AAV-293 cells using polyethylenimine (PEI) with an AAV vector plasmid and helper plasmids including pAAV2/8 (addgene, #112864), pAdDeltaF6 (addgene, #112867). The primers used are shown in Supplementary Table 3.

**Histology and Immunohistochemistry (IHC)**

Livers were harvested, fixed in 10% neutral buffered formalin for 48 h, dehydrated, and embedded in paraffin. Sections (5 μm) were stained with hematoxylin and eosin (H&E), Sirius red and Masson staining. According to the above results, three sections were chosen from each group for IHC analysis. Briefly, dewaxed sections were incubated in antigen retrieval buffer (pH 6.0) for 5 min at 108 °C and submitted to 3% H_2_O_2_ solution for 15 min. Following this, sections were then treated with normal goat serum for 20 min to block the nonspecific immunoreactivity and subjected to incubation with primary antibodies α-SMA (1:50, rabbit polyclonal, Abcam, ab5694), collagen1 (1:1000, rabbit polyclonal, Abcam, ab34710), TGFβ (1:50, rabbitpolyclonal, Abcam, ab66043), CD11b (1:100, rabbit monoclonal, Abcam, ab133357), F4/80 (1:50, rat monoclonal, Abcam, ab16911), LY6C (1:200, rat monoclonal, Novus, NBP2-00441), TNF-α (1:50, mouse monoclonal, Santa Cruz, sc-52746), IL-1β (1:100, mouse monoclonal, Cell Signaling Technology, #12242) or PCNA (1:1000, rabbit monoclonal, Cell Signaling Technology, #13110) overnight at 4 °C. In addition, sections were incubated with secondary antibody (1:500) (horseradish peroxidase-conjugated anti-rabbit IgG) and the reaction products were visualized using diaminobenzidine (DAB) and monitored by microscopy.

**Hydroxyproline assay**

Hydroxyproline content in liver tissue was measured by hydroxyproline assay kit purchased from Nan Jing Jian Cheng Biochemical Institute (Nanjing, China) according to the manufacturer’s instructions.

**IL-1β and liver enzyme measurement**

The IL-1β level in cell culture media and the alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels in the serum were assessed using commercial assay kits (Nanjing Jiancheng Corp., Nanjing, China) according to the manufacturer’s protocols.

**Cell transfection and ActD treatment**

For gene knockdown analysis, cells at 30-50% confluency were transfected with 20 nM of siRNAs by using lipofectamine MAX according to the manufacturer’s instructions (Invitrogen). siRNAs targeting the lnc-Helf and PTBP1 sequences and non-targeting siRNA were obtained from GenePharma Biological Technology (Shanghai, China). For gene overexpression analysis, pcDNA3.1-Helf and negative control vectors were transfected into cells using Lipofectamine 2000 according to the manufacturer’s instructions (Invitrogen). Target sequences of these siRNA are listed in Supplementary Table 4. The RAW 264.7 cells seeded in 12-well plates were transfected with si-PTBP1 or si-NC with or without pcDNA3.1-lnc-Helf or control pcDNA3.1 using lipofectamine MAX. After culturing for 48 h, cells were treated with 1 μg/ml actinomycin D (ActD) for 0 h, 2 h and 4 h respectively.

**CCK8 Assay**

Cell viability was assessed using CCK-8 kit according to the manufacturer’s protocol. Briefly, LX-2, RAW 264.7 or primary HSCs were plated in a clear bottom 96-well plate with six multiple pores. After culturing overnight, cells were transfected with pcDNA3.1-lnc-Helf and pcDNA3.1 or lentivirus over-expressing lnc-HELF and control lentivirus for 48 h, 72 h and 96 h respectively. At a specific time point, add 10 µl CCK-8 solution to each well and incubate for 2 h at 37ºC, 5% CO_2_ incubator. The absorbance was measured at 450 nm.

**Quantitative real-time polymerase chain reaction**

Total RNA extracted from liver tissues or cells with Trizol reagent (Takara, Dalian, China) and treated with DNaseI (Invitrogen). All RNAs were reverse-transcribed into cDNA using AMV Reverse Transcriptase (Thermo Fisher Scientific, Basingstoke, UK). For real-time PCR, all reactions were performed with SYBR Green master mix (Takara, Dalian, China) according to the manufacturer’s instructions in Light Cycler®96 Real-Time PCR System (Roche). The expression level of each gene was normalized to internal control GAPDH. And the specific primers for real-time PCR are provided in Supplementary Table 5.

**Western blot**

The tissues and cells lysates were obtained through RIPA buffer lysis supplemented with protease inhibitor cocktail, 1% phenylmethanesulfonyl fluoride (PMSF) and 1% phosphatase inhibitor. Protein concentrations were measured by the BCA^TM^ Protein Assay Kit (Bio-Rad Laboratories, Hercules, CA, USA) using BSA as standard. Next, the total proteins were immunoblotted with the appropriate antibodies. The antibodies used in this study were: MMP2 (rabbit monoclonal, Abcam, ab92536, 1:2000), α-SMA (rabbit polyclonal, Abcam, ab5694, 1:1000), TIMP1 (mouse monoclonal, Santa Cruz, sc-21734; 1:1000), GAPDH (mouse monoclonal, Abcam, ab8245; 1:8000), CD11b (rabbit monoclonal, Abcam, ab133357; 1:1000), TNF-α (mouse monoclonal, Santa Cruz, sc-52746; 1:1000), IL-1β (mouse monoclonal, Cell Signaling Technology, #12242; 1:1000), MCP1 (rabbit polyclonal, Cell Signaling Technology, #2029; 1:1000), Cyclin D1 (rabbit monoclonal, Abcam, ab134175; 1:5000), Cyclin B1 (rabbit monoclonal, Abcam, ab181593; 1:1000), PCNA (rabbit monoclonal, Cell Signaling Technology, #13110; 1:1000), phos-AKT (Thr308) (rabbit monoclonal, Cell Signaling Technology, #13038; 1:1000), AKT (rabbit monoclonal, Cell Signaling Technology, #4691; 1:1000), phos-c-Raf (Ser259) (rabbit polyclonal, Cell Signaling Technology, #9421; 1:1000), phos-GSK-3β(Ser9) (rabbit monoclonal, Cell Signaling Technology, #5558; 1:1000) and PTBP1 (Goat polyclonal, Abcam, ab5642; 1:2000). Specific proteins were visualized using an enhanced chemiluminescence (ECL, Merck Millipore, Darmstadt, Germany) western blot detection system (Millipore). GAPDH was used as an internal control.

**Confocal microscopy**

Freshly isolated primary HSCs and HMs cells were plated on poly-lysine-pre-coated glass cover slips and incubated overnight at 37°C to reach typical adhesion and spreading. The HMs cells were transfected with siRNA targeting lnc-Helf or siRNA-control for 24 h, recombinant treating with 20 ng/ml IFN-γ (PeproTech) for additional 24 h. The HSCs cells were transfected with lentivirus over-expressing lnc-Helf, knowdown lnc-Helf or control lentivirus for 48 h, recombinant treating with 10 ng/ml TGFβ (PeproTech) for additional 24 h. After washing with PBS, cells were fixed in 4% paraformaldehyde for 15 min, permeabilized in 1% Triton X-100 and incubated with normal goat serum for 20 min to block the nonspecific immunoreactivity at room temperature. Then the cells were incubated with primary antibody α-SMA (1:200, rabbit polyclonal, Abcam, ab5694), collagen1 (1:500, rabbit polyclonal, Abcam, ab34710) and TNF-α (1:50, mouse monoclonal, Abcam, ab1793) overnight at 4 °C. Alexa Fluor 594-conjugated secondary antibody in PBS was added and incubated for 1 h in the dark at room temperature. Then cells were washed three times and subjected to incubation with medium containing DAPI (10 μg/ml, Sigma) for 10 min at room temperature followed by washing with PBS. Finally, the cover slips were mounted with an anti-fade mounting medium (P0126, Beyotime, Shanghai, China). All immunofluorescence was then visualized by a confocal microscope (LSM 700).

**Nuclear-cytoplasmic fractionation**

Cytoplasmic and nuclear RNA isolation were performed with PARIS™ Kit (Invitrogen, Grand Island, NY, USA) following the manufacturer’s instruction.

**Fluorescence in situ hybridization (FISH)**

FISH was performed using a FISH Kit (GenePharma) according to the manufacturer’s instructions. Nuclei were stained with DAPI. Images were acquired on a Zeiss confocal microscope LSM700. The sequences of FISH probe were as follows: probe1: 5’-GATCTCAGCGTGACCTATTC-3’, probe 2: 5’-GAGATGCCAGCCTGAGTTCA-3’, probe 3: 5’-CAGGTTGGCACAGCATTGAC-3’, probe 4:5’-AACTCGGGCTGTTTTGCTTT-3’, probe 5: 5’-ATTACCTAGCTGGCTTGTCG-3’, probe 6: 5’-GCAAACATGGCTTAATTTTC-3’.

**5' and 3' rapid amplification of cDNA ends (RACE)**

5'-RACE and 3'-RACE analyses were used to determine the transcriptional initiation and termination sites of lnc-Helf according to the manufacturer’s protocol of SMARTer™ RACE cDNA Amplification Kit (Clontech, Palo Alto, CA). In brief, RNA isolated from 10-week-old male Balb/c mice was reversed into cDNA for 3’- and 5’-RACE by SMART Scribe Reverse Transcriptase. After PCR amplification of the target fragment, the obtained band was gel purified and cloned into a lineareized pRACE vector using standard techniques. Next, the insert size was checked by restriction digest and subjected to sequencing. The gene-specific primers used for the PCR of the RACE analysis are provided in Supplementary Table 6.

**Supplementary Figures**

**
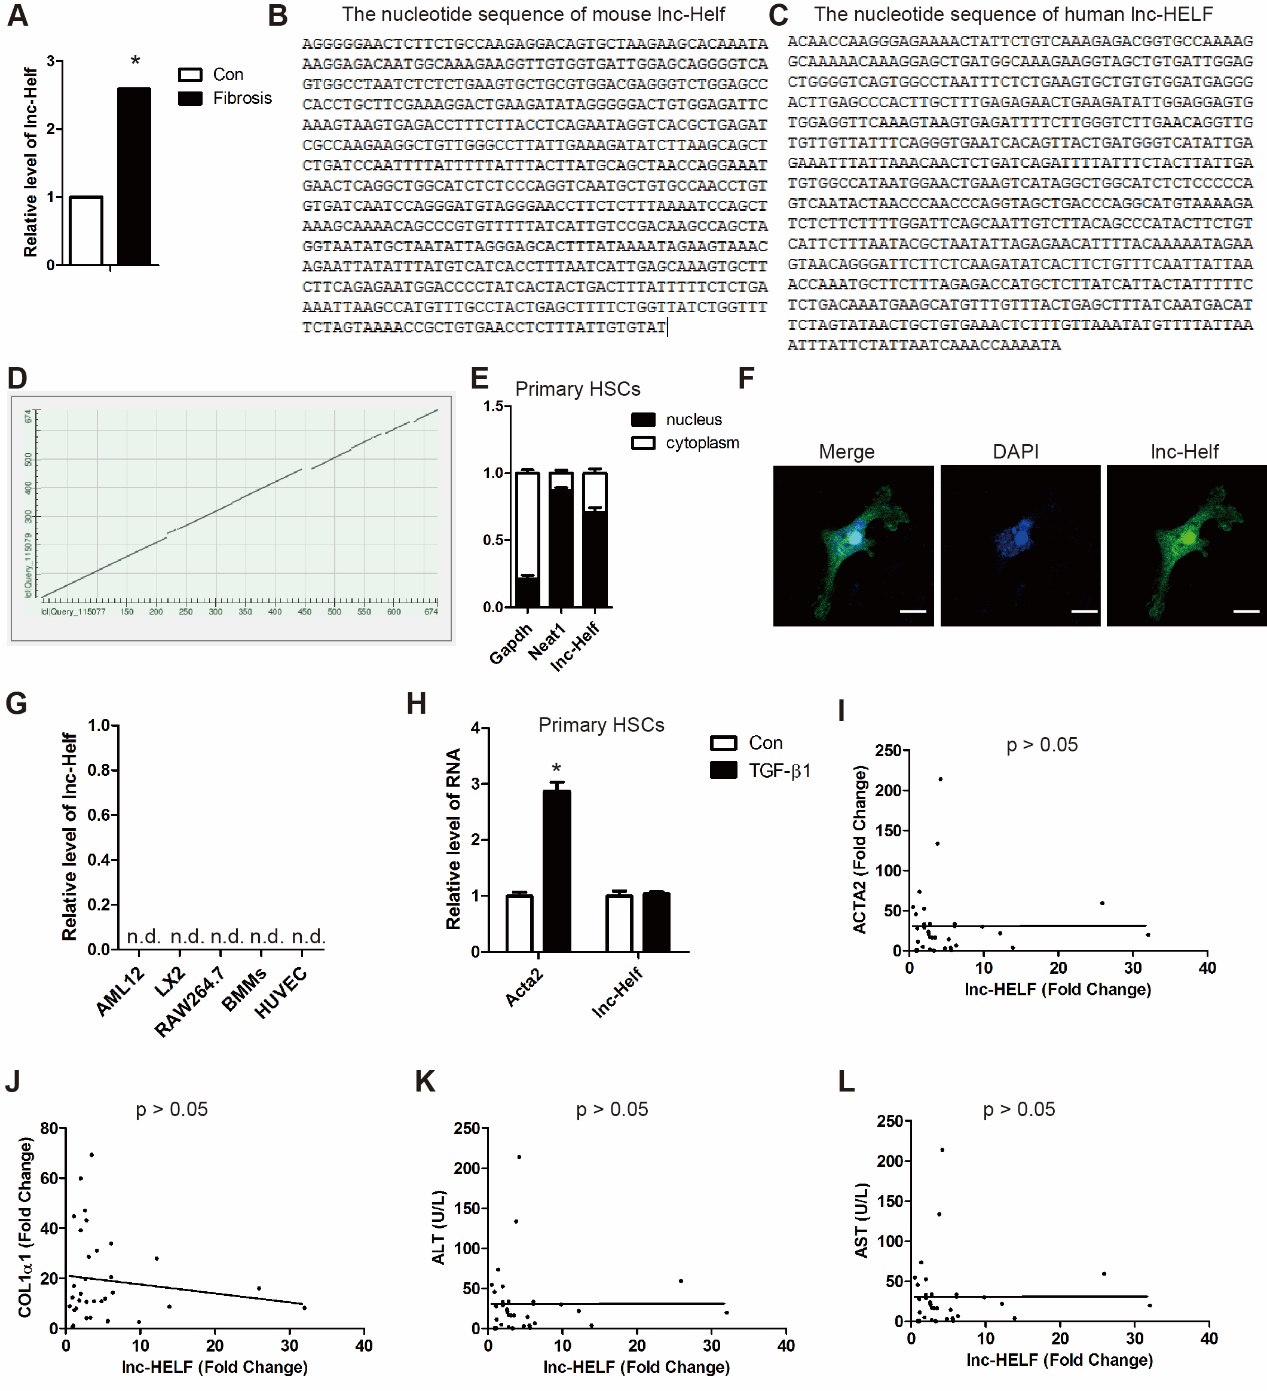
**

**Supplementary Figure 1, related to Figure 1.** (A) The fold change of *lnc-Helf* was showed according to the microarray data. (B, C) The nucleotide sequence of mouse *lnc-Helf* and human *lnc-HELF*. (D) The comparison between human and mouse *lnc-Helf* sequences. (E) The nuclei or cytoplasm of primary HSCs was isolated, and qRT-PCR analysis detected the expression of *lnc-Helf*, *Neat1* and *Gapdh*. (F) The intracellular localization of *lnc-Helf* in primary HSCs was measured by RNA-FISH assays, scale bar, 10 μm. (G) qRT-PCR analysis of *lnc-Helf* in AML12, LX-2, RAW264.7, BMMs and HUVECs cells. (H) qRT-PCR was used to assess the expression of *lnc-Helf* and *Acta2* in primary HSCs cultured at day 2 treated with 10 ng/ml TGF-β for 24 h. (I-L) The correlations of lnc-HELF, ACTA2, COL1α1, ALT and AST were assessed by Pearson correlation analysis, n = 34. **p* < 0.05, Unpaired Student’s t test (H).

**
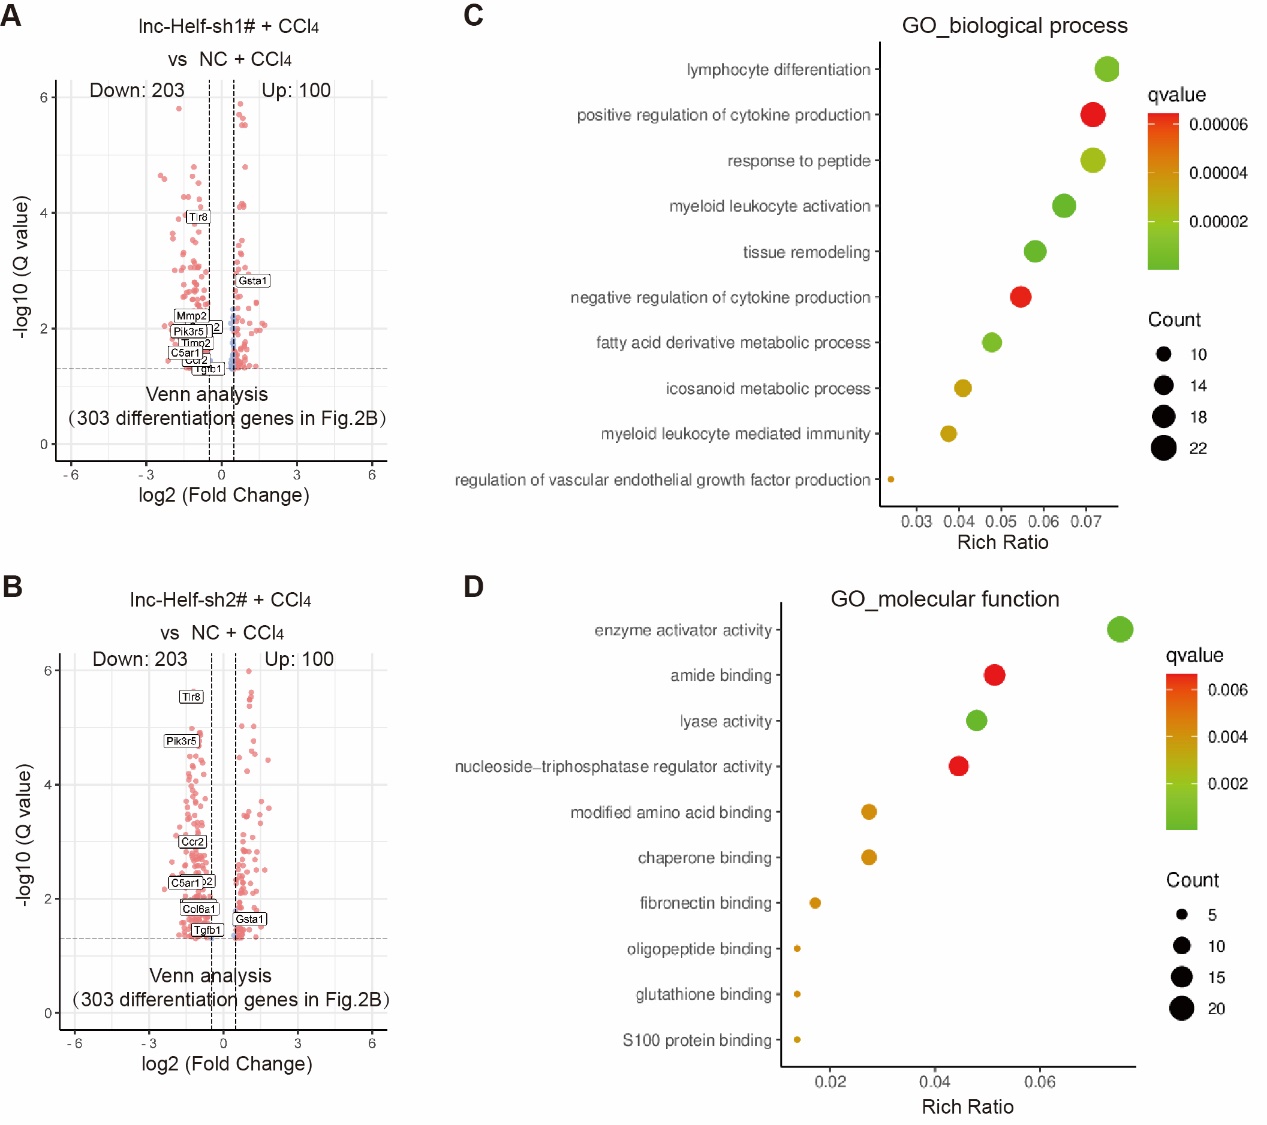
**

**Supplementary Figure 2, related to Figure 2.** Mice were divided into 6 groups: AAV8-NC, NC + CCl_4_, lnc-Helf-sh1#, lnc-Helf-sh1# + CCl_4_, lnc-Helf-sh2# and lnc-Helf-sh2# + CCl_4_. Mice were injected with AAV8-lnc-Helf-shRNAs or AAV8-NC virus 2 weeks after the first injection of CCl_4_ via tail vein. 

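Of the 9 genes labelled in the volcano maps, 6 passed an adjusted p of 0.05 with shRNA2# in edgeR (5 of them with a fold change above 2) and none with shRNA1#. Since these genes were labelled in maps of these samples, their directions are not independent evidence. The complement receptor gene C5ar1 was 5.11 ± 1.98 CPM in the NC + CCl4 livers, 1.89 ± 0.75 in the lnc-Helf-sh1# + CCl4 livers and 1.76 ± 0.368 in the lnc-Helf-sh2# + CCl4 livers (mean ± SD, n = 3 mice each), with log2 fold changes of -1.43 (adjusted p = 0.166) and -1.53 (adjusted p = 0.0442) from edgeR. Tlr8 fell from 16.7 ± 1.38 to 6.77 ± 1.32 CPM with shRNA2#. The metalloproteinase inhibitor gene Timp2 had log2 fold changes of -1.01 with shRNA1# (adjusted p = 0.172) and -0.98 with shRNA2# (adjusted p = 0.0608), and the collagen VI gene Col6a1 of -1.14 (adjusted p = 0.16) and -0.98 (adjusted p = 0.0658). Gsta1, a glutathione transferase gene, was the one labelled gene with positive values, at 1.26 with shRNA1# (adjusted p = 0.178) and 1.06 with shRNA2# (adjusted p = 0.0956). The genes that passed with shRNA2# over all genes did not pass without NC + CCl4 replicate 1, NC + CCl4 replicate 3 or lnc-Helf-sh2# + CCl4 replicate 2.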

After CCl_4_ treatment for 8 weeks, (A-D) The volcano map and GO analysis of differentially expressed mRNAs in lnc-Helf-sh1# + CCl_4_ mice and lnc-Helf-sh2# + CCl_4_ mice, compared to NC + CCl_4_ mice.

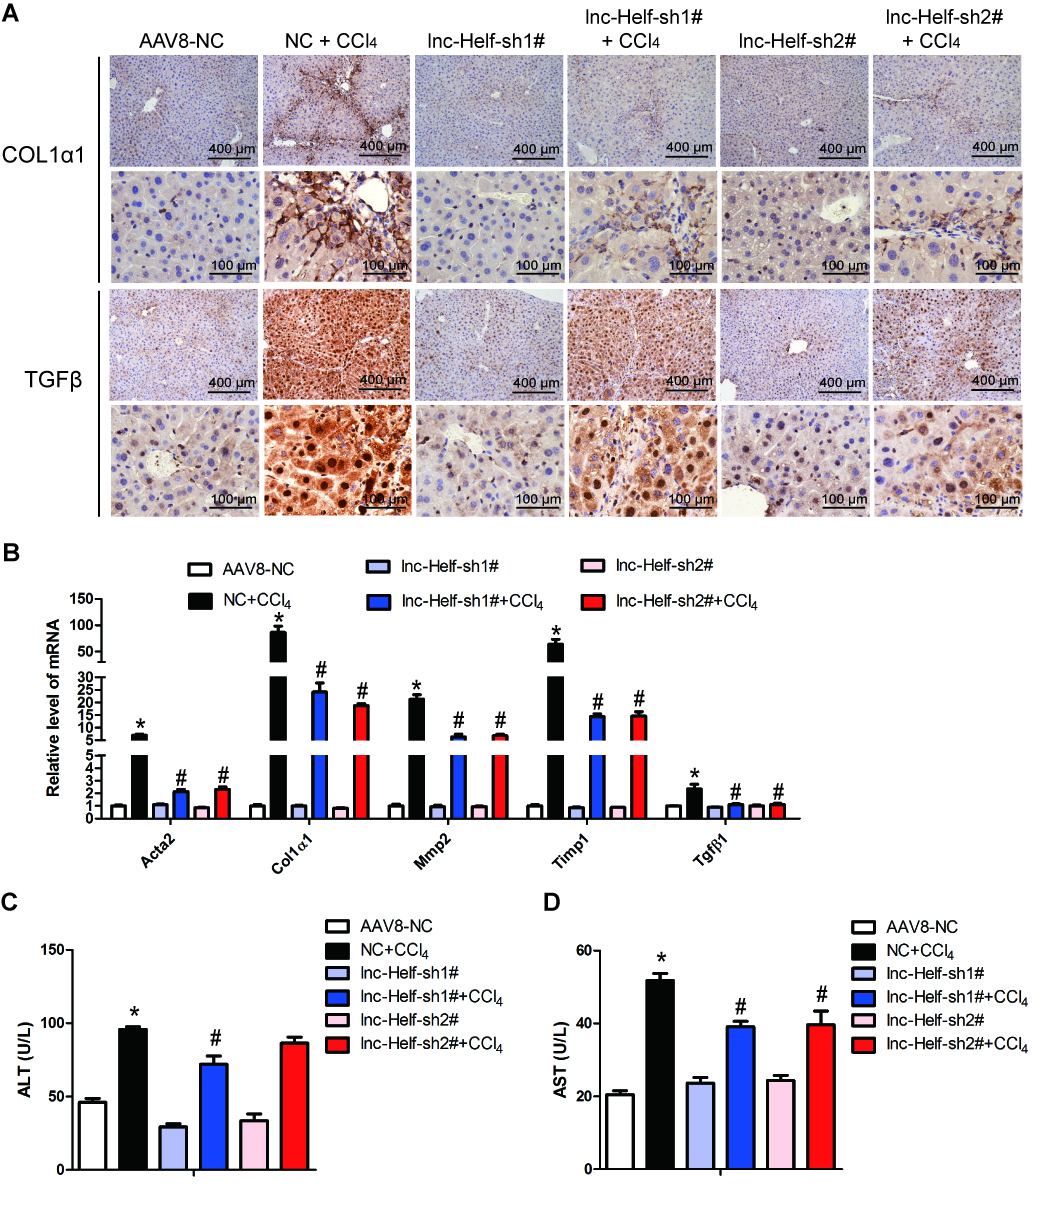

**Supplementary Figure 3, related to Figure 2.** Mice were divided into 6 groups: AAV8-NC, NC + CCl_4_, lnc-Helf-sh1#, lnc-Helf-sh1# + CCl_4_, lnc-Helf-sh2# and lnc-Helf-sh2# + CCl_4_. Mice were injected with AAV8-lnc-Helf-shRNAs or AAV8-NC virus 2 weeks after the first injection of CCl_4_ via tail vein. After CCl_4_ treatment for 8 weeks, (A) IHC for COL1α1 and TGFβ; Scale bar, 100 μm for 40× and 400 μm for 10×. (B) qRT-PCR was used to assess the expression of *Acta2, Col1α1, Mmp2, Timp1* and *Tgfβ1*. (C, D) Serum ALT and AST was examined. Data are presented as mean ± SEM.^*/#^*p* < 0.05. **p*<0.05 for vs AAV8-NC. ^#^*p*<0.05 for vs NC + CCl_4_, one-way ANOVA (B-D).

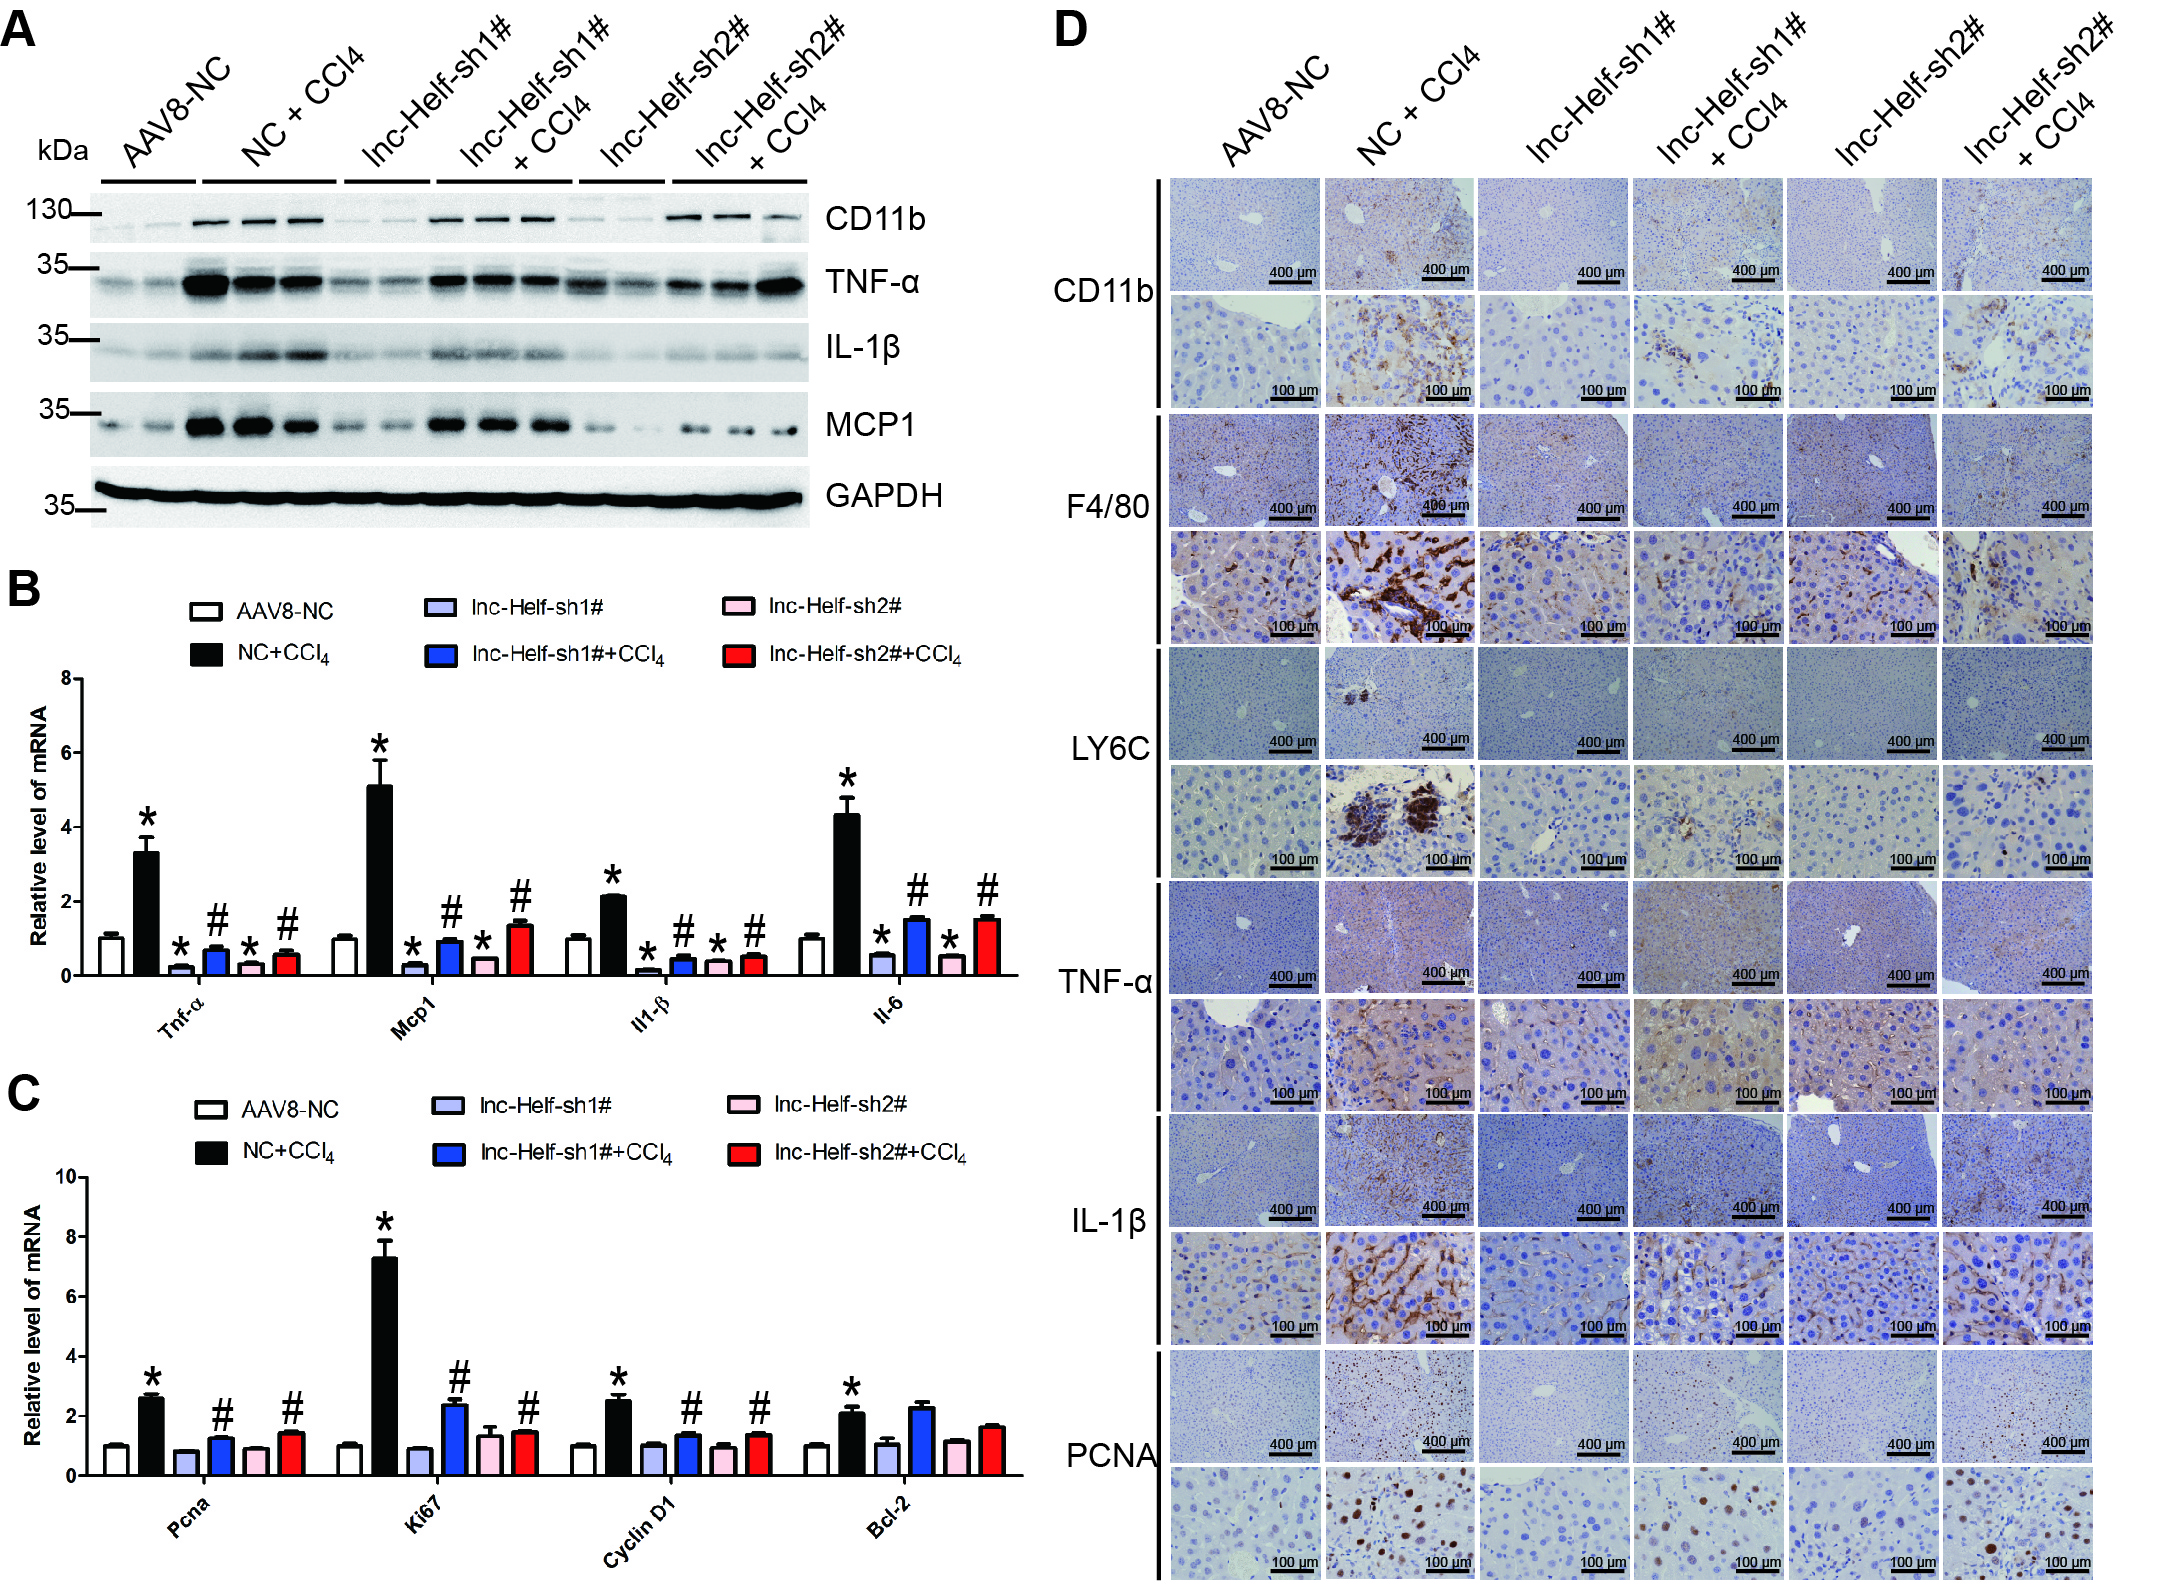

**Supplementary Figure 4, related to Figure 2.** Mice were divided into 6 groups: AAV8-NC, NC + CCl_4_, lnc-Helf-sh1#, lnc-Helf-sh1# + CCl_4_, lnc-Helf-sh2# and lnc-Helf-sh2# + CCl_4_. Mice were injected with AAV8-lnc-Helf-shRNAs or AAV8-NC virus 2 weeks after the first injection of CCl_4_ via tail vein. After CCl_4_ treatment for 8 weeks, (A) Western blot was used to determine the expression of CD11b, TNF-α, IL-1β and MCP1. GAPDH was used as an internal control. (B, C) qRT-PCR was used to assess the RNA level of pro-inflammatory genes (*Tnf-α, Mcp1, Il-1β* and *Il-6*) and proliferation-related genes (*Pcna, Ki67, Cyclin D1* and *Bcl-2*) in livers of each group. (D) IHC for CD11b, F4/80, TNF-α, IL-1β, LY6C and PCNA; Scale bar, 100 μm for 40× and 400 μm for 10×. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. **p*<0.05 for vs AAV8-NC. ^#^*p*<0.05 for vs NC + CCl_4_, one-way ANOVA (B and C).

**
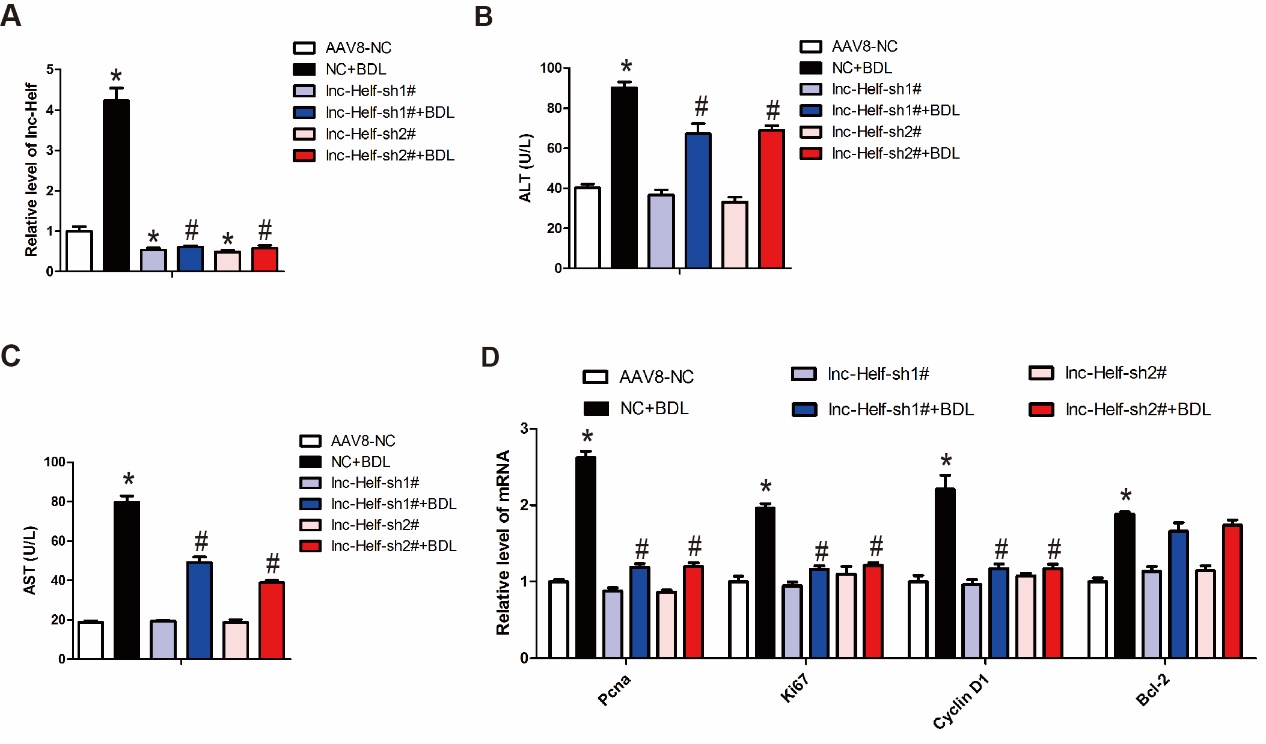
Supplementary Figure 5, related to Figure 3.** Mice were divided into 6 groups: AAV8-NC, NC + BDL, lnc-Helf-sh1#, lnc-Helf-sh1# + BDL, lnc-Helf-sh2# and lnc-Helf-sh2# + BDL. Mice were injected with AAV8-lnc-Helf-shRNAs or AAV8-NC virus 2 days before sham operation or bile duct ligate operation via tail vein. After 21 days of operation, (A) qRT-PCR was used to examine the RNA level of *lnc-Helf* in livers of each group. (B, C) Serum AST and ALT was examined. (D) qRT-PCR was used to assess the RNA level of *Pcna, Ki67, Cyclin D1* and *Bcl-2* in livers of each group. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. **p*<0.05 for vs AAV8-NC. ^#^*p*<0.05 for vs NC + BDL, one-way ANOVA (A-D).

**
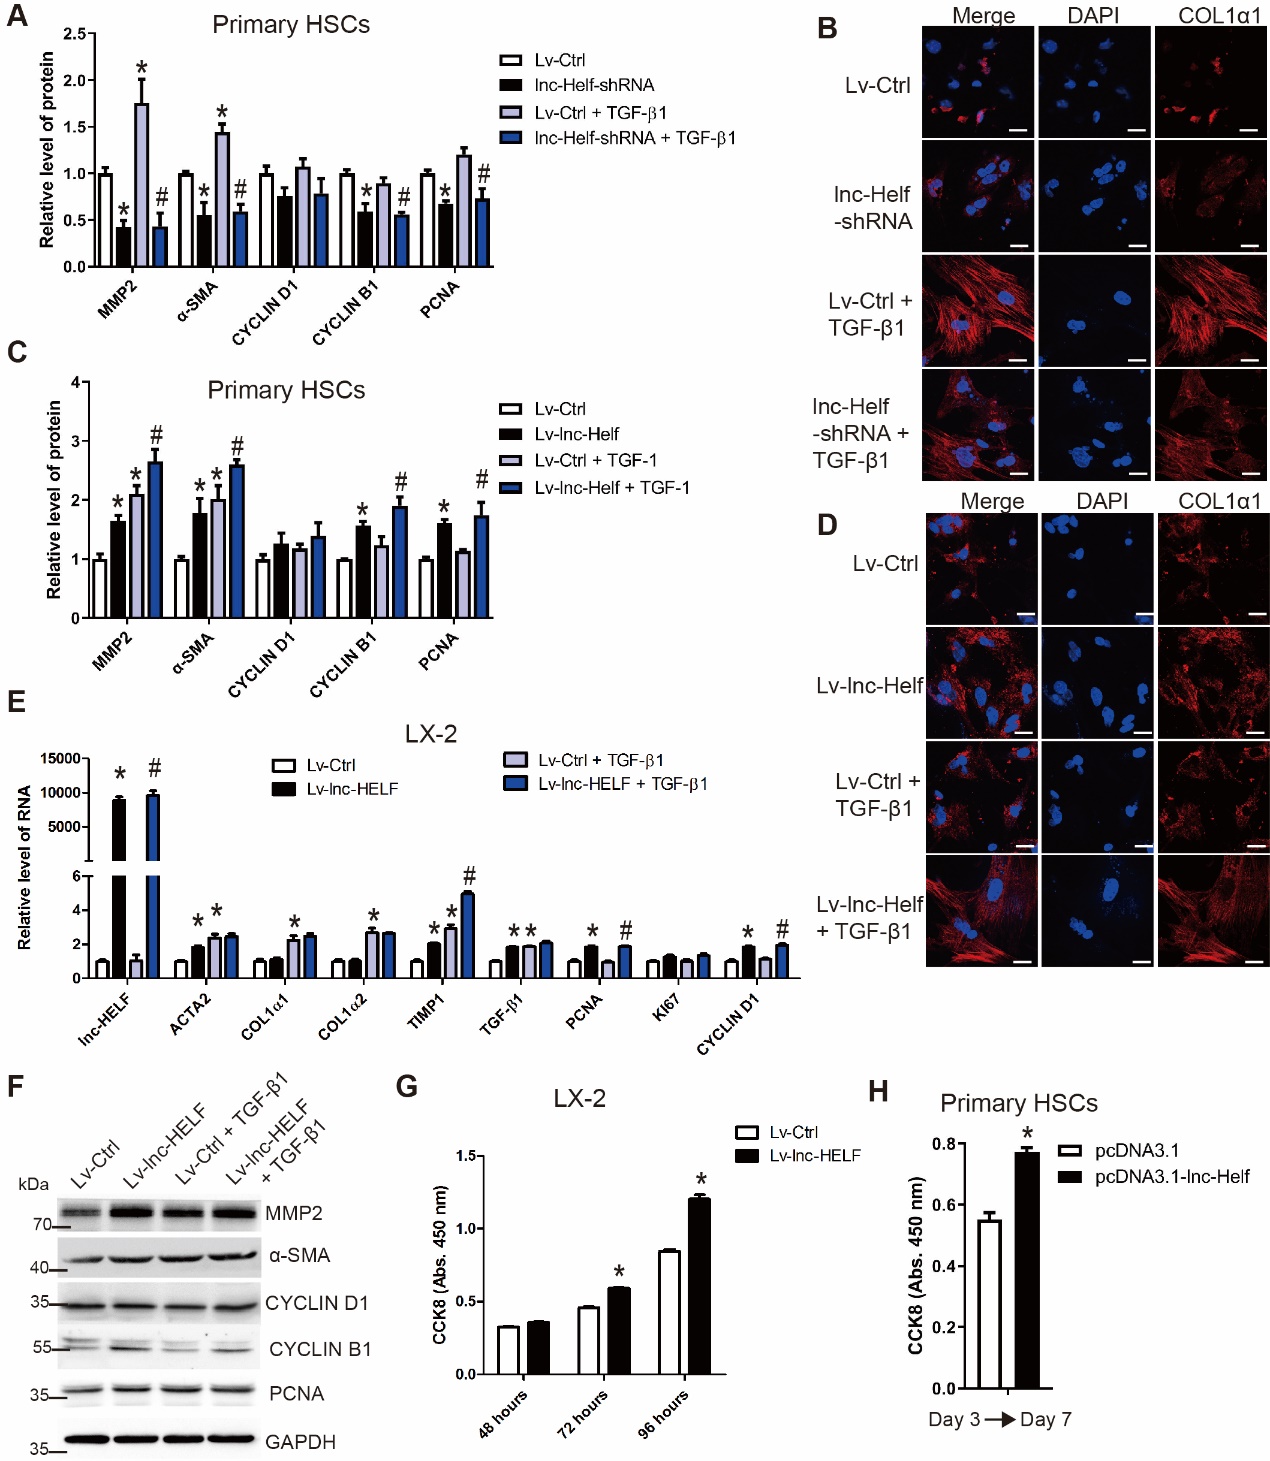
**

**Supplementary Figure 6, related to Figure 4.** (A) Quantitative analysis of Western blot of Figure 4B. (B) Primary HSCs at day 2 were infected with lenti-Ctrl and lnc-Helf-shRNA or lenti-lnc-Helf for 48 hours, following by the treatment of 10 ng/ml TGF-β1. The expression and location of COL1α1 was assessed by confocal microscopy. Scale bar, 20μm. (C) Quantitative analysis of Western blot of Figure 4F. (D) Primary HSCs at day 2 were infected with lenti-Ctrl and lenti-lnc-Helf for 48 hours, following by the treatment of 10 ng/ml TGF-β1. The expression and location of COL1α1 was assessed by confocal microscopy. Scale bar, 20μm.

(E-G) LX-2 cells were infected with lenti-Ctrl or lenti-lnc-HELF for 48 hours, following by the treatment of TGF-β1 for 24 hours. qRT-PCR was used to assess the expression of *lnc-HELF, ACTA2, COL1α1, COL1α2, TIMP1, TGF-β1, PCNA, KI67* and *CYCLIN D1* (E); Western blot was used to determine the expression of the protein level of α-SMA, MMP2, CYCLIN D1, CYCLIN B1 and PCNA (F). GAPDH was used as an internal control. Cell proliferation was detected by CCK8 (G). (H) Primary HSCs at day 3 were infected with lenti-Ctrl and lenti-lnc-Helf for 96 hours, cell proliferation was detected by CCK8. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. **p*<0.05 for vs Lv-Ctrl. ^#^*p*<0.05 for vs Lv-Ctrl + TGF-β1, one-way ANOVA (A, C, and E) and unpaired Student’s t test (G and H).

**
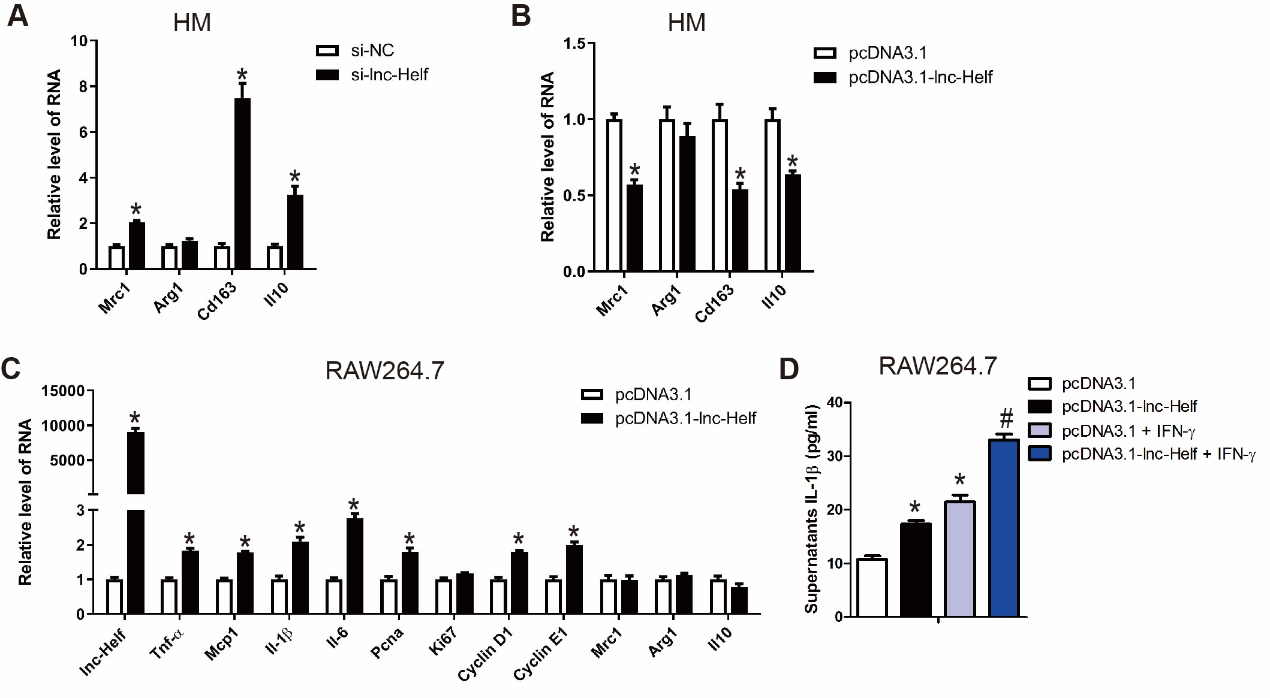
**

**Supplementary Figure 7, related to Figure 5.** (A) Mouse primary HMs transfected with siRNA for 24 hours, qRT-PCR analysis was used to detect the RNA level of *Mrc1, Arg1, Cd163* and *Il10*. (B) HMs were transfected with pcDNA3.1-lnc-Helf or pcDNA3.1 for 48 hours, qRT-PCR was used to assess the expression of *Mrc1, Arg1, Cd163* and *Il10*. (C) RAW264.7 cells were transfected with pcDNA3.1 or pcDNA3.1-lnc-Helf for 48 hours, qRT-PCR was used to assess the expression of *lnc-Helf, Tnf-α, Mcp-1, Il-1β, Il-6, Pcna, Ki67, Cyclin D1*, *Cyclin E1, Mrc1, Arg1* and *Il10*. (D) RAW264.7 cells were transfected with pcDNA3.1 or pcDNA3.1-lnc-Helf for 48 hours following by treated with 20ng/ml IFN-γ for 24 hours. Supernatant mature IL-1β level was detected by ELISA. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. **p*<0.05 for vs pcDNA3.1. ^#^*p*<0.05 for vs pcDNA3.1 + IFN-γ, unpaired Student’s t test (A-C) and one-way ANOVA (D).

**
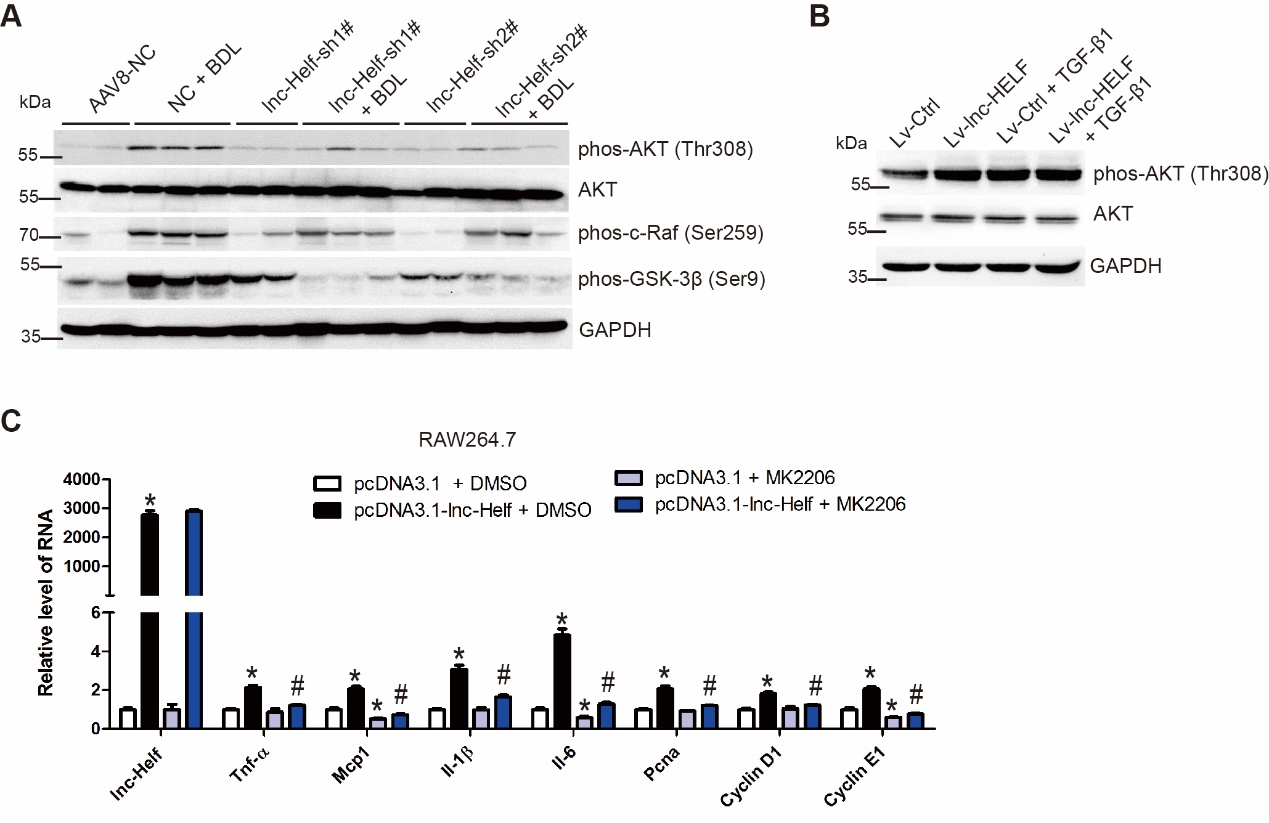
Supplementary Figure 8, related to Figure 6.** (A) Mice were divided into 6 groups: AAV8-NC, NC + BDL, lnc-Helf-sh1#, lnc-Helf-sh1# + BDL, lnc-Helf-sh2# and lnc-Helf-sh2# + BDL. Western blot was used to determine the protein level of phos-AKT (Thr308), phos-c-Raf1 (Ser259), phos-GSK-3β (Ser9) and AKT in liver tissues of each group. (B) LX-2 cells were infected with lenti-Ctrl or lenti-lnc-HELF for 48 hours following by treatment of 10 ng/ml TGF-β1 for 24 hours. Western blot was used to determine the protein level of phos-AKT (Thr308) and AKT. GAPDH was used as an internal control. (C) RAW264.7 cells treated with or without the AKT inhibitor MK2206 were transfected with pcDNA3.1 or pcDNA3.1-lnc-Helf for 72 hours. qRT-PCR was used to detect the expression of *lnc-Helf, Tnf-α, Mcp-1, Il-1β, Il-6, Pcna, Cyclin D1* and *Cyclin E1*. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. **p*<0.05 for vs pcDNA3.1 + DMSO. ^#^*p*<0.05 for vs pcDNA3.1-lnc-Helf + DMSO, one-way ANOVA (C).

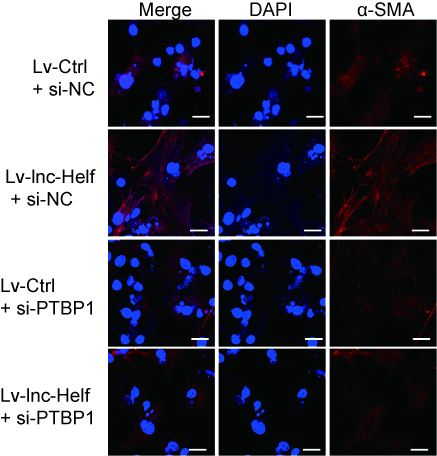

**Supplementary Figure 9, related to Figure 7.** The expression and location of α-SMA in lnc-Helf-increased HSCs simultaneously transfected with siPTBP1 was assessed by confocal microscopy. Scale bar, 20μm.

**
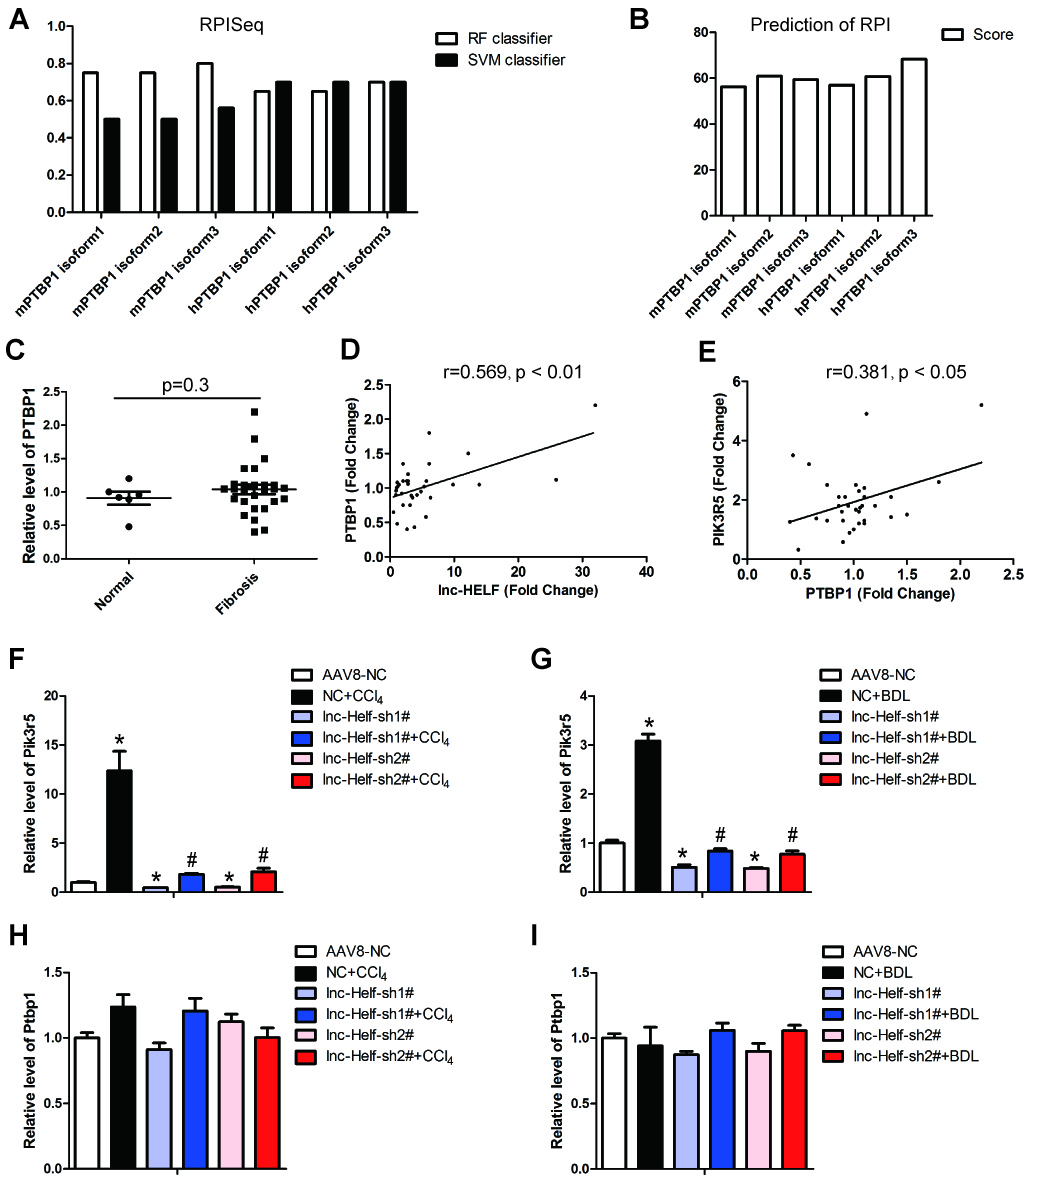
**

**Supplementary Figure 10, related to Figure 8.** (A, B) Prediction of the interaction probabilities between lnc-Helf and PTBP1 using the RPISeq and Prediction of lncRNA-protein interactions database. (C) qRT-PCR was used to detect the RNA level of *PTBP1* in livers of healthy people (n = 6) and fibrotic patients (n = 28). (D, E) The correlation of *PTBP1*, *lnc-HELF* and *PIK3R5* was assessed by Pearson correlation analysis, n = 34. (F-I) Mice were divided into 6 groups: AAV8-NC, NC + CCl_4_/BDL, lnc-Helf-sh1#, lnc-Helf-sh1# + CCl_4_/BDL, lnc-Helf-sh2# and lnc-Helf-sh2# + CCl_4_/BDL. qRT-PCR was used to detect the RNA level of *Pik3r5* and *Ptbp1* in livers of each group. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. **p*<0.05 for vs AAV8-NC. ^#^*p*<0.05 for vs NC + CCl_4_/BDL, one-way ANOVA (F-I).

**
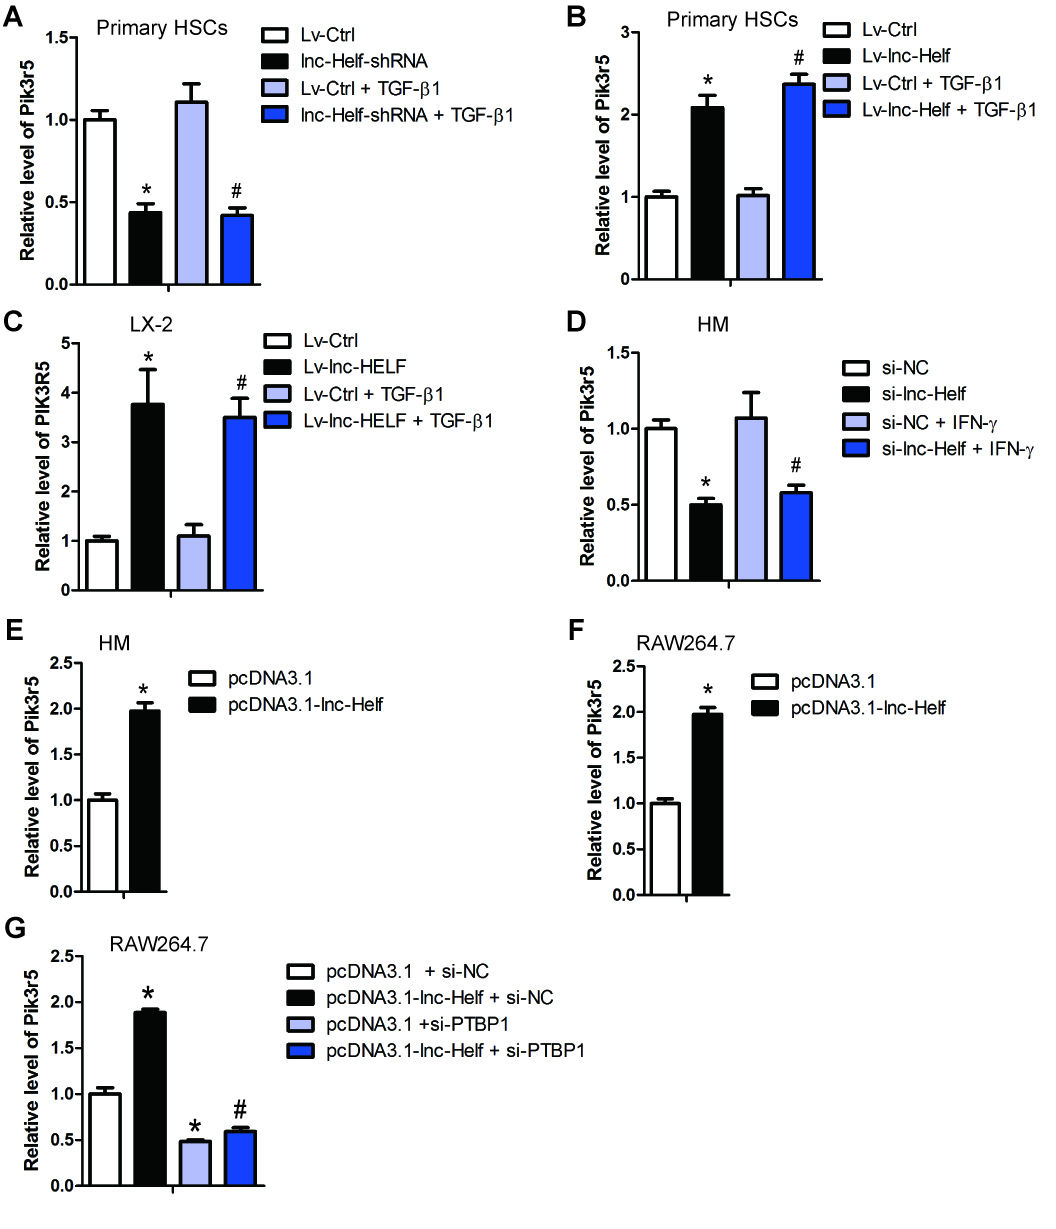
**

**Supplementary Figure 11, related to Figure 8.** (A, B) Primary HSCs at day 2 were infected with lenti-Ctrl or lnc-Helf-shRNA or lenti-lnc-Helf for 48 hours, following by the treatment of TGF-β1 for 24 hours. qRT-PCR was used to detect the RNA level of *Pik3r5*. (C) LX-2 cells were infected with lenti-Ctrl or lenti-lnc-HELF for 48 hours, following by the treatment of TGF-β1 for 24 hours. qRT-PCR was used to assess the expression of *PIK3R5*. (D) Mouse primary HMs were transfected with lnc-Helf siRNA for 24 hours following treatment of 20ng/ml IFN-γ for 24 hours. qRT-PCR was used to assess the expression of *Pik3r5*. (E, F) Mouse primary HMs and RAW264.7 cells were transfected with pcDNA3.1 or pcDNA3.1-lnc-Helf for 48 hours, qRT-PCR was used to assess the expression of *Pik3r5*. (G) qRT-PCR was used to assess the expression of *Pik3r5* in lnc-Helf-over-expressed RAW264.7 cells simultaneously transfected with siPTBP1. Data are presented as mean ± SEM. ^*/#^*p* < 0.05. **p*<0.05 for vs Lv-Ctrl or si-NC or pcDNA3.1or pcDNA3.1 + si-NC. ^#^*p*<0.05 for vs Lv-Ctrl + TGF-β1/IFN-γ or pcDNA3.1-lnc-Helf + si-NC, one-way ANOVA (A-D, and G) and Unpaired Student’s t test (E, and F).

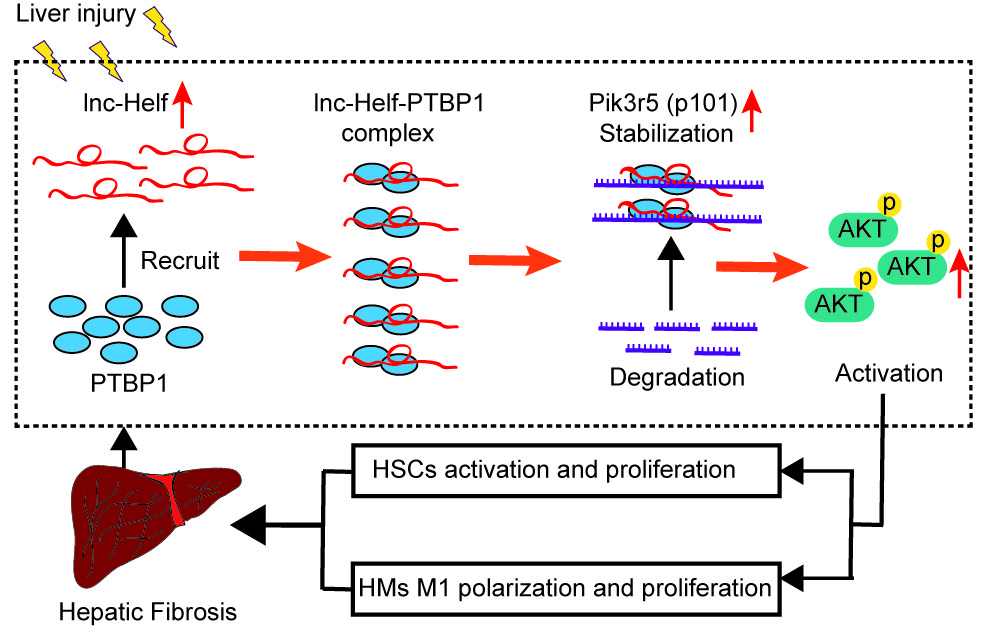

**Supplementary Figure 12.** Schematic diagram shows the function and mechanism of lnc-Helf in the progression of hepatic inflammation and fibrosis. Upon liver injury, increased lnc-Helf binds with PTBP1 to promote its interaction with PIK3R5 mRNA, resulting in increased stability and activating the AKT pathway, thus promotes HSCs and HMs activation and proliferation, which augments hepatic inflammation and fibrosis.

**Supplementary Tables**

**Supplementary Table1. Clinical characteristics of patients**

| METAVIR score | Normal  F0 | Fibrosis | | | |
| --- | --- | --- | --- | --- | --- |
|  |  | **F1** | **F2** | **F3** | **F4** |
| Cases(n) | 6 | 7 | 9 | 6 | 6 |
| Age (years)* | 57.7 ±15.7 | 52.4 ±9.9 | | | |
| Male sex (*n* (%)) | 4 (66.7) | 14 (50) | | | |
| ALT (U/L)* | 22.0 ± 12.3 | 33.87 ± 25.8 | | | |
| AST (U/L)* | 26.5 ± 12.6 | 51.3 ± 64.5 | | | |
| GGT (U/L)* | 47.3 ± 25.0 | 94.1 ± 72.6 | | | |
| Etiology (*n* (%)) |  |  | | | |
| Biliary Obstruction | 0 (0) | 2 (7.1) | | | |
| HBV | 0 (0) | 25 (89.3) | | | |
| HCV | 0 (0) | 1 (3.6) | | | |

*Mean ± SD.

ALT, alanine aminotransferase; AST, aspartate aminotransferase; GGT, γ-glutamyl transpeptidase; HBV, hepatitis B virus; HCV, hepatitis C virus.

**Supplementary Table 2. The results of mass spectrometry from proteins pulled down by the sense and antisense of lnc-Helf**

| Accession | Gene Name | Description | Coverage (%) | #Unique peptides | MW [kDa] |
| --- | --- | --- | --- | --- | --- |
| E9Q5B6 | Hnrnpd | Heterogeneous nuclear ribonucleoprotein D0 (Fragment) OS=Mus musculus GN=Hnrnpd PE=1 SV=1 - [E9Q5B6_MOUSE] | 22.43 | 2 | 12.1 |
| Q8CB58 | **Ptbp1** | MCG13402, isoform CRA_d OS=Mus musculus GN=Ptbp1 PE=1 SV=1 - [Q8CB58_MOUSE] | 17.16 | 2 | 52.6 |
| A2AC16 | Dcxr | Dicarbonyl L-xylulose reductase, isoform CRA_a OS=Mus musculus GN=Dcxr PE=4 SV=1 - [A2AC16_MOUSE] | 16.10 | 3 | 25.0 |
| P62204 | Calm1 | Calmodulin OS=Mus musculus GN=Calm1 PE=1 SV=2 - [CALM_MOUSE] | 10.74 | 1 | 16.8 |
| P62889 | Rpl30 | 60S ribosomal protein L30 OS=Mus musculus GN=Rpl30 PE=2 SV=2 - [RL30_MOUSE] | 10.43 | 1 | 12.8 |
| P10922 | H1f0 | Histone H1.0 OS=Mus musculus GN=H1f0 PE=2 SV=4 - [H10_MOUSE] | 9.79 | 2 | 20.8 |
| P53994 | Rab2a | Ras-related protein Rab-2A OS=Mus musculus GN=Rab2a PE=1 SV=1 - [RAB2A_MOUSE] | 9.43 | 2 | 23.5 |
| Q91X91 | Qprt | Nicotinate-nucleotide pyrophosphorylase [carboxylating] OS=Mus musculus GN=Qprt PE=2 SV=1 - [NADC_MOUSE] | 9.36 | 2 | 31.5 |
| Q923D2 | Blvrb | Flavin reductase (NADPH) OS=Mus musculus GN=Blvrb PE=2 SV=3 - [BLVRB_MOUSE] | 9.22 | 2 | 22.2 |
| Q9D0S9 | Hint2 | Histidine triad nucleotide-binding protein 2, mitochondrial OS=Mus musculus GN=Hint2 PE=1 SV=1 - [HINT2_MOUSE] | 9.20 | 1 | 17.3 |
| Q60605 | Myl6 | Myosin light polypeptide 6 OS=Mus musculus GN=Myl6 PE=1 SV=3 - [MYL6_MOUSE] | 8.61 | 1 | 16.9 |
| Q9DD20 | Mettl7b | Methyltransferase-like protein 7B OS=Mus musculus GN=Mettl7b PE=2 SV=2 - [MET7B_MOUSE] | 8.20 | 2 | 28.0 |
| E9Q6L3 | Auh | Methylglutaconyl-CoA hydratase, mitochondrial OS=Mus musculus GN=Auh PE=1 SV=1 - [E9Q6L3_MOUSE] | 7.83 | 1 | 12.3 |
| Q9CRB3 | Urah | 5-hydroxyisourate hydrolase OS=Mus musculus GN=Urah PE=1 SV=1 - [HIUH_MOUSE] | 7.63 | 1 | 13.6 |
| Q60759 | Gcdh | Glutaryl-CoA dehydrogenase, mitochondrial OS=Mus musculus GN=Gcdh PE=1 SV=2 - [GCDH_MOUSE] | 7.53 | 3 | 48.6 |
| A8Y5N4 | Hsd17b13 | 17-beta-hydroxysteroid dehydrogenase 13 OS=Mus musculus GN=Hsd17b13 PE=1 SV=1 - [A8Y5N4_MOUSE] | 7.20 | 2 | 29.4 |
| P60335 | Pcbp1 | Poly(rC)-binding protein 1 OS=Mus musculus GN=Pcbp1 PE=1 SV=1 - [PCBP1_MOUSE] | 7.02 | 2 | 37.5 |
| P16331 | Pah | Phenylalanine-4-hydroxylase OS=Mus musculus GN=Pah PE=1 SV=4 - [PH4H_MOUSE] | 5.96 | 3 | 51.9 |
| Q8VBW8 | Ttc36 | Tetratricopeptide repeat protein 36 OS=Mus musculus GN=Ttc36 PE=2 SV=1 - [TTC36_MOUSE] | 5.91 | 1 | 20.1 |
| F8WIT2 | Anxa6 | Annexin OS=Mus musculus GN=Anxa6 PE=1 SV=1 - [F8WIT2_MOUSE] | 5.85 | 4 | 75.2 |
| E9PXC3 | Cyp2c69 | Protein Cyp2c69 OS=Mus musculus GN=Cyp2c69 PE=3 SV=1 - [E9PXC3_MOUSE] | 5.50 | 2 | 56.1 |
| Q8BTY1 | Ccbl1 | Kynurenine--oxoglutarate transaminase 1 OS=Mus musculus GN=Ccbl1 PE=1 SV=1 - [KAT1_MOUSE] | 4.95 | 2 | 47.5 |
| D3YTT4 | Acad8 | Isobutyryl-CoA dehydrogenase, mitochondrial OS=Mus musculus GN=Acad8 PE=1 SV=1 - [D3YTT4_MOUSE] | 4.84 | 2 | 45.0 |
| Q9JI75 | Nqo2 | Ribosyldihydronicotinamide dehydrogenase [quinone] OS=Mus musculus GN=Nqo2 PE=2 SV=3 - [NQO2_MOUSE] | 4.76 | 1 | 26.2 |
| B1AWE0 | Clta | Clathrin light chain A OS=Mus musculus GN=Clta PE=1 SV=1 - [B1AWE0_MOUSE] | 4.17 | 1 | 23.5 |
| Q9D6R2-2 | Idh3a | Isoform 2 of Isocitrate dehydrogenase [NAD] subunit alpha, mitochondrial OS=Mus musculus GN=Idh3a - [IDH3A_MOUSE] | 4.17 | 1 | 31.4 |
| F6SAC3 | Gm1840 | Glucose-6-phosphate isomerase OS=Mus musculus GN=Gm1840 PE=3 SV=1 - [F6SAC3_MOUSE] | 4.03 | 2 | 53.2 |
| Q9EQF5 | Dpys | Dihydropyrimidinase OS=Mus musculus GN=Dpys PE=1 SV=2 - [DPYS_MOUSE] | 3.66 | 1 | 56.7 |
| Q9DC50 | Crot | Peroxisomal carnitine O-octanoyltransferase OS=Mus musculus GN=Crot PE=1 SV=1 - [OCTC_MOUSE] | 3.43 | 2 | 70.2 |
| Q76MZ3 | Ppp2r1a | Serine/threonine-protein phosphatase 2A 65 kDa regulatory subunit A alpha isoform OS=Mus musculus GN=Ppp2r1a PE=1 SV=3 - [2AAA_MOUSE] | 3.40 | 2 | 65.3 |
| E9Q1Y9 | 5430421N21Rik | Protein 5430421N21Rik OS=Mus musculus GN=5430421N21Rik PE=3 SV=1 - [E9Q1Y9_MOUSE] | 2.92 | 1 | 52.8 |
| P47791-2 | Gsr | Isoform Cytoplasmic of Glutathione reductase, mitochondrial OS=Mus musculus GN=Gsr - [GSHR_MOUSE] | 2.53 | 1 | 51.0 |
| Q02053 | Uba1 | Ubiquitin-like modifier-activating enzyme 1 OS=Mus musculus GN=Uba1 PE=1 SV=1 - [UBA1_MOUSE] | 2.46 | 2 | 117.7 |
| Q9DBL1 | Acadsb | Short/branched chain specific acyl-CoA dehydrogenase, mitochondrial OS=Mus musculus GN=Acadsb PE=1 SV=1 - [ACDSB_MOUSE] | 2.31 | 1 | 47.8 |
| Q8C165 | Pm20d1 | Probable carboxypeptidase PM20D1 OS=Mus musculus GN=Pm20d1 PE=2 SV=1 - [P20D1_MOUSE] | 1.79 | 1 | 55.6 |
| Q921I1 | Trfe | Serotransferrin OS=Mus musculus GN=Tf PE=1 SV=1 - [TRFE_MOUSE] | 1.72 | 1 | 76.7 |
| Q68FD5 | Cltc | Clathrin heavy chain 1 OS=Mus musculus GN=Cltc PE=1 SV=3 - [CLH1_MOUSE] | 1.67 | 2 | 191.4 |
| Q91W43 | Gldc | Glycine dehydrogenase (decarboxylating), mitochondrial OS=Mus musculus GN=Gldc PE=1 SV=1 - [GCSP_MOUSE] | 1.07 | 1 | 113.2 |
| Q9QUQ5-2 | Trpc4 | Isoform Beta of Short transient receptor potential channel 4 OS=Mus musculus GN=Trpc4 - [TRPC4_MOUSE] | 1.01 | 1 | 102.1 |
| O54991 | Cntnap1 | Contactin-associated protein 1 OS=Mus musculus GN=Cntnap1 PE=2 SV=2 - [CNTP1_MOUSE] | 0.58 | 1 | 156.2 |

**Supplementary Table 3. Cloning primers for lnc-Helf**

| Name | Sequence 5’-3’ |
| --- | --- |
| Mouse lnc-Helf BamH1 F | cgcggatccAGGGGGAACTCTTCTGCCAA |
| Mouse lnc-Helf BamH1 R | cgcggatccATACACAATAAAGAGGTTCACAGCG |
| Human lnc-HELF BamH1 F | cgcggatccACAACCAAGGGAGAAAACTA |
| Human lnc-HELF BamH1 R | cgcggatccTAACAAAGAGTTTCACAGCAG |
| Mouse lnc-Helf BamH1 F | cgcggatccAGGGGGAACTCTTCTGCCAA |
| Mouse lnc-Helf Xho1 R | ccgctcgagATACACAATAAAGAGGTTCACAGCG |
| Mouse sh-lnc-Helf F1 | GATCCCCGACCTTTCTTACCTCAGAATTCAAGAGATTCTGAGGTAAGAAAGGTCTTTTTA |
| Mouse sh-lnc-Helf R1 | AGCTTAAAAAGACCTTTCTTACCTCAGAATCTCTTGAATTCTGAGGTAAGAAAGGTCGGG |
| Mouse sh-lnc-Helf F2 | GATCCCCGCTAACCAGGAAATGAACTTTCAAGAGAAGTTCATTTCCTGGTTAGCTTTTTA |
| Mouse sh-lnc-Helf R2 | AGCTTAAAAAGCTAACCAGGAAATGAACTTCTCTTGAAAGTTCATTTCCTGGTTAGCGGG |
| Mouse sh-lnc-Helf F3 | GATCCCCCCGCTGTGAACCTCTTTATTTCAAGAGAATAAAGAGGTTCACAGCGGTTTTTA |
| Mouse sh-lnc-Helf R3 | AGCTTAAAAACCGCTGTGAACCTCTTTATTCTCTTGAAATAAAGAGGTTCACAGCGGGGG |
| Human sh-lnc-HELF F1 | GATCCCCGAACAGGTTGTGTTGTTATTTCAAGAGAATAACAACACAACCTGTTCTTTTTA |
| Human sh-lnc-HELF R1 | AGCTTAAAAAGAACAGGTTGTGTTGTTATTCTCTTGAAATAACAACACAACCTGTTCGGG |
| Human sh-lnc-HELF F2 | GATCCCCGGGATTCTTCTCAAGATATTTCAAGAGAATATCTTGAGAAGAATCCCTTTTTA |
| Human sh-lnc-HELF R2 | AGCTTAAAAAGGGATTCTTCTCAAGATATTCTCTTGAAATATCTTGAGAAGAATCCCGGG |
| Human sh-lnc-HELF F3 | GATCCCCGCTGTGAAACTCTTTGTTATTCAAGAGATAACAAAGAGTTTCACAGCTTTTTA |
| Human sh-lnc-HELF R3 | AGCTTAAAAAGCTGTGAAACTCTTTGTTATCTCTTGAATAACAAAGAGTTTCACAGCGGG |
| AAV8- sh-lnc-Helf F1 | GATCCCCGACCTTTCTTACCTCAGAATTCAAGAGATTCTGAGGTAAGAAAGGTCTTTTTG |
| AAV8- sh-lnc-Helf R1 | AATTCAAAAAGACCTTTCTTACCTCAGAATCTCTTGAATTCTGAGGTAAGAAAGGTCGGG |
| AAV8- sh-lnc-Helf F2 | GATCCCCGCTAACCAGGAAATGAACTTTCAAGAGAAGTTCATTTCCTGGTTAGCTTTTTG |
| AAV8- sh-lnc-Helf R2 | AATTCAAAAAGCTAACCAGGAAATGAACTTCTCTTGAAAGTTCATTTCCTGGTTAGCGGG |
| AAV8- sh-lnc-Helf F3 | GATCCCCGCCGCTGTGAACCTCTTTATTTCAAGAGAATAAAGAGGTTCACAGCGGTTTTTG |
| AAV8- sh-lnc-Helf R3 | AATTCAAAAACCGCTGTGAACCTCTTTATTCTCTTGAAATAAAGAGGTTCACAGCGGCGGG |
| Negative control F | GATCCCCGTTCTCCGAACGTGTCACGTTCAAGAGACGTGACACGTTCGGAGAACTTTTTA |
| Negative control R | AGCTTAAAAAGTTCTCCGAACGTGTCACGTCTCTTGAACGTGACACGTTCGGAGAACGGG |

**Supplementary Table 4. siRNA sequences**

| Name | Forward 5' - 3' |
| --- | --- |
| si-lnc-Helf-1 | GACCUUUCUUACCUCAGAATT |
| si-lnc-Helf-2 | GCTAACCAGGAAATGAACTTT |
| si-lnc-Helf-3 | CCGCUGUGAACCUCUUUAUTT |
| si-PTBP1 | GGGUGAAGAUCCUGUUCAATT |
| negative control | UUCUCCGAACGUGUCACGUTT |

**Supplementary Table 5. qRT-PCR primers**

| Gene symbol | Forward 5' - 3' | Reverse 5 '- 3' |
| --- | --- | --- |
| Mouse Gapdh | GGCATGGACTGTGGTCATGAG | TGCACCACCAACTGCTTAGC |
| Mouse lnc-Helf | GTTGTGGTGATTGGAGCAG | CAGCGTGACCTATTCTGAGG |
| Mouse Acta2 | TCGGATACTTCAGCGTCAGGA | GTCCCAGACATCAGGGAGTAA |
| Mouse Col1α1 | ATCGGTCATGCTCTCTCCAAACA | ACTGCAACATGGAGACAGGTCAGA |
| Mouse Col1α2 | TGGCAGAGCTGGTGTAATGG | TAGGACCTCGGATTCCAGCA |
| Mouse Timp1 | TCCGTCCACAAACAGTGAGTGTCA | GGTGTGCACAGTGTTTCCCTGTTT |
| Mouse Mmp2 | GTGTTCTTCGCAGGGAATGAG | GATGCTTCCAAACTTCACGCT |
| Mouse Tgf-β1 | GGACTCTCCACCTGCAAGAC | CATAGATGGCGTTGTTGCGG |
| Mouse Pcna | TTTGAGGCACGCCTGATCC | GGAGACGTGAGACGAGTCCAT |
| Mouse Ki67 | CATCCATCAGCCGGAGTCA | TGTTTCGCAACTTTCGTTTGTG |
| Mouse Bcl-2 | GCTGGGATGCCTTTGTGGAACT | CAGAGACAGCCAGGAGAAATCAAAC |
| Mouse CyclinD1 | TCAAGTGTGACCCGGACTG | ATGTCCACATCTCGCACGTC |
| Mouse CyclinE1 | GCTGCTAAGGAGGGTGCTAC | AGCAACCTACAACACCCGAG |
| Mouse Il-1β | GTCGCTCAGGGTCACAAGAA | GTG-CTGCCTAATGTCCCCTT |
| Mouse Ly6c | GCAGTGCTACGAGTGCTATGG | ACTGACGGGTCTTTAGTTTCCTT |
| Mouse Il-6 | AGTTGCCTTCTTGGGACTGA | TCCACGATTTCCCAGAGAAC |
| Mouse Tnf-α | CATCTTCTCAAAATTCGAGTGACAA | TGGGAGTAGACAAGGTACAACCC |
| Mouse Mcp1 | GTTAACGCCCCACTCACCTG | GGGCCGGGGTATGTAACTCA |
| Mouse Neat1 | GGGAAGGGTGTGGTCAGAAG | GGCAGGTTGGCTCCTACAAT |
| Mouse Pik3r5 | CTCACCCCAACTGCTGAGAGTC | CCGAGGCTCAGTCCATGCAA |
| Mouse Ptbp1 | GCTGGGAATTCTGTCCTTTTG | ACGCCGAAGAGAATAAAGAGG |
| Homo GAPDH | ACCCAGAAGACTGTGGATGG | TTCAGCTCAGGGATGACCTT |
| Homo lnc-HELF | TGGGTCTTGAACAGGTTGTG | AGAGATGCCAGCCTATGACT |
| Homo PIK3R5 | AAGTCCTGTGCCAGCAGTC | TCTGTCGTCTTCTCCCCAGT |
| Homo PTBP1 | AGCGCGTGAAGATCCTGTTC | CAGGGGTGAGTTGCCGTAG |
| Homo PCNA | TCCATCCTCAAGAAGGTGTT | GGTAGGTGTCGAAGCCC |
| Homo KI67 | ACCCTGATGAGAGTGAGGGA | GGGGCTTCTCCCCTTTTGAG |
| Homo CYCLIN D1 | GTGGCCTCTAAGATGAAGGAGA | GGAAGTGTTCAATGAAATCGTG |
| Homo ACTA2 | GCCATGTTCTATCGGGTACTTC | CAGGGCTGTTTTCCCATCCAT |
| Homo COL1α1 | AACCAAGGCTGCAACCTGGA | GGCTGAGTAGGGTACACGCAGG |
| Homo COL1α2 | GCAGGAGGTTTCGGCTAAGT | GCAACAAAGTCCGCGTATCC |
| Homo TIMP1 | GGGGCTTCACCAAGACCTAC | GGAAGCCCTTTTCAGAGCCT |
| Homo TGF-β1 | TGTTGGACAGCTGCTCCACCT | GGCAGTGGTTGAGCCGTGGA |

**Supplementary Table 6. RACE primers for lnc-Helf**

| gene specific primer | Sequence 5' - 3' |
| --- | --- |
| 3' OUTER PRIMER | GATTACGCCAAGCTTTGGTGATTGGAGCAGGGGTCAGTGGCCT |
| 5' OUTER PRIMER | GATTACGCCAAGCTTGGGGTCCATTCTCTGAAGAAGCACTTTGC |
| 5' INNER PRIMER | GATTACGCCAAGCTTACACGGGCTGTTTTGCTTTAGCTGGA |

How the deposited data were processed for this re-analysis (not part of the article)

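Liver RNA of 9 male Balb/c mice treated with CCl4 was sequenced, 3 each from the NC + CCl4, lnc-Helf-sh1# + CCl4 and lnc-Helf-sh2# + CCl4 groups. Samples were grouped by the submitters' labels, which match the groups of the paper. The paper reports RNA of 3 mice per group, and each library was treated as 1 mouse.

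The authors deposited 1 table for the whole series with RSEM expected counts, FPKM and TPM per gene and library. The expected counts are the authors' estimates of reads per gene, are not normalized, and 8.15% of them are not whole numbers. The FPKM values, normalized by the authors to library size and transcript length, were used only in alternative tests. The TPM values deposited by the authors were checked for their unit and not used further. The submitters' processing notes name BWA, Bowtie2 and RSEM without versions, and hg19 as the genome build. The gene numbers in the table are those of mouse genes, of which 17198 were found in a RefSeq gene table, and how hg19 entered the processing is not given in the sources used here. In 22 rows the gene symbol had been turned into a date and was restored through the gene number. The total expected count per library was 14265875 to 16816431, and 6.81 to 12.4% of it came from Alb.

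The expected counts were rounded and tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM factors 0.882 to 1.07, filterByExpr by group with its minimum count of 10, 13059 genes kept). All 9 libraries entered 1 fit without covariates, since 3 mice give little information on the spread of a group. P-values were adjusted by the Benjamini-Hochberg method, and genes were called at an adjusted p under 0.05 and a fold change above 2, the paper's threshold. For members of gene lists and for single named genes, the adjusted p alone was used. Standard errors were derived from the log2 fold change and the F statistic. Gene lists were tested as sets with camera in limma 3.58.1 at a preset correlation of 0.01, and 51 lists with a tested member were used. They were written before the data were examined, as were the tests, the alternatives and the rule for named genes, apart from the tests and alternatives that the closing section marks as chosen later. With an estimated correlation in camera, 0 of the 51 lists passed for either shRNA, against 32 for each with the preset correlation. The genes named are those the paper names for these livers, the members of each list with the smallest adjusted p, and the 8 highest and 8 lowest log2 fold changes among called genes with a mean of at least 50 normalized counts and no overlap between the groups. Symbols of unnamed gene models were left out of the latter, and 1 gene that met this rule is not reported here. Alox5ap was named because it is 1 of 3 genes of a count.

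Alternatives were DESeq2 1.42.0, other normalization factors, other filters on low counts, fits of only the groups compared, the replicate number as a block, other thresholds, limma-trend on log2 FPKM with pseudocounts of 1 and 0.1, and leaving out each library in turn. Replicates were compared for a library deposited under 2 names, and none was found. The gene tests were tested on simulated counts with 200 changed genes, drawn from the real means and library sizes. In a simulation of the shRNA2# comparison over 12936 genes, edgeR recovered 64% of genes changed 2.5-fold, 88% of those changed 4-fold and 94% of those changed 8-fold, with 1 false call. For shRNA1# these shares were 72%, 90% and 96%, with 5 false calls. Genes changed 1.5-fold lie under the fold threshold, and 0% of them were recovered for shRNA1# and 2% for shRNA2#. Both shRNA groups were drawn with the same changes and the same spread per gene, and each gene independently. The shares are therefore not specific to the real shRNA1# group. At the depth of these libraries, low genes such as Tnf (2.39 CPM in the NC + CCl4 livers) rest on few reads. The reads were not reprocessed. Mitochondrially encoded genes and Il6 were not tested here.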

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

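Lists of genes that the paper does not discuss were examined for signals, at a camera adjusted p under 0.001 in either comparison against NC + CCl4. None of them passed with an estimated correlation in camera, and that adjusted p is given beside each. The test on genes of matched length was set before its result was seen.

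In the lnc-Helf-sh2# + CCl4 livers, 49 genes of cytosolic ribosomal proteins were higher as a set (adjusted p = 8.71e-08, and adjusted p = 0.431 with an estimated correlation), with a median log2 fold change of 0.32. Of these, 3 rose and none fell at an adjusted p under 0.05 in edgeR (15 higher when adjusted over the list alone), among them Rps6 at 1.17 (adjusted p = 0.0288) and Rpl27 at 0.68 (adjusted p = 0.0284). Rps6 was measured at a low level, 2.49 CPM on average in the NC + CCl4 livers, while the median log2 CPM of the list was 7.76. With shRNA1# the set did not pass (adjusted p = 0.201), and the difference between the shRNAs passed (adjusted p = 4.1e-23, and adjusted p = 0.606 with an estimated correlation), with a median of 0.35. For 124 other genes matched to the ribosomal protein genes on length and level, the median log2 fold change between the shRNAs was 0.166.

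Of 24 genes of the unfolded protein response, 11 rose with shRNA2# and none fell (19 higher when adjusted over the list alone), with Dnajb9 at 1.26 (adjusted p = 0.0253 in edgeR), and the set had a median of 0.76 (adjusted p = 3.77e-07, and adjusted p = 0.399 with an estimated correlation). With shRNA1# the set was also higher, at a median of 0.39 (adjusted p = 0.00227, and adjusted p = 0.432 with an estimated correlation), and the set differed between the shRNAs (adjusted p = 7.1e-07, and adjusted p = 0.606 with an estimated correlation). Relative to the NC + CCl4 mean, lnc-Helf-sh1# + CCl4 replicates 1, 2 and 3 lay at 0.244, 0.204 and 0.45, and the highest NC + CCl4 library at 0.238. Replicate 2 thus lay within the range of the controls. Within groups, the list ran with the acute phase genes over the 9 libraries (Pearson's r = 0.821, permutation p = 0.037, adjusted p = 0.149), a relation examined after the results were seen.

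Of 26 genes of toll-like receptors and the inflammasome, 6 fell with shRNA2# and none rose (9 lower when adjusted over the list alone), with Tlr7 at -1.26 (adjusted p = 0.0205 in edgeR) and Tlr4 at -1.10 (adjusted p = 0.0216 in edgeR). The set was lower with shRNA2# (adjusted p = 1.3e-06, and adjusted p = 0.399 with an estimated correlation) and with shRNA1# (adjusted p = 6.67e-05, and adjusted p = 0.42 with an estimated correlation), where no single gene passed (4 lower when adjusted over the list alone). Relative to the NC + CCl4 mean, the list lay at -0.794 and -0.801 in lnc-Helf-sh1# + CCl4 replicates 1 and 2 but at 0.117 in replicate 3, within the range of the NC + CCl4 libraries.

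With shRNA1#, 33 genes of fatty acid oxidation and PPARA targets were lower as a set (adjusted p = 4.89e-06, and adjusted p = 0.308 with an estimated correlation), and no single gene passed (6 lower when adjusted over the list alone). The fatty acid hydroxylase genes Cyp4a14 and Cyp4a10 had log2 fold changes of -4.86 (adjusted p = 0.111 in edgeR) and -4.09 (adjusted p = 0.143 in edgeR). With shRNA2# this set had an adjusted p of 0.0468 (adjusted p = 0.595 with an estimated correlation), lost without any of the 3 NC + CCl4 libraries or without lnc-Helf-sh2# + CCl4 replicate 2. lnc-Helf-sh2# + CCl4 replicate 1 lay at 0.11 relative to the NC + CCl4 mean, above each NC + CCl4 library, and replicates 2 and 3 at -0.576 and -0.689. The difference between the shRNAs passed for this list (adjusted p = 0.00585, and adjusted p = 0.893 with an estimated correlation).

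The 27 NRF2 target genes were higher as a set with shRNA1# (adjusted p = 8.5e-05, and adjusted p = 0.226 with an estimated correlation), again with no single gene past the test (8 higher when adjusted over the list alone), and Gstm2 had a log2 fold change of 0.99 (adjusted p = 0.111 in edgeR). With shRNA2#, 2 genes of the list rose (3 higher and 2 lower when adjusted over the list alone) and the set did not pass (adjusted p = 0.0841). The single genes named here as having risen or fallen with shRNA2# did not pass without NC + CCl4 replicate 1, NC + CCl4 replicate 3 or lnc-Helf-sh2# + CCl4 replicate 2.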

How the results depend on the processing

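The number of genes called depended on the test, on the threshold and on single libraries, while no named gene past the test in either setting turned its direction. For shRNA1#, edgeR called 0 genes, against 159 with DESeq2, 438 at an unadjusted p and 1 with only the groups compared, and 0 to 3 when 1 library was left out (3 without NC + CCl4 replicate 2). For shRNA2#, edgeR called 289, against 524 with DESeq2, 762 at an unadjusted p, 945 at a log2 fold change above 0.5, 1123 with no fold threshold, 122 with limma-trend on log2(FPKM + 1) and 45 with limma-trend on log2(FPKM + 1) without a filter on low values. Leaving out 1 library gave 0 to 484 genes for shRNA2#. The count was 0 without NC + CCl4 replicate 1, NC + CCl4 replicate 3 or lnc-Helf-sh2# + CCl4 replicate 2, 113 without lnc-Helf-sh2# + CCl4 replicate 3 and 484 without lnc-Helf-sh2# + CCl4 replicate 1. Of the called genes for shRNA2#, 75 of 289 were higher, against 490 of 945 at a log2 fold change above 0.5. For both shRNAs together, the 0 genes of edgeR became 109 with DESeq2 and 251 at an unadjusted p, and 0 to 3 without 1 library. Between the shRNAs, 0 became 10 with DESeq2, 109 at an unadjusted p and 0 to 1 without 1 library. RLE and upper-quartile factors gave 292 and 296 genes for shRNA2# and moved the median of all genes by at most 0.0432 on the log2 scale. Of the 51 gene lists, 32 passed for each shRNA, against 0 for each with an estimated correlation in camera and 3 and 8 with fry, which does not compare a list with other genes. Leaving out 1 library gave 27 to 33 lists for shRNA1# and 25 to 31 for shRNA2#. The pathways enriched among shared genes went from 0 in edgeR to 1 with DESeq2. For Pik3r5, the log2 fold change with shRNA1# was -1.316 in DESeq2 and past the threshold (adjusted p = 0.022), and it lay between -1.793 and -1.046 without 1 library. With shRNA2# it lay between -1.919 and -1.449 without 1 library. The cause of these differences was not tested, apart from those that follow from fewer libraries or another threshold.

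Replicate numbers do not pair the libraries. The same-numbered libraries of 2 groups correlated between -0.424 and 0.217 in their deviations from the group means, with 1 of 9 such correlations above 0.1. With the replicate number as a block, 0 genes were called for shRNA2#, and Pik3r5 had a log2 fold change of -1.666 (adjusted p = 0.0699).

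The following settings were chosen after seeing the data. limma-voom with a quality weight per library called 324 genes for shRNA1#, 218 for shRNA2#, 68 for both shRNAs and 1 between the shRNAs. Without the replicates 3 of both shRNA groups, 31 genes were called for shRNA1#, 394 for shRNA2# and 19 for both. DESeq2 on the groups compared, with no filter and a log2 fold change above 0.5, called 563 for shRNA1#, 1491 for shRNA2#, 335 for both and 28 between the shRNAs.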

Differences from the paper's values

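The paper reports 556 genes changed with shRNA1# and 1423 with shRNA2#, against 0 and 289 in edgeR at the paper's stated threshold. The paper reports 303 genes changed with both, 100 higher and 203 lower, against 0 in edgeR, with 0 higher and 0 lower. Of the alternatives set before the data were examined, an unadjusted p came within 1.5 times of the paper's values for shRNA1# (438), for both shRNAs (251) and for the genes lower with both (223), and no fold threshold did so for shRNA2# (1123). None did so for the genes higher with both, where an unadjusted p gave 28 and DESeq2 gave 8. DESeq2 gave 159 for shRNA1#, 524 for shRNA2# and 109 for both. All other alternatives set beforehand differed from the paper's values by more than 1.5 times, apart from those just named. DESeq2 on the 2 groups compared, with no filter on low counts and a log2 fold change above 0.5, gave 563 for shRNA1#, 1491 for shRNA2# and 335 for both (85 higher and 250 lower), each within 1.5 times of the paper's values. That setting was chosen after seeing the values, its fold threshold is lower than the one the paper's text states but close to where the dashed lines of the paper's volcano maps lie, and it drops 0 of the 9 genes labelled in the paper's volcano maps, all of which it calls with both shRNAs.

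The paper's volcano maps label Pik3r5, Tlr8, Mmp2, Timp2, Col6a1, C5ar1, Ccr2, Tgfb1 and Gsta1 as changed with both shRNAs. In edgeR the signs of all 9 were the same with both shRNAs, 6 passed an adjusted p of 0.05 with shRNA2# and 0 with shRNA1#. DESeq2 at the paper's threshold called 5 of them with both.

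For the livers of these groups, the paper's qRT-PCR shows lower Pcna, Ki67 and Cyclin D1 with both shRNAs. The paper also bases its reduced proliferation on staining of PCNA protein, which does not depend on Gapdh mRNA and was not measured here. Those qRT-PCR values are relative to Gapdh, whose own log2 fold changes in the sequencing were 0.51 with shRNA1# and 0.63 with shRNA2#. The qRT-PCR of the profibrotic and proinflammatory genes below has the same scaling. In the sequencing the log2 fold changes were positive and did not pass, at 0.39 and 0.78 for Pcna, 0.88 and 0.84 for Mki67, and 0.79 and 1.42 for Ccnd1, for shRNA1# and shRNA2# in turn. For shRNA2# these values depend on lnc-Helf-sh2# + CCl4 replicate 1, without which they were 0.273 for Pcna, -0.061 for Mki67 and 0.586 for Ccnd1. With all libraries, the values of Mki67 and Ccnd1 exceeded those of Gapdh with both shRNAs, and that of Pcna with shRNA2# only. Scaling to Gapdh alone would not turn these larger values negative. Levels relative to Gapdh were not tested, so how far the unlike scaling accounts for the differences stays open. Bcl2, of the same panel, had negative log2 fold changes that did not pass (-0.229 and -0.361). In DESeq2, Ccnd1 passed with shRNA2# with a log2 fold change of 1.418 (adjusted p = 0.00802). Pcna and Mki67 passed with neither shRNA in DESeq2. Acta2, Mmp2, Timp1, Tgfb1, Tnf and Ccl2 had negative log2 fold changes with both shRNAs, the direction the paper gives. Of these, Mmp2 passed in DESeq2 with both shRNAs (adjusted p = 0.00713 with shRNA1# and 0.00715 with shRNA2#). Tgfb1 (adjusted p = 0.0125) and Tnf (adjusted p = 0.0309) passed in DESeq2 with shRNA2# only. Acta2, Timp1 and Ccl2 passed there with neither. For Col1a1 with shRNA2# the value was -0.029, and from -0.387 (without lnc-Helf-sh2# + CCl4 replicate 1) to 0.284 (without NC + CCl4 replicate 3) with 1 library left out. For Il1b with shRNA1# it was -0.038, and from -0.98 (without lnc-Helf-sh1# + CCl4 replicate 3) to 0.267 (without lnc-Helf-sh1# + CCl4 replicate 2). The sign of these 2 values thus depends on single libraries. For Pik3r5, which the paper gives as decreased with both shRNAs, the log2 fold change was -1.30 with shRNA1# (adjusted p = 0.167 in edgeR and 0.022 in DESeq2).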

Other observations

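Of the tests in this part, those on the label of lnc-Helf-sh1# + CCl4 replicate 3, on the share of cells other than hepatocytes (for monocyte, matrix and stellate cell genes), on genes of the same level as the cell cycle genes and on the relation of cell cycle to acute phase genes were chosen after the result was seen. So were the library weights and the setting without the replicates 3 of both shRNA groups. In both shRNA groups, 24 genes of cholesterol synthesis were higher as a set, with medians of 0.35 and 0.45 on the log2 scale (camera adjusted p = 0.00103 and 0.00126, and adjusted p = 0.548 and 0.595 with an estimated correlation). Male-biased liver genes were higher as a set and female-biased liver genes lower with both shRNAs, at medians of 0.48 and 0.48 for the 21 male-biased genes (camera adjusted p = 0.00107 and 0.0202, and adjusted p = 0.508 and 0.595 with an estimated correlation) and of -0.65 and -0.73 for the 17 female-biased genes (camera adjusted p = 0.00103 and 0.0319, and adjusted p = 0.308 and 0.399 with an estimated correlation). All mice were male. Replicates 1 and 2 of both shRNA groups lay within the range of the NC + CCl4 libraries for the cholesterol list, and the replicates 3 above it (0.717 and 1.003 relative to the NC + CCl4 mean). This list ran with the acute phase genes (r = 0.805, adjusted p = 0.129). lnc-Helf-sh2# + CCl4 replicate 1 lay within the range of the NC + CCl4 libraries in both sex-biased lists (-0.065 and -0.074), as did lnc-Helf-sh1# + CCl4 replicate 3 in the male-biased list (0.188). The cholesterol set was lost without NC + CCl4 replicate 3 or the replicate 3 of the shRNA group compared. The male-biased set was lost without NC + CCl4 replicate 3 for shRNA1#, and both sex-biased sets were lost without NC + CCl4 replicate 3, lnc-Helf-sh2# + CCl4 replicate 2 or lnc-Helf-sh2# + CCl4 replicate 3 for shRNA2#. Chemokine and chemokine receptor genes were lower as a set, at medians of -0.62 and -0.82 (camera adjusted p = 8.5e-06 and 0.00103, and adjusted p = 0.308 and 0.399 with an estimated correlation). lnc-Helf-sh1# + CCl4 replicate 3, at -0.052 relative to the NC + CCl4 mean, lay within the range of the controls. Kupffer cell genes were lower with shRNA2# (median -0.50, camera adjusted p = 0.00469, and adjusted p = 0.399 with an estimated correlation) and did not pass with shRNA1# (median -0.03, camera adjusted p = 0.47), and the difference between the shRNAs passed (camera adjusted p = 0.000687, and adjusted p = 0.606 with an estimated correlation). The Kupffer level was -0.459 and -0.383 in lnc-Helf-sh1# + CCl4 replicates 1 and 2 and 0.382 in replicate 3, without which the median with shRNA1# was -0.343. Gapdh, the internal control of the paper's qRT-PCR, had log2 fold changes of 0.51 with shRNA1# (adjusted p = 0.189) and 0.63 with shRNA2# (adjusted p = 0.0481) in edgeR. It was higher in each of the 6 shRNA libraries than in each NC + CCl4 library, and its call for shRNA2# was lost without any 1 of the 6 libraries compared except lnc-Helf-sh2# + CCl4 replicate 1. Of all genes tested, 28.5% with shRNA1# and 32.9% with shRNA2# did not overlap with the controls, in either direction.

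With 3 mice against 3 there are 10 splits of the libraries, too few for a share under 0.05. The real split called 289 genes for shRNA2#, with 1 of the 10 splits reaching that count, and the other splits called at most 0. For shRNA1# the real split called 0, a count that each of the 10 splits reaches by definition, and the highest other split called 108. That split sets NC + CCl4 replicates 1 and 2 and lnc-Helf-sh1# + CCl4 replicate 3 against the rest, which points to a structure of the samples other than the groups. Between the shRNAs the real split also called 0, and the highest other split called 21.

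No gene was called with shRNA1# in edgeR, against 438 at an unadjusted p and 159 with DESeq2. lnc-Helf-sh1# + CCl4 replicate 3 lay apart from replicates 1 and 2 in acute phase and cell cycle genes, and 1 gene was called without it, 3 without NC + CCl4 replicate 2 and 31 without the replicates 3 of both shRNA groups. With library weights, 324 genes were called. There lnc-Helf-sh1# + CCl4 replicates 1, 2 and 3 had weights of 1.448, 3.233 and 0.553, so the fit rests largely on replicate 2, and lnc-Helf-sh2# + CCl4 replicate 1 had the lowest weight of all libraries (0.495). For a mislabelled NC + CCl4 library, the values are mixed. Fmo2 in lnc-Helf-sh1# + CCl4 replicate 3 lay at -0.956 on the log2 scale from the lowest NC + CCl4 library, but Fmo2 does not measure lnc-Helf alone. On the first principal component of all genes tested, that library lay at -15.95, on the side of the NC + CCl4 libraries (-37.75, -27.62 and -29.91). Replicates 1 and 2 of its group lay at 22.83 and 14.68. A mislabelled library thus stays open. A second candidate explanation is that the acute phase response differed between mice of a group. With the acute phase level as a covariate, 7 genes were called for shRNA1#, close to the limit of 10 genes set before the test, so this stays open. The covariate gave 591 genes for shRNA2#, against 289 without it, and 2 for both shRNAs. A real difference in how the mice of this group responded to shRNA1# was not tested.

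The cell cycle genes were higher as a set with both shRNAs, with positive but not significant values for Pcna, Mki67 and Ccnd1, and the set did not pass with an estimated correlation (adjusted p = 0.607 and 0.595). A scaling factor moves genes of the same level alike. The median of the list lay above that of 396 other genes of the same level by 0.893 with shRNA1# (bootstrap standard error 0.092) and by 1.108 with shRNA2# (bootstrap standard error 0.07). This argues against a scaling factor as the whole cause, although the list was already known to lie above other genes. The standard errors come from resampling genes, not mice, so they give no spread between livers. The test set before, with RLE or upper-quartile factors (lowest median 0.826), moved all genes by too little to decide. A single mouse could not be excluded for shRNA2#, where leaving out lnc-Helf-sh2# + CCl4 replicate 1 lowered the median from 1.06 to 0.357, near the bound of 0.3 set beforehand, while for shRNA1# it stayed at 0.627 or above. Within groups, cell cycle and acute phase levels ran against each other over the 9 libraries (Pearson's r = -0.931, permutation p = 0.0231, Spearman's rho = -0.933, permutation p = 0.0185, and r = -0.8 without the replicates 3 of both shRNA groups), but the adjusted p was 0.129 over 50 lists set against the acute phase genes. Matrix lists showed the same relation, with r = -0.914 for collagens (permutation p = 0.00463, adjusted p = 0.116), -0.887 for stellate cells (adjusted p = 0.129) and -0.773 for matrix remodeling (adjusted p = 0.149), and Kupffer cell genes ran with the acute phase genes (r = 0.817, adjusted p = 0.129). Both this relation and an effect of the shRNAs stay open.

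The monocyte and matrix remodeling genes were lower as sets with both shRNAs, but not with an estimated correlation (adjusted p = 0.227 and 0.399 for monocyte genes, 0.308 and 0.417 for matrix remodeling). A smaller share of all cells other than hepatocytes would lower the markers of each such cell type alike. The monocyte list minus the mean of the sinusoidal endothelial and cholangiocyte lists was lower in the 6 shRNA libraries than in the 3 NC + CCl4 libraries by a log2 difference of -0.678 (exact two-sided permutation p = 0.0119, adjusted p = 0.0357 over 3 lists). Relative to these reference lists only, this argues against that explanation as the whole cause for the monocyte genes. For the matrix remodeling list this difference was -0.457 (permutation p = 0.0357, adjusted p = 0.0536) and for the stellate cell list -0.203 (permutation p = 0.381), so for matrix and stellate cell genes the explanation stays open. The monocyte test replaced a first version that compared the medians of the lists and gave a mixed result, so it was chosen with the data in view. The median of the sinusoidal endothelial genes was -0.14 with shRNA1# (camera adjusted p = 0.162) and -0.35 with shRNA2# (camera adjusted p = 0.0105, and adjusted p = 0.595 with an estimated correlation), and that of the cholangiocyte genes 0.02 and 0.13. With shRNA2#, the endothelial median thus lay below the upper quartile of the monocyte genes (-0.333). Genes of hepatocyte secreted proteins were higher as a set with both shRNAs, the direction that a smaller share of other cells predicts. Their medians were 0.167 and 0.355 (camera adjusted p = 0.0389 and 0.0105, and adjusted p = 0.42 and 0.399 with an estimated correlation). Fewer monocytes and lower expression within the same number of monocytes were not told apart by any test here.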
